# Identification of regenerative roadblocks via repeat deployment of limb regeneration in axolotls

**DOI:** 10.1038/s41536-017-0034-z

**Published:** 2017-11-06

**Authors:** Donald M. Bryant, Konstantinos Sousounis, Duygu Payzin-Dogru, Sevara Bryant, Aaron Gabriel W. Sandoval, Jose Martinez Fernandez, Rachelle Mariano, Rachel Oshiro, Alan Y. Wong, Nicholas D. Leigh, Kimberly Johnson, Jessica L. Whited

## Abstract

Axolotl salamanders are powerful models for understanding how regeneration of complex body parts can be achieved, whereas mammals are severely limited in this ability. Factors that promote normal axolotl regeneration can be examined in mammals to determine if they exhibit altered activity in this context. Furthermore, factors prohibiting axolotl regeneration can offer key insight into the mechanisms present in regeneration-incompetent species. We sought to determine if we could experimentally compromise the axolotl’s ability to regenerate limbs and, if so, discover the molecular changes that might underlie their inability to regenerate. We found that repeated limb amputation severely compromised axolotls’ ability to initiate limb regeneration. Using RNA-seq, we observed that a majority of differentially expressed transcripts were hyperactivated in limbs compromised by repeated amputation, suggesting that mis-regulation of these genes antagonizes regeneration. To confirm our findings, we additionally assayed the role of *amphiregulin*, an EGF-like ligand, which is aberrantly upregulated in compromised animals. During normal limb regeneration, *amphiregulin* is expressed by the early wound epidermis, and mis-expressing this factor lead to thickened wound epithelium, delayed initiation of regeneration, and severe regenerative defects. Collectively, our results suggest that repeatedly amputated limbs may undergo a persistent wound healing response, which interferes with their ability to initiate the regenerative program. These findings have important implications for human regenerative medicine.

## Persistent healing blocks salamander limb regeneration

Understanding a roadblock to limb regeneration in salamanders could help develop suitable regenerative therapies for humans. Jessica Whited of the Harvard Stem Cell Institute and colleagues in the US found that repeatedly amputating a limb in Mexican salamanders compromised their normal ability to regenerate it. The team found high levels of a gene encoding a damage-protecting protein, called amphiregulin, at the wound site. Artificially inducing the expression of this gene in salamanders whose limbs were amputated just once also led to slow and poor regeneration. The findings suggest that high levels of amphiregulin induce a persistent wound-healing response that interferes with the salamanders’ ability to initiate regeneration. Pushing organisms with strong regenerative abilities into a non-regenerative state can help researchers understand the factors that limit human regenerative abilities and thus develop suitable therapies.

## Introduction

Humans are capable of a limited degree of regeneration such as liver regeneration, and there is solid evidence that humans can regenerate amputated digit tips during childhood.^1,2^ In contrast, the axolotl is a highly regenerative organism and is capable of faithfully replacing an entire appendage following amputation throughout its lifetime. This regenerative process consists of several steps and involves the interplay of many different tissues.^3^ Following limb amputation, the wound is quickly sealed by a blood clot. Within a day, a specialized sheet of epithelium referred to as the wound epidermis encompasses the amputation plane. Following innervation of the wound epidermis, cells within the underlying stump tissue are cued to activate and proliferate to form a critical structure known as the blastema. The molecular and cellular factors driving these actions remain poorly understood. The blastema is a pool of activated progenitor cells that eventually gives rise to new limb tissues; progenitors are thought to largely be fate-restricted over this process.^4^ The anatomical similarities of the axolotl limb with the human limb and well-defined landmarks of the regenerative process make the axolotl an ideal model organism for understanding the mechanisms of limb regeneration and gaining insights into why mammals lack this ability.

Understanding contexts in which axolotl limb regeneration does not proceed normally may provide insight into factors that impact successful regeneration. A classic example of such a context is the reliance of limb regeneration on nerves. Nearly two centuries of research have demonstrated that destruction of the nerves supplying the salamander limb prior to amputation imposes a regenerative block on the limb.^5,6^ When denervated prior to amputation salamander limbs do not form blastemas, and the amputation surface typically heals with an accompanying deposition of fibrotic tissue.^7,8^ More recently, a study showed that depletion of macrophages prior to, or during the early stages of regeneration, also results in regenerative failure with some evidence of internal fibrosis, highlighting a requirement for macrophages in limb regeneration and hinting at a possible connection to wound healing.^9^ Similar to denervation and macrophage depletion, failure to form a proper wound epithelium following amputation antagonizes regeneration. Insertion of an amputated limb immediately into the coelom to prevent the formation of a proper wound epithelium or suturing a full thickness skin flap over the amputation site impairs limb regeneration in newts.^10,11^ Interestingly, allowing a proper wound epidermis to form prior to the insertion of the limb into the coelom results in markedly better regenerative outcomes.^12^ Collectively, these studies underscore the functional importance of nerves, macrophages, and wound epithelium for limb regeneration.

The experiments described above demonstrate that manipulating specific systems can block limb regeneration. However, can salamanders perfectly regenerate anatomical structures an unlimited amount of times if no experimental manipulations are made outside of injury? Of course, the answer to this question appears to vary quite dramatically depending on a range of variables including species, type of regenerative process (e.g., lens, limb, heart, etc.), metamorphic state, age, and type of injury (e.g., amputation, bite injury, etc.).^13–17^ Extensive regenerative capacity is well demonstrated in studies of newt lenses, as serial removal of the lens within *Cynops pyrrhogaster* resulted in regeneration of the lens following as many as 18 removals over the course of 16 years.^14^ In contrast, repeat amputation of the limbs of the newt *Notophthalmus viridescens* resulted in severe defects,^18^ though some evidence of successful repeated regeneration in very young newts exists from Spallanzani’s work.^19^ In a recent study, we challenged limb buds to repeated removal and asked if animals could generate normal limbs much later in life than when they are programmed to originally develop.^20^ Intriguingly, this protocol revealed a limitation to first limb development, and animals tasked with developing the limb around 10 months of age (compared to the normal couple of weeks), either did not grow any limb, or they grew a morphologically-normal, miniature limb.^20^ These miniaturized limbs were permanently altered insofar as they regenerated as miniature limbs following amputation, demonstrating that the experiment effectively decoupled appendage size from body size.^20^ Beyond salamanders, the concept of repeated regeneration has been explored in a variety of other contexts. Zebrafish caudal fins have been demonstrated to regenerate over nine amputation-regeneration cycles with the same rate of blastemal growth and final fin size as controls.^21^ However, structural defects within non-regenerate, stump bone were observed,^22^ and repeated amputations were later shown to alter aspects of the proximo-distal patterning along the length of the fin, essentially decoupling tissue growth from pattern in this context.^23^ Regenerative process in many invertebrates is more substantial, and several organisms examined, for example hydra^24^ and planaria,^25,26^ show no evidence of regenerative failure even after many insults. Although the answer to the question of whether regeneration can be repeatedly deployed in a perfect fashion varies between species and organ or appendage, these studies show that pushing the limits of highly-regenerative organisms can greatly advance our understanding of fundamental regenerative principles.

Herein, we tested the extent of the axolotl limb regenerative program by repeatedly amputating their forelimbs and allowing them to complete several regenerative cycles. We found that regenerative fidelity declined, and an increasing number of limbs failed to regenerate beyond the amputation plane when forelimbs were challenged with an increasing number of amputations at the same plane. Moreover, those limbs that failed to regenerate after repeated amputation showed signs indicative of fibrosis. RNA-seq profiling of regeneration-incompetent limbs compared to normally-regenerating limbs highlighted an abnormally high expression of *amphiregulin* during the wound healing stage of limb regeneration, suggesting that persistently high levels of Amphiregulin may antagonize limb regeneration. Consistent with this hypothesis, we found that overexpression of *amphiregulin* in axolotl limbs undergoing one regenerative cycle regenerated more slowly and exhibited significantly poorer regenerative outcomes relative to control limbs. Overall, our study suggests that the decline in regenerative ability of the axolotl limb after repeated amputation can be leveraged to identify novel gene expression patterns that are disruptive to regeneration.

## Results

### Axolotl limbs exhibit a decline in regenerative capabilities when repeatedly amputated at the same plane

To determine whether axolotl limbs are limited in their ability to continually regenerate limbs, we performed proximal amputations on both forelimbs of individually-housed, naïve axolotls (Fig. 1a) that had never experienced bite injury through communal living or experimental amputation. Our first amputation was performed on axolotls ~2 months post-hatching (~3-4 cm snout-to-tail in length), and we allowed limbs to fully regenerate (on average, 13 weeks between each amputation) before amputating limbs in the same plane again (details on how the plane of amputation was identified are provided in Supplementary Fig. 1a–b). We used “digits stage” as a marker of full regeneration. As expected, all of the limbs from this cohort of animals were able to regenerate to the digits stage following a single amputation (Fig. 1b *n* = 32 limbs/16 animals). However, the percentage of limbs that were able to regenerate completely progressively decreased upon repeated amputation to the point where only 25% of limbs challenged with five amputations were able to regenerate digits (Fig. 1b *n* = 28 limbs/14 animals for each time point).

**Fig. 1:**
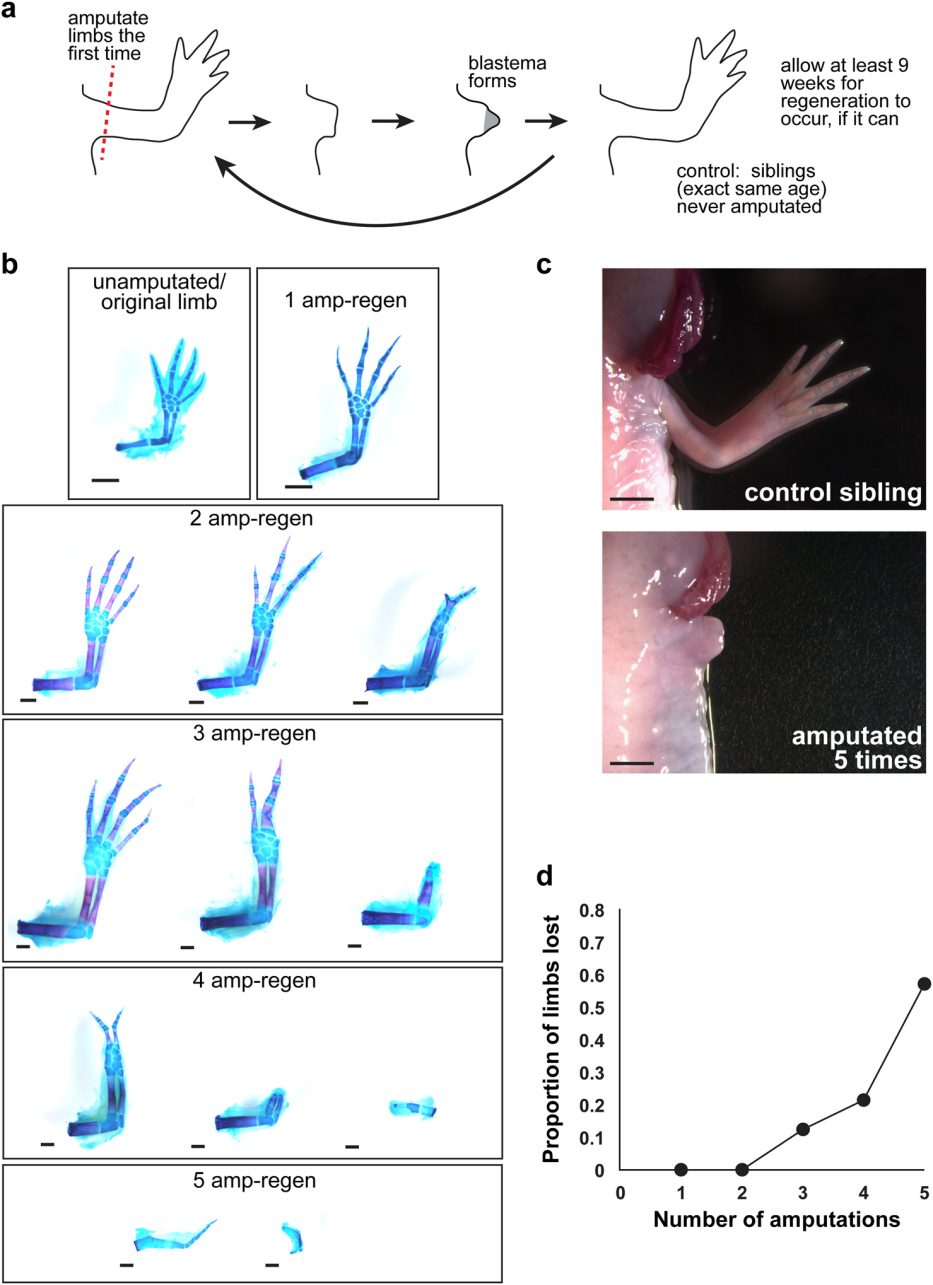
Regenerative decline after repeated amputation. Both forelimbs were amputated and allowed to fully regenerate. **a** Experimental overview. **b** Skeletal preparations of limbs following successive rounds of amputation. The limb in bottom right panel failed to regenerate beyond the plane of amputation (dashed line). **c** Representative examples of sibling control limb (top left panel) and limb that failed to regenerate after repeated amputation (bottom left panel). **d** Cumulative distribution plot of loss in ability to regenerate beyond the plane of amputation (right graph). Scale bars in **b** are 1 mm

After each round of amputation, we additionally quantified the proportion of limbs that were not able to regenerate beyond the plane of amputation. We found that more than half of the limbs in our study failed to regenerate when challenged with five rounds of amputation (Fig. 1c, d, *n* = 16/28 limbs). These limbs appeared to have no visible external regeneration with no observable blastema, and they exhibited a stump-like morphology. Taken together, these data indicate that axolotl limbs may be finite in their ability to undergo repeated regeneration cycles.

### A shift in the amputation plane leads to less severe regenerative decline in limbs challenged with repeated amputations

We speculated that our observed decline in regenerative capacity could potentially be due to the regenerative process itself being exhaustive such that numerous resources (e.g., progenitor cells) are being continuously drawn upon following each successive amputation that are not readily replenished. Alternatively, it is possible that repeatedly challenging the same population of cells within the limb could lead to the accrual of damaged tissue (e.g., fibrosis), which could interfere with successive rounds of regeneration. While these two possibilities are not mutually-exclusive, we decided to test if repeatedly amputating through the same anatomical plane leads to evidence of internal tissue scaring that might not happen if successive amputations occurred at different locations. We performed a repeated amputation study where we shifted the plane of amputation distally after each round of regeneration (Fig. 2a). By changing the plane of amputation distally we were able to challenge the tissues of the axolotl limb to undergo repeated rounds of regeneration, but each amputation involved the injury of tissue that had not been directly cut previously. For example, the fourth serially distal amputation would involve injuring tissue that is derived from three rounds of amputation (i.e., three regenerative cycles), but this newly regenerated tissue itself would be receiving an amputation (i.e., injury) for the first time.

**Fig. 2:**
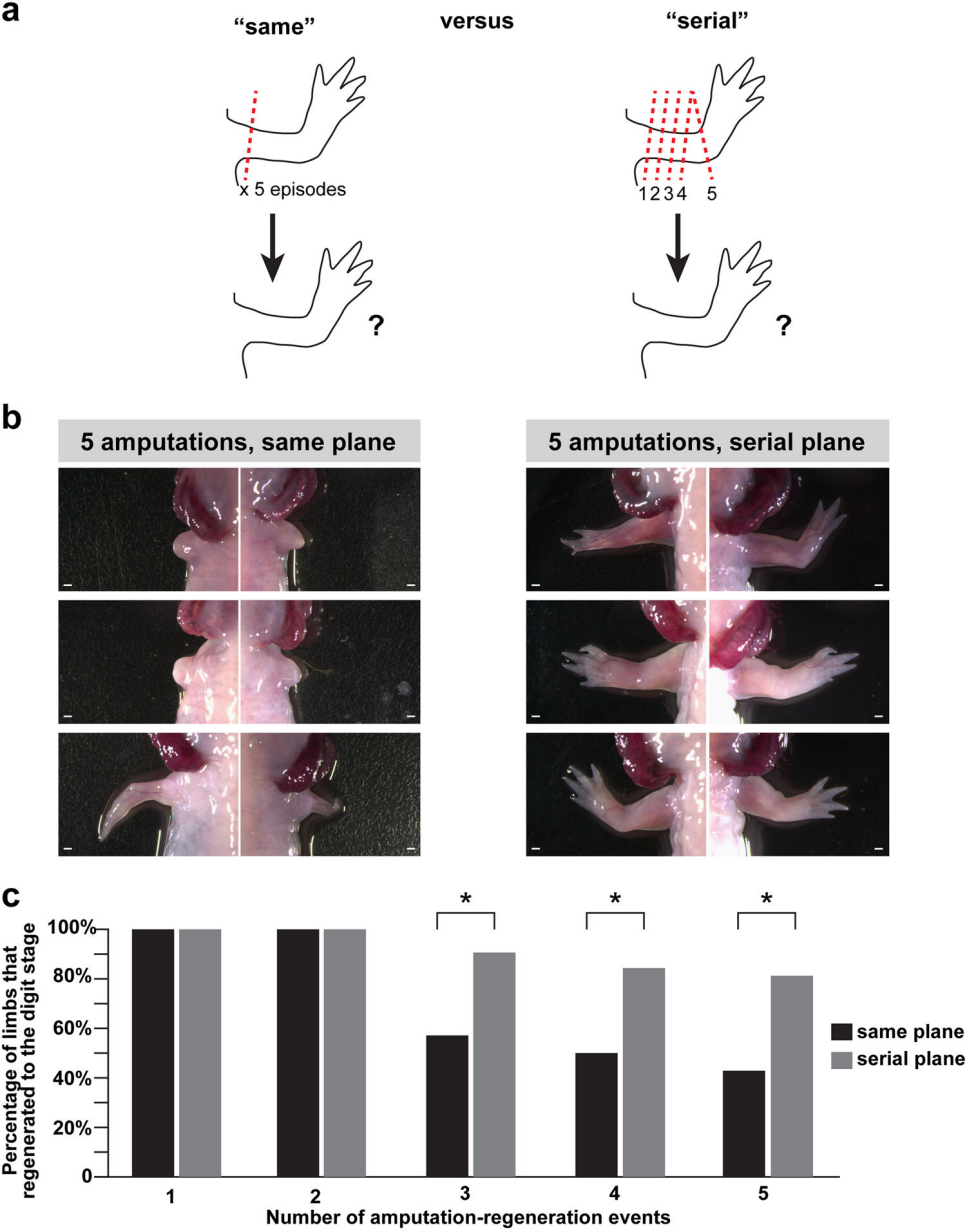
Regenerative decline after repeated amputation is less severe if the plane of amputation is shifted distally along the axis of the limb. Both forelimbs were amputated for each animal and allowed to fully regenerate. **a** Experimental overview. **b** Representative images of axolotl limbs after 5 rounds of amputation at the same plane (left panels) or with serially distal planes of amputation (right panels). **c** Quantification of the number of limbs able to regenerate digits after each amputation round following repeated amputation in the same plane or repeated, progressively distal amputations. Asterisk (*) indicates *p* < 0.05 (Fisher’s Exact Test). All scale bars equal to 1 mm

After five amputation rounds, limbs challenged with serially-distal amputations exhibited notably better regenerative outcomes than limbs that were repeatedly amputated in the same region (Fig. 2b). Perturbations in the regenerated limbs following serial distal amputations were not as dramatic as siblings receiving repeat amputations at the same plane, and a significantly higher proportion of these limbs were able to regenerate to the digits stage after 3 or more rounds of amputation (Fig. 2c, *p* < 0.05, *n* = 32 serially amputated limbs vs. 14 limbs amputated at the same plane, Fisher’s exact test). Moreover, limbs that regenerated to the digits stage after serial distal amputations often exhibited better regenerative outcomes than those limbs amputated in the same plane (e.g., more digits; Supplementary Fig. 1c–d **)**. Collectively, these data indicate that problems with regenerative fidelity following repeated challenge may be due to localized events at the amputation plane.

### Limbs that fail to regenerate following repeated amputation exhibit signs of persistent fibrosis

In other experimental systems (e.g., denervation, macrophage depletion, etc.), aborted limb regeneration is often accompanied by the deposition of fibrotic tissue.^8,9^ To determine whether loss of regenerative capacity following repeated amputation in the same plane results in fibrotic tissue deposition, we performed one last round of amputation and performed histological analyses on the stumps that failed to regenerate at any point during our study and on intact control limbs (Fig. 3a–c). Within several limbs that failed to outgrow following repeated amputation, we found the presence of extensive scar tissue as evidenced by collagen deposition proximal to the plane of amputation (Fig. 3b, *n* = 12 limbs examined). We also examined the few failed regenerates that resulted from serial distal amputations and found that they also exhibited extensive collagen deposition (Fig. 3c, *n* = 4 limbs examined). In addition to scar tissue, we also observed the presence of epidermal tongues that extended down to the substratum compactum in failed regenerates (Fig. 3c). To specifically consider possible aberrant collagen deposition in failed regenerates, we stained tissue sections with α-Collagen I and α-Collagen IV (Supplementaty Fig. 2). We found that both of these proteins appear dysregulated in the failed regenerates. For example, Collagen I is normally largely localized to the dermis, within the stratum compactum layer; however, in the failed regenerates, Collagen I is more diffuse in the dermis, and it is clearly visible in internal areas of the limb (Supplementary Fig. 2a–a’). Collagen IV is considerably more apparent in failed regenerates than in controls, specifically in the area between the muscle and epidermis (Supplementary Fig. 2b–b’). Taken together, these data suggest that limbs that failed to regenerate following repeated amputation implemented a scarring response in place of the full regenerative program.

**Fig. 3:**
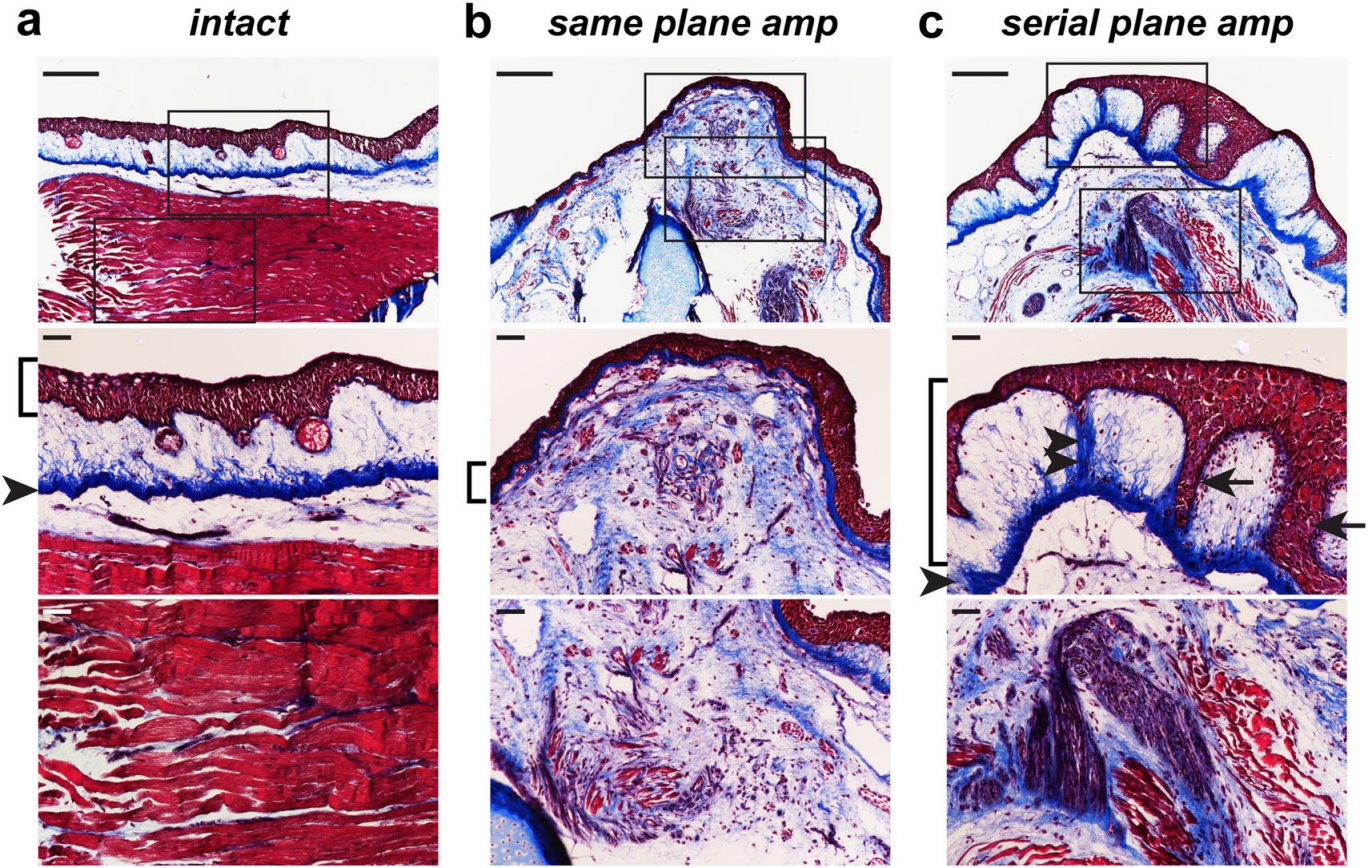
Aborted limb stumps exhibit persistent collagen deposition. A Masson’s trichrome stain was performed on limbs that failed to regenerate (“stumps”) following repeated amputation and on intact control limbs. **a** Column a (leftmost) depicts an intact specimen (no amputations). **b** Column b (middle) depicts a specimen following same-plane, repeated amputation. **c** Column c (right) depicts a specimen following serial-plane, repeated amputation. Top panels show representative images of intact control **a** and failed regenerates from limbs amputated in the same plane **b** and limbs amputated serially distally **c**. Middle and lower horizontal panels are higher magnification views of images in the top panels. Brackets delineate epidermis, arrowheads indicate substratum compactum (dermis), double arrowheads indicate connection between substratum compactum and epidermis, and arrows indicate epidermal tongues. Scale bars in top rows are 500 µm, and scale bars in middle and bottom rows are 100 µm

### Transcriptional analyses of failed regenerates and identification of *amphiregulin* as a candidate antagonistic factor

Motivated by our findings with repeated amputation, we asked whether we could use the failed regenerates in our study to uncover novel insights into mechanisms that may antagonize natural regeneration. Starting with the failed regenerates from animals that had already been through five amputation-regeneration events, we performed a single (sixth) amputation on these stumpy, failed regenerates. This sixth amputation plane was positioned slightly proximal to the previous amputation plane, essentially setting the amputation point within the region of demonstrated failed regeneration. At 3 days post-amputation, we performed RNA-sequencing analysis of the local tissue (i.e., wound healing stage, *n* = 4 failed regenerates) to identify factors that may be involved with regenerative decline (Fig. 4a). As a control, we also amputated and sequenced the limbs of sibling animals (that had not been previously injured) at 3 days post-amputation (*n* = 4 control limbs) (Fig. 4a). 

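The deposited tables hold 8 RNA-seq libraries, 4 from repeatedly amputated limbs (their 6th amputation, after 5 earlier rounds) and 4 from control limbs (their first amputation), all taken at 3 days post-amputation. Their column names, such as MR5 or Control6, give the group of each library but not the animal behind it. The authors assembled the reads de novo into transcripts with Trinity and estimated with RSEM how many fragments came from each transcript in each library. RSEM divides fragments that match several transcripts among them, so its expected counts need not be whole numbers, and 91.5% of the deposited values were whole. The tables cover 91843 transcripts of 88640 assembled genes. Beside the expected counts, the authors deposited FPKM values (fragments per kilobase of transcript per 1000000 mapped fragments), scaled between libraries by TMM (trimmed mean of M-values). Summed expected counts were 16765785, 17528143, 18348483 and 18437103 in the control libraries, with a median of 17938313. In the libraries of repeatedly amputated limbs they were 15596527, 15800544, 16953644 and 17980271, with a median of 16377094. The 10 transcripts with the highest counts held between 8.78% and 12.2% of each library. No libraries were identical, and those of the same group differed by more than counting noise, with a chi-square per transcript between 29.4 and 75.7. For testing, expected counts were rounded to whole numbers, and the filterByExpr function of edgeR kept 32757 transcripts with enough counts. These were scaled by TMM and compared with edgeR's quasi-likelihood F-test with robust estimation. Adjusted values (FDR) are Benjamini-Hochberg values over all transcripts tested. Expression is given as TMM-normalized CPM, that is, counts per 1000000 counts of the scaled library. A transcript with at most 3 counts in every library of a group was treated as at the limit of detection there, and its fold change is given as a lower bound that covers counting error only. The choice of test, of the filter on low counts and of the scaling can each change the numbers. Where the assembly split a gene, or where genes are as alike as the muscle myosins, RSEM's division of fragments leaves the single transcript uncertain. An exact two-sided permutation test of 4 libraries against 4 gives no p below 0.0286.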

Using previously defined methods,^27^ we generated a de novo transcriptome and performed differential expression analysis. 

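Across the 32757 tested transcripts, which are not independent replicates, Spearman correlations of log2 CPM between libraries ran from 0.887 to 0.913 within the groups (median 0.906). Between the groups they ran from 0.858 to 0.912 (median 0.884). The first principal component held 24.7% of the variance and placed all 4 control libraries on one side of all 4 libraries of repeatedly amputated limbs. The gap between the groups was 20.8% of the range of this component, against a within-group SD of 18.5% of the range. With muscle transcripts left out, the gap was 24.3% of the range (SD 16.6%). On log2(FPKM + 1), the scale on which the paper clustered its samples, it was 18.9% (SD 20.0%). The common dispersion estimated by edgeR was 0.170, which corresponds to a variation of 41.2% between libraries of the same group.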

We uncovered 912 transcripts that were differentially expressed (FDR < 0.05) between normally-regenerating control limbs and limbs compromised by repeat amputation that are not engaged in the normal early regeneration response (Fig. 4b, each condition shown is the average of four biological replicates; genes are listed in Supplementary Table 1). 

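At an FDR under 0.05, the quasi-likelihood test called 4 of the 32757 transcripts, 2 upregulated and 2 downregulated in repeatedly amputated limbs. At an unadjusted p under 0.05 there were 3648. All 4 calls are entries of Supplementary Table 1 with the same direction there, and their protein names come from that table. TKTL2 (TR24446 c0_g1_i1) stood at 139 ± 27.3 CPM (SD, n = 4) in control limbs and had 0 counts in every repeatedly amputated limb, which makes it at least 755-fold lower (FDR = 0.00438). TRI27 (TR16558 c6_g1_i1) was at least 135-fold higher in repeatedly amputated limbs, at 22.4 ± 10.2 CPM (SD, n = 4), with 1 count over all control limbs (FDR = 0.00896). GPM6B (TR16168 c0_g1_i1) was at least 18.3-fold higher, at 3.03 ± 0.235 CPM (SD, n = 4) against 0 counts in control limbs (FDR = 0.0238). LFG1 (TR5681 c7_g1_i1) was at 44.1 ± 6.63 CPM (SD, n = 4) in control limbs and 16.3 ± 1.27 CPM (SD, n = 4) in repeatedly amputated limbs, a log2 fold change of -1.43 (SE 0.131, FDR = 0.0282). For 3 of the 4 the assembly holds another transcript of the same component, a comparison chosen after the values were seen. The one beside TKTL2 (TR24446 c0_g2_i1) rose from 175 ± 32.8 to 368 ± 39.2 CPM (SD, n = 4 each), and the groups overlapped in the sum of both, at 314 ± 29.9 and 368 ± 39.2 CPM (SD, n = 4 each). The one beside LFG1, an isoform of the same assembled gene that Supplementary Table 1 lists as higher (TR5681 c7_g1_i2), rose from 0.847 ± 0.993 to 15.9 ± 2.96 CPM (SD, n = 4 each), and for counts summed over this gene the log2 fold change was -0.48 (SE 0.113, FDR = 0.247), at 45.0 ± 5.73 and 32.3 ± 1.99 CPM (SD, n = 4 each) without overlap. Summed with TR16168 c0_g2_i1, GPM6B was at 3.52 ± 1.01 and 5.66 ± 2.49 CPM (SD, n = 4 each), with overlap. When each library was left out in turn, TKTL2 kept an FDR under 0.05 in all 8 fits. For the other three the largest FDR over these fits was 0.124 (TRI27), 0.121 (GPM6B) and 0.163 (LFG1). The number of calls depended most on the test. DESeq2's Wald test made 768 calls on the same transcripts and edgeR's exact test made 374. Both also called transcripts in simulated counts where none was changed, 40 and 34, while the quasi-likelihood test called 0. The exact test with tagwise dispersions and a minimum of 10 summed counts, a setting chosen after the data were seen, made 1015.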

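Over all tested transcripts the median log2 fold change between repeatedly amputated and control limbs was -0.0066. Of the 3648 transcripts at an unadjusted p under 0.05, 2118 (58.1%) were upregulated in repeatedly amputated limbs. This share moved with the processing. With another scaling of the libraries alone it was 59.1% (DESeq2's size factors) or 51.0% (upper-quartile normalization). Under TMM it was 60.6% with edgeR's exact test and 63.0% with a filter of at least 10 summed counts. When limma was run on log2(FPKM + 1), which changes the test and the values together, it was 42.2%. Among transcripts with FDR under 0.05, 280 of 374 (74.9%) were upregulated by edgeR's exact test and 571 of 768 (74.3%) by DESeq2's Wald test.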

Of note, we observed that far more transcripts were aberrantly upregulated (724 transcripts) than downregulated (188 transcripts) in the compromised limbs vs. the controls. We surmised that upregulation of a given transcript may reflect an expression pattern that is antagonistic to regeneration, while downregulation of a given transcript might reflect failure to adequately activate transcripts necessary to initiate regeneration (Fig. 4a). Given that nearly 80% of the transcripts in our dataset were upregulated in limbs that had been previously amputated five times, it is possible that the emergence of regenerative roadblocks could be the major driving force behind the regenerative decline of repeatedly challenged limbs.

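Of the 912 entries that the paper gives in Supplementary Table 1, 892 corresponded to exactly 1 deposited transcript. For 449 of these (50.3%), the FPKM values of the 4 control limbs did not overlap those of the 4 repeatedly amputated limbs, while the remaining 443 overlapped. Chance alone leaves 2.86% of transcripts without overlap, but the entries were selected on these libraries. For 62 entries, more than 70% of the summed FPKM of the higher group came from 1 library, most often Control3 or MR5 (19 entries each). By protein name, 170 of the upregulated entries belong to the contractile apparatus, the sarcomere or excitation-contraction coupling of muscle. The paper reads the excess of upregulated transcripts as a possible sign of antagonistic expression.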

**Fig. 4:**
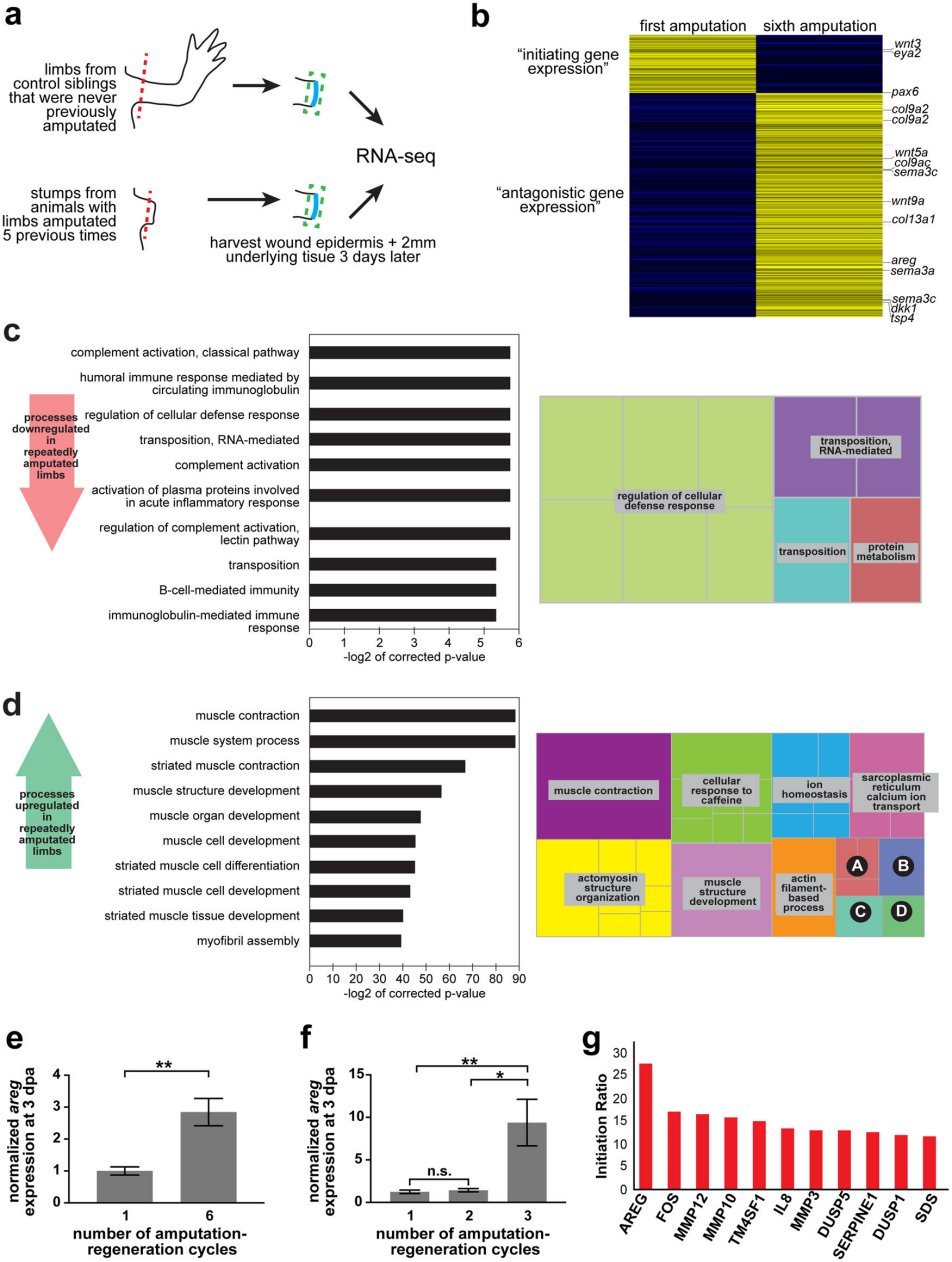
Transcriptomic analyses suggest an antagonistic expression pattern for *amphiregulin*. Failed regenerates that had undergone 5 amputations and sibling control limbs that had never been injured were amputated proximally and harvested at 3 days post-amputation. **a** Overview of RNA-sequencing strategy. **b** Heatmap showing the results of *k*-means clustering (*k* = 2) of significantly differentially expressed genes between repeatedly amputated limbs and control limbs. Several genes with known roles in regenerative processes are shown. **c** Gene Ontology analyses of genes that are downregulated in the repeated amputation condition. Panel on the left shows the top 10 most significantly enriched Biological Processes. Panel on the right is a treemap of all significantly enriched Biological Processes. **d** Gene Ontology analyses of genes that are upregulated in the repeated amputation condition. Panel on the left shows the top 10 most significantly enriched Biological Processes. Panel on the right is a treemap of all significantly enriched Biological Processes. “A”: forward locomotion; “B”: multicellular organismal process; “C”: directional locomotion; “D”: developmental process. A full list of significantly enriched Biological Processes can be found in Supplementary Table 2. **e** qRT-PCR showing normalized *areg* expression at 3 dpa in normally-regenerating control limbs (first amputation) and in limbs compromised by repeat amputation (sixth amputation). Error bars are SEM. *N* = 8 limbs per condition. Asterisks (**) denotes *p* < 0.01. **f** qRT-PCR showing normalized *areg* expression at 3 dpa in normally-regenerating control limbs (first amputation) and in limbs amputated twice and thrice. Error bars are SEM. *N* = 4-5 limbs per condition. Asterisks (**) denotes *p* < 0.01; Asterisk (*) denotes *p* < 0.05; n.s. denotes not significant. **g** Plot showing the 11 genes with the highest initiation ratio (ratio of early expression to late expression). Expression data for panel **g** were obtained from [32]

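Genes that the paper names as differentially expressed correspond to 19 transcripts, of which 14 had enough counts to be tested. None of the 14 had an FDR under 0.05 over all tested transcripts, with values between 0.161 and 0.358. All 14 had an unadjusted p under 0.05 and changed in the direction of Supplementary Table 1. Adjusted over the list alone, 14 were under 0.05, but the study chose these genes on the same libraries, so this is not independent evidence. Under 0.05 after adjustment were 12 with edgeR's exact test and 11 with DESeq2's Wald test. Of the genes labelled in Fig. 4b, *wnt5a* (TR21646 c2_g1_i1) was at 1.02 ± 0.223 CPM (SD, n = 4) in control limbs and 3.72 ± 1.23 CPM (SD, n = 4) in repeatedly amputated limbs, a log2 fold change of 1.86 (SE 0.317, FDR = 0.200). Transcripts of *sema3c* were assembled as TR27786 c1_g1_i1 and TR27786 c3_g1_i1, with log2 fold changes of 2.15 (SE 0.295, FDR = 0.161) and 2.27 (SE 0.360, FDR = 0.172). For *wnt9a* (TR12368 c1_g1_i1) the log2 fold change was 1.85 (SE 0.409, FDR = 0.281). At each of these 4 transcripts every repeatedly amputated limb lay above every control limb (exact permutation test, p = 0.0286). *Pax6* (TR3056 c0_g1_i2) had 0, 80, 50 and 1083 counts in Control1, Control3, Control4 and Control6, and 0, 4, 1 and 14 counts in MR14, MR2, MR5 and MR6. Its log2 fold change of -5.91 (SE 2.00, FDR = 0.358) was -3.00 without Control6, which held 90.0% of the CPM of its group, and the groups overlapped. *Wnt3* (TR6255 c0_g1_i1) had too few counts to be tested. It had 3, 4, 4 and 18 counts in the control limbs, the highest again in Control6, and 1 count over all repeatedly amputated limbs, at least 2.25-fold lower, or at least 1.08-fold without Control6.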

Among the differentially expressed genes, we found several genes with known functional roles in regeneration in either other systems or in axolotl. Among genes downregulated in the repeatedly amputated limbs, we identified *eyes absent homolog 2* (*eya2*), upregulated during lens regeneration in young axolotls^28^ and required for eye regeneration in planaria.^29^ 

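*Eya2* (TR27565 c0_g1_i1) stood at 13.3 ± 10.1 CPM (SD, n = 4) in control limbs and 3.34 ± 1.17 CPM (SD, n = 4) in repeatedly amputated limbs. Its log2 fold change was -1.99 (SE 0.506, FDR = 0.285). Every control limb lay above every repeatedly amputated limb (exact permutation test, p = 0.0286). Control6, at 28.4 CPM, held 53.3% of the CPM of the control group, and without it the log2 fold change was -1.31, still without overlap. The difference passed an adjusted p of 0.05 with edgeR's exact test (FDR = 0.0290) and with DESeq2's Wald test (adjusted p = 0.00647). Over all alternatives, libraries left out included, the adjusted p ran up to 0.564.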

The genes upregulated in repeatedly amputated limbs included several types of collagen (*col2a1*, *col9a1*, *col9a2*, *col9a3*, and *col23a1*), *Dickkopf-related protein 1* (*dkk1*), *thrombospondin 4* (*thbs4*), and *semaphorin-3a* (*sema3a*). 

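For *col2a1* (TR29959 c0_g1_i1) expression was 1.26 ± 0.300 CPM (SD, n = 4) in control limbs and 24.0 ± 31.0 CPM (SD, n = 4) in repeatedly amputated limbs, a log2 fold change of 4.24 (SE 0.897, FDR = 0.281). MR5 alone held 73.4% of the CPM of its group, and without it the log2 fold change was 2.75. *Col9a1* (TR28962 c0_g1_i1) had a log2 fold change of 6.18 (SE 1.29, FDR = 0.281), or 4.17 without MR5, over 1 to 5 counts in each control limb. *Col9a3* (TR28801 c0_g1_i1) was at least 45.7-fold higher (FDR = 0.281), or at least 10.6-fold without MR5. *Col9a2* was assembled as TR112 c0_g1_i1 and TR112 c0_g2_i1, both under the filter on low counts. The former was at least 32.6-fold higher, or at least 6.99-fold without MR5, and the latter had 2 to 4 counts in control limbs and 29, 27, 253 and 10 in repeatedly amputated limbs. At these 5 collagen transcripts the groups did not overlap in CPM (exact permutation test, p = 0.0286). The entry for *col23a1* in Supplementary Table 1 matches both TR22247 c0_g2_i1 and TR29769 c10_g1_i1. The former had 57, 18, 79 and 0 counts in MR14, MR2, MR5 and MR6 and 0 in all control limbs, at least 14.6-fold higher, or at least 9.53-fold without MR5, and the latter had 4 counts in all. *Dkk1* (TR13348 c0_g1_i1) was at 0.882 ± 0.273 CPM (SD, n = 4) in control limbs and 3.54 ± 2.27 CPM (SD, n = 4) in repeatedly amputated limbs, a log2 fold change of 1.99 (SE 0.489, FDR = 0.281). *Sema3a* (TR16445 c1_g2_i1) was at 7.36 ± 2.19 CPM (SD, n = 4) and 24.5 ± 12.1 CPM (SD, n = 4), a log2 fold change of 1.73 (SE 0.395, FDR = 0.281), and both of these genes were without overlap. *Thbs4* (TR25133 c0_g1_i1) had a log2 fold change of 2.34 (SE 0.659, FDR = 0.317) with overlapping groups (exact permutation test, p = 0.0571). Under edgeR's exact test, *col2a1*, *col9a1*, *col9a3*, *dkk1* and *sema3a* had an FDR under 0.05 while *thbs4* did not (FDR = 0.0529), and DESeq2's Wald test gave *thbs4* an adjusted p of 0.0143. Over all alternatives, libraries left out included, the adjusted p of *thbs4* ran up to 0.605.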

*Dkk1*, a Wnt-signaling inhibitor, and *thbs4* have separately been shown to antagonize axolotl limb regeneration,^30,31^ while *sema3aa*, has been shown to inhibit zebrafish heart regeneration.^32^ Intriguingly, we observed that both *connective tissue growth factor* (*ctgf*) and *amphiregulin* (*areg*), which have been both shown sufficient to cause fibrosis in mammalian contexts, were aberrantly upregulated in the limbs challenged by repeated amputation.^33–38^

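*Ctgf* (TR1012 c0_g1_i1) was at 24.5 ± 6.91 CPM (SD, n = 4) in control limbs and 112 ± 74.1 CPM (SD, n = 4) in repeatedly amputated limbs, a log2 fold change of 2.19 (SE 0.451, FDR = 0.277). *Areg* (TR17695 c2_g1_i1) was at 5.42 ± 1.61 CPM (SD, n = 4) and 24.7 ± 14.7 CPM (SD, n = 4), a log2 fold change of 2.19 (SE 0.485, FDR = 0.281). For both genes every repeatedly amputated limb lay above every control limb (exact permutation test, p = 0.0286 each). Leaving out MR5 lowered the log2 fold change most, to 1.62 for *ctgf* and 1.76 for *areg*. For *areg* the expected counts were 99, 138, 59 and 99 in the control limbs and 127, 393, 699 and 392 in MR14, MR2, MR5 and MR6. The call changed with the test. In simulated counts with no transcript changed, edgeR's exact test made 34 calls, DESeq2's Wald test 40 and the quasi-likelihood test 0. The FDR of *areg* was 0.00569 with edgeR's exact test and 0.000686 with DESeq2's Wald test, and its adjusted p ran up to 0.553 over the alternatives, libraries left out included. For *ctgf* these values were 0.00146, 9.84e-05 and 0.491.

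**Figure D1:**
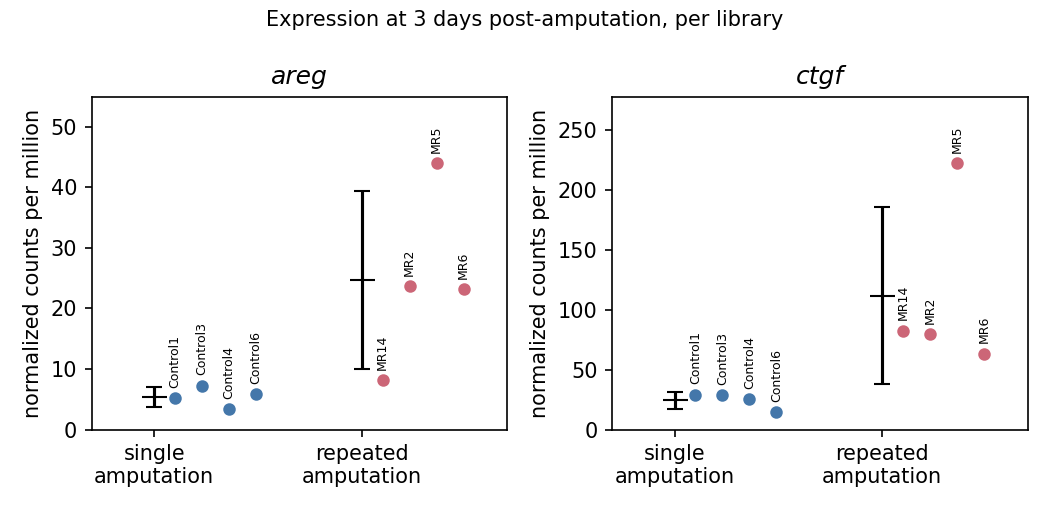
Expression of *areg* (left) and *ctgf* (right) in TMM-normalized CPM, one point per library, in control limbs (single amputation) and repeatedly amputated limbs. Bars show the mean and SD of 4 libraries, and all repeatedly amputated limbs lie above all control limbs, with MR5 the highest at both genes.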

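Among transcripts lower in repeatedly amputated limbs, Supplementary Table 1 has 9 entries named for immunoglobulins, the polymeric immunoglobulin receptor or the complement activator mannose-binding lectin. Together these held 779 ± 173 CPM of the summed counts (SD, n = 4) in control limbs and 220 ± 62.6 (SD, n = 4) in repeatedly amputated limbs. On the log2 scale the mean share fell by 1.84, with no overlap between the groups (exact two-sided permutation test, p = 0.0286, or 0.0429 after Benjamini-Hochberg adjustment over 6 lists). Over the 8 of them with enough counts to be tested, the median log2 fold change was -2.64, and all 8 were lower. None had an FDR under 0.05 in edgeR's quasi-likelihood test over all transcripts, while all 8 had an unadjusted p under 0.05 and 8 were under 0.05 adjusted over the list alone. With edgeR's exact test 6 of them had an FDR under 0.05. These entries were picked by the study on the same libraries, so none of this is independent evidence. Gene Ontology enrichment was not recomputed.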

We also performed Gene Ontology (GO) analyses on our RNA-seq data and found significant enrichment (FDR < 0.05) for GO terms such as “complement activation” and “regulation of cellular defense response” in the set of genes that are downregulated in repeatedly amputated limbs (Fig. 4c, Supplementary Table 2). Such enrichment may reflect a dampened immune response in repeatedly amputated limbs. 

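The 170 muscle entries of Supplementary Table 1 correspond to 169 transcripts, among them titin, nebulin, troponins and several myosin heavy chains whose shared fragments RSEM divides. Together these transcripts held 619 ± 665 CPM of the summed counts (SD, n = 4) in control limbs and 8156 ± 7273 (SD, n = 4) in repeatedly amputated limbs. The values were 199.8, 447, 1602 and 226 in Control1, Control3, Control4 and Control6, and 12066, 3379, 16342 and 836 in MR14, MR2, MR5 and MR6. MR6 therefore lay below Control4, and the groups overlapped. The mean log2 share was higher by 3.52 in repeatedly amputated limbs, a difference that the spread between libraries does not clearly exceed (exact two-sided permutation test, p = 0.0571, or 0.0686 adjusted over the 6 lists). Among the 85 tested muscle transcripts the median log2 fold change was 4.12 and all 85 were higher. None had an FDR under 0.05 in the quasi-likelihood test, all 85 had an unadjusted p under 0.05, and 85 were under 0.05 adjusted over the list alone, which the study drew from these libraries. With edgeR's exact test 15 had an FDR under 0.05.

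**Figure D2:**
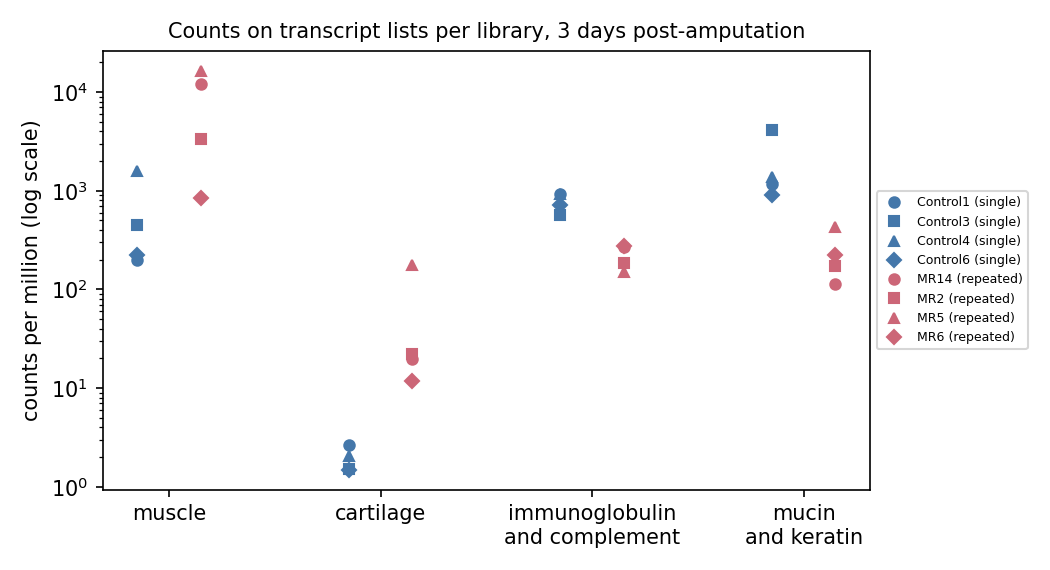
CPM of the summed counts (log axis) on the muscle, cartilage, immunoglobulin and complement, and mucin and keratin entries of Supplementary Table 1, one symbol per library, for control limbs (single, left of each pair) and repeatedly amputated limbs (repeated, right). Muscle counts span 199.8 to 1602 in control limbs and 836 to 16342 in repeatedly amputated limbs, while the other three lists are without overlap.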

GO terms such as “muscle contraction”, “actomyosin structure organization”, and “muscle structure development” were significantly enriched (FDR < 0.05) for genes that were upregulated in our dataset (Fig. 4d, Supplementary Table 2). It is possible that this may reflect an impaired ability of repeatedly amputated limbs to break down muscle during limb regeneration. Similarly, the “cellular response to caffeine” GO term was enriched in our upregulated set of transcripts, suggesting that related pathways could promote regenerative decline (Fig. 4d, Supplementary Table 2). Indeed, previous studies have shown that caffeine can interfere with wound healing, lending support to this hypothesis.^39^

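The paper does not list the transcripts behind each term. Caffeine opens ryanodine receptors, the calcium release channels of muscle, and Supplementary Table 1 has 12 entries named for them, 6 for RYR1 and 6 for RYR3, all among the muscle entries. Their transcripts together held 0.976, 1.69, 7.02 and 0.537 CPM of the summed counts in Control1, Control3, Control4 and Control6. In MR14, MR2, MR5 and MR6 they held 59.9, 25.4, 98.9 and 2.61 CPM. The difference of 3.99 in mean log2 share did not separate the groups, since MR6 lay below Control4 (exact two-sided permutation test, p = 0.0571). An entry printed as RYP3 belongs to the assembly cluster of the RYR3 entries (TR17032) and is not among the 12, and with it the difference was 3.87 (exact two-sided permutation test, p = 0.0571). Only 3 of the 12 transcripts had enough counts to be tested, with log2 fold changes from 4.16 to 4.40 and a smallest FDR of 0.281.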

Motivated by our ability to uncover known gene expression patterns that impair regeneration using failed regenerates, we asked whether we could use our dataset to identify a previously unknown gene expression relationship that could limit limb regeneration. We further sought to identify relationships that could antagonize limb regeneration during its initial stages (i.e., wound healing). To this end, we chose to focus our attention on the *amphiregulin* (*areg*) gene. We performed two separate qRT-PCR experiments (Fig. 4e, f). We first validated that *areg* expression is significantly higher at 3 dpa in limbs having undergone a sixth amputation vs. a first amputation (2.84-fold upregulated, *p* < 0.05, eight biological replicates per group, Fig. 4e). We separately derived a cohort of size/age-matched animals and compared *areg* expression at 3 dpa following one, two, or three amputation-regeneration cycles (Fig. 4f, 4-5 biological replicates per group). We found no significant difference in *areg* expression between one and two amputation-regeneration events, but a significant increase in *areg* expression between three and one events, as well as between three and two (*7.5-fold higher in third* vs*. first, p < 0.01, one-way ANOVA with Bonferroni post-hoc correction; 6.5-fold in third* vs. *second, p < 0.05, one-way ANOVA with Bonferroni post-hoc correction)*. Notably, the upregulation in *areg* expression upon the third amputation-regeneration event parallels the timeline for when limb loss is first observed in our original experiment (in a fraction of the population, between the second and third amputation-regeneration events). We also took advantage of a previously-published RNA-seq time course of axolotl limb regeneration,^40^ and we confirmed that in this independent study, *areg* expression was enriched early in limb regeneration. This expression was markedly higher than that of any other gene at that time in this pre-existing dataset (Fig. 4g, Supplementary Fig. 3). Together, these data show that *areg* expression is higher in limbs that have undergone repeated amputation and they suggest that aberrantly high *areg* expression could disrupt axolotl limb regeneration by antagonizing its progression past the earliest stages of the regenerative program.

### The expression of *amphiregulin* is restricted to the early wound epithelium during axolotl limb regeneration

Amphiregulin is a member of the epidermal growth factor (EGF) family that has been shown to play a role in a wide range of biological processes, including liver and intestinal epithelium regeneration, psoriasis, and liver fibrosis.^36,41–44^ In mammals, *amphiregulin* is expressed at low levels in the epidermis, rapidly induced following injury to the skin, and upregulated in pathological skin conditions such as psoriasis.^44,45^ Moreover, transgenic expression of human *areg* in the basal or suprabasal epidermal regions of mice results in hyperproliferation of the epidermis and a psoriatic-like skin condition.^46^ Collectively, these data suggest that *areg* plays a functional role in integumentary homeostasis.

Analysis of *areg* expression by in situ hybridization revealed that it is rapidly induced in the wound epithelium within the first few hours of limb regeneration (Fig. 5a, b). Sections treated with control (sense) *areg* in situ probe did not show any staining in the wound epithelium (Fig. 5c). While *areg* expression could still be observed at 12 h post-amputation (Fig. 5d), its expression becomes virtually undetectable by 3 days post-amputation and was not observed in the wound epidermis of medium bud stage blastema (Fig. 5e, f). Notably, *amphiregulin* expression appeared to be enriched in the leading edge of the wound epidermis at 3 h post-amputation (Fig. 5a, b), suggesting that it may play a role in wound closure following amputation. Interestingly, *amphiregulin*’s rapid induction in axolotl wound epidermis is reminiscent of its quick induction in injured mammalian skin, suggesting that it may play a conserved role in epithelial biology. To address whether *areg* expression in the epidermis is specific to wound epidermis forming across amputated limbs or if it might be a more general hallmark of skin wound healing, we performed skin punch biopsies. By RNA in situ hybridization, we observed robust staining for *areg* transcript in epidermis, at the edges of the healing skin wound (Fig. 5g, h).

**Fig. 5:**
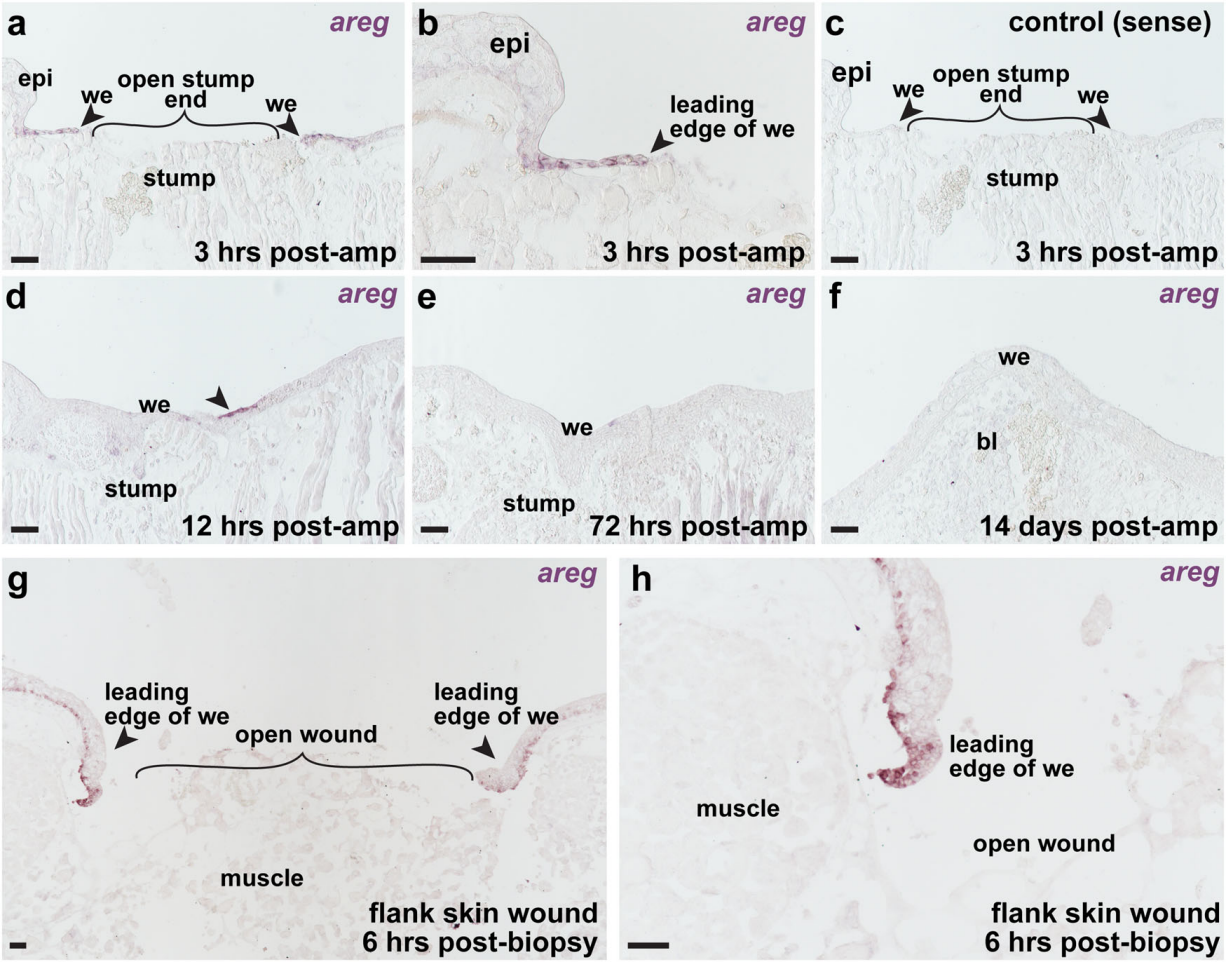
*Amphiregulin* is expressed during the wound healing stage of limb regeneration. In situ hybridization analyses of *areg* expression in wild-type juvenile axolotls; **a**–**f** are regenerating limb samples; **g**–**h** are flank skin wound samples. **a** Expression of *areg* at 3 h post-amputation. Arrowheads indicate expression of *areg* in the leading edge of the wound epidermis. *Epi* epidermis. **b** Higher magnification view of panel a. **c** Section stained with sense control probe at 3 h post-amputation. **d** Expression of *amphiregulin* at 12 h post-amputation. Arrowheads indicate expression of *areg* in the wound epidermis (we). **e** Tissue section stained with *areg* anti-sense in situ probe at 72 h post-amputation. **f** Tissue section stained with *areg* anti-sense in situ probe at 14 days post-amputation (medium bud blastema). **g** In situ hybridization showing *areg* expression in leading edge of wound epidermis at 6 h post-biopsy. **h** Higher magnification view of panel **g**. *We* wound epidermis, *bl* blastema. Images are representative of four biological replicates per time point. Scale bars are 100 µm

We also assessed *amphiregulin*’s expression in the stumpy limbs of repeatedly amputated limbs (several months after regenerative failure) and found that several stump specimens expressed *areg* in the epidermis whereas *areg* expression appeared to be absent in the epidermis of intact control limbs (Supplementary Fig. 4a, d). Furthermore, we amputated limbs that failed to regenerate after prior injury and examined *areg* expression at 12 h post-amputation and 3 days post-amputation via in situ hybridization and found that *areg* appeared to be expressed by similar cell populations in amputated stump and control limbs (Supplementary Fig. 4c, f). Thus, within the limits of in situ hybridization, we conclude that *areg* is not ectopically expressed by a different population of cells following amputation of failed regenerates; rather, its upregulation may reflect an increase in production by epidermal cells.

### Persistently high *amphiregulin* expression impairs axolotl limb regeneration

Our earlier transcriptional analyses suggested that persistent expression of *areg* could antagonize limb regeneration and disrupt its ability to progress to later stages in the regenerative cycle. To test this hypothesis, we overexpressed *amphiregulin* in the intact limbs of juvenile axolotls via the electroporation of a plasmid encoding the axolotl AREG protein driven by a constitutive promoter (pCAG-*areg*); to monitor electroporation efficiency, we co-delivered a similar plasmid encoding enhanced GFP (pCAG-*egfp*) (Fig. 6a, Supplementary Fig. 5). Control limbs were electroporated with only pCAG-*egfp* (Fig. 6a, Supplementary Fig. 5). We confirmed the expression of AREG protein specifically in limbs electroporated with pCAG-*areg* using antibodies against AREG (Supplementary Fig. 5). After allowing the animals to recover for 5 days, we amputated the limbs and monitored blastema formation and development, as well as overall regenerative fidelity (Fig. 6a).

**Fig. 6:**
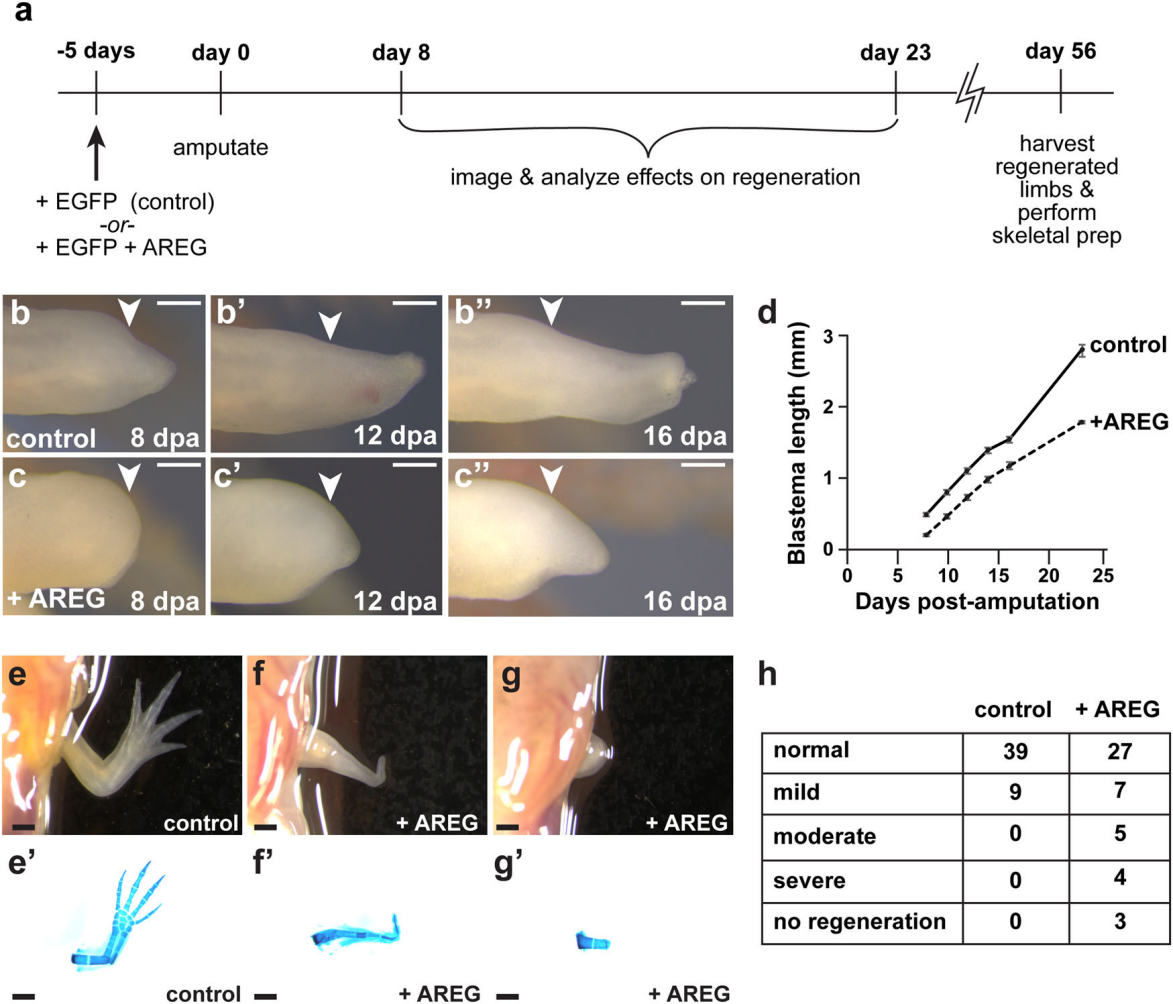
Overexpression of *amphiregulin* disrupts limb regeneration. Axolotl limbs with no prior injuries were electroporated with either plasmid encoding GFP (control) or plasmids encoding GFP plus AREG. **a** Overview of experimental strategy. **b-b**”) Representative images of EGFP control limbs from 8 to 16 days post-amputation (dpa). Arrowheads denote amputation planes. **c-c**”) Representative images of *areg* mis-expressing limbs from 8 to 16 days post-amputation (dpa). Arrowheads denote amputation planes. **d** Quantification of blastema lengths in **b**–**b**” and **c**–**c**”. *N* = 24 animals for control and *N* = 23 animals for *areg* overexpression. **e-g** Representative images of control limbs and limbs exhibiting severe regenerative defects or no regeneration beyond the stylopodium following *areg* overexpression. **e**’–**g**’) Representative skeletal preparations of control limbs and limbs exhibiting severe regenerative defects or no regeneration beyond the stylopodium following *areg* overexpression. **h** Quantification of defects after control *egfp* and *areg* overexpression. The two groups exhibit significantly different morphologies (*p* < 0.01, Fisher’s exact test). *N* = 48 limbs for control and *N* = 46 limbs for *areg* overexpression

We observed that overexpression of *amphiregulin* in axolotl limbs delayed regeneration and progression to the blastema stage (Fig. 6b, c”). At 8 dpa, 100% of control limbs showed clear signs of blastema formation (*n* = 48 limbs). However, only 67% of *areg*-overexpressing limbs (*n* = 31/46 limbs), a significantly smaller fraction (*p *< 0.001, Fisher’s exact test), were able to form a blastema by 8 dpa. Furthermore, we quantified blastema lengths from 8 dpa to 23 dpa and found that *areg*-overexpressing limbs had shorter blastema (>2-fold smaller at 8 dpa) at every time point relative to controls (*p* < 0.001; *n* = 24 control animals, *n* = 23 animals with *areg*-overexpressing limbs) (Fig. 6d).

In addition to delayed regeneration, several limbs that overexpressed *areg* exhibited abnormal regenerative outcomes ranging from complete or near-complete regenerative failure to the loss of several major skeletal elements at the end of the regenerative cycle (~8 weeks post-amputation) (Fig. 6e–g’). Next, we quantified the number of regenerated limbs from each group that exhibited normal skeletal morphology, mild skeletal defects (e.g., digit truncation, carpal fusions, digit outgrowths, etc.), or severe defects (e.g., complete failure to regenerate, loss of major skeletal elements such as radius/ulna and whole digits, etc.) (Supplementary Table 3). We found that *areg* overexpression led to significantly poorer regenerative outcomes relative to controls (Fig. 6h, *p* < 0.01). Thus, our data indicate that *areg* dysregulation antagonizes the ability of axolotl limbs to progress past the early stages of limb regeneration.

### *Amphiregulin* mis-expression promotes abnormal epithelial thickening and impairs internal proliferation during limb regeneration

After 5 days post-electroporation, we noticed that the stylopodium of limbs that overexpressed *areg* were considerably larger than their control counterparts (Supplementary Fig. 5). We quantified the stylopodial width of electroporated limbs and found that they were significantly thicker in limbs that overexpressed *areg*. This finding held true even when normalized to their non-treated hindlimb stylopodium (Supplementary Fig. 5). When investigated further, histological examination of intact limbs that overexpress *amphiregulin* revealed that they had significantly thicker epidermis than control limbs (Fig. 7a *p* < 0.05, *n* = 5 limbs per condition, Supplementary Fig. 6a, b), which is consistent with previous studies showing that *areg* promotes epidermal growth in mammals.^44,46–49^ Furthermore, the observed enlargement of limbs that misexpress *areg* appeared to be primarily due to epidermal thickening (Supplementary Fig. 6a–d). The internal portion of *areg*-misexpressing limbs was not significantly thicker than their control counterparts while their total epithelial thickness (sum of both epithelial layers in longitudinal section) was more than 3 times that of control limbs (Supplementary Fig. 6c, d).

**Fig. 7:**
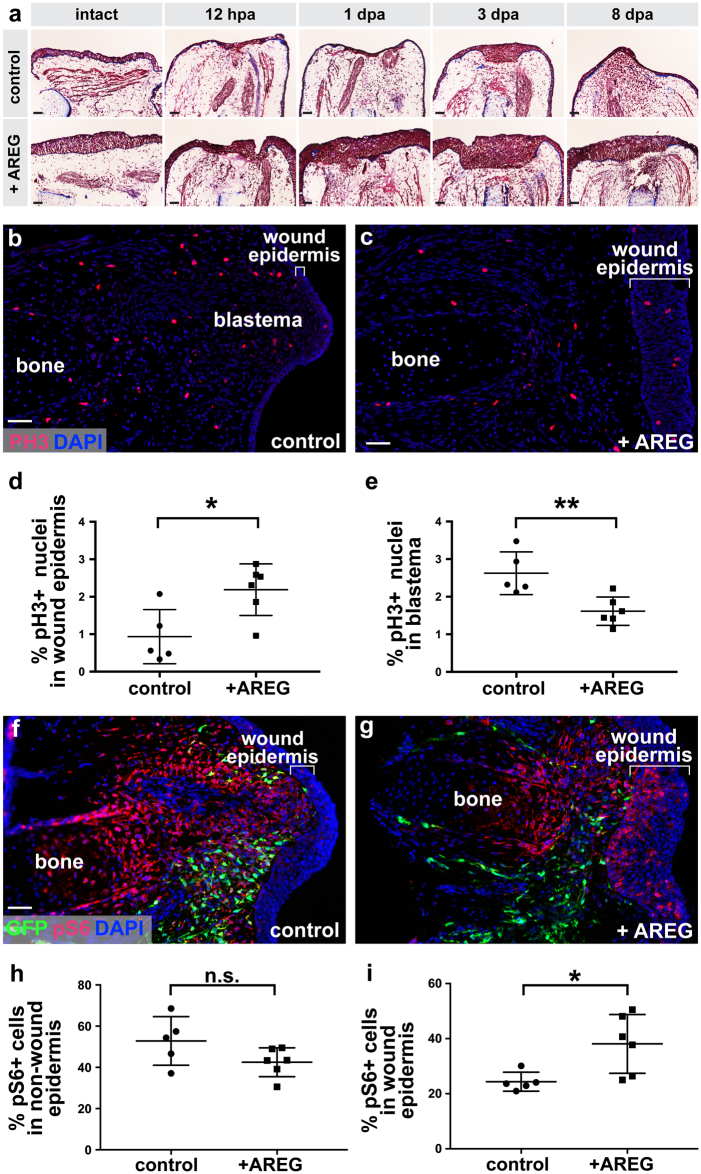
Overexpression of *amphiregulin* results in abnormally thick wound epidermis, alterations in cellular proliferation, and increased mTOR signaling in the wound epidermis during limb regeneration. Axolotl limbs with no prior injuries were electroporated with either plasmid encoding GFP or plasmids encoding GFP and AREG. **a** Multi-timepoint Masson’s trichrome staining of tissue sections from *egfp* control or *areg* overexpressing limbs. For 0 dpa, 12 hpa, 1 dpa, and 3 dpa, *N* = 5 limbs per group per timepoint. For 8 dpa, *N* = 5 limbs for control and *N* = 6 limbs for *areg* overexpression. **b** Representative immunofluorescent staining of phospho-Histone H3 (pH3) on tissue sections from *egfp* control limbs at 8 dpa. **c** Representative immunofluorescent staining of phospho-Histone H3 (pH3) on tissue sections from *areg* overexpressing limbs at 8 dpa. **d** Quantification of the percentage of pH3-positive nuclei in the wound epidermis. Asterisk (*) indicates *p* < 0.05. *N* = 5 limbs for control, and *N* = 6 limbs for *areg* overexpression. **e** Quantification of the percentage of pH3-positive nuclei in non-wound epidermal tissues. **f** Representative immunofluorescent staining of phospho-rpS6 (pS6) on tissue sections from *egfp* control limbs at 8 dpa. **g** Representative immunofluorescent staining of pS6 on tissue sections from *areg* overexpressing limbs at 8 dpa. **h** Quantification of the percentage of pS6 positive cells in non-wound epidermal tissues. *n.s.* not significant. *N* = 5 limbs for control, and *N* = 6 limbs for *areg* overexpression. **i** Quantification of the percentage of pS6 positive cells in the wound epidermis. Asterisk (*) indicates *p* < 0.05. *N* = 5 limbs for control, and *N* = 6 limbs for *areg* overexpression. Scale bars are 100 µm

Upon amputation, limbs that misexpressed *areg* formed a wound epithelium that was thicker than that of their control counterparts at several stages of regeneration, including the blastema stage (~8 dpa, Fig. 7a, *p* < 0.001). These data suggest that formation of an abnormal wound epithelium could be one contributing factor to the regenerative defects that we observed in limbs that overexpress *areg*. We considered whether the thickened wound epidermis in *areg*-overexpressing limbs might not be molecularly similar to normal, functional wound epidermis. To test this possibility, we stained *areg*-overexpressing limbs at 8 dpa with the most widely-used wound epidermis marker in salamanders, WE3.^50^ We found that wound epidermis in *areg*-overexpressing limbs is still reactive to this antibody (Supplmentary Fig. 7), indicating that by this measure, the nature of the wound epidermis may be similar to normal wound epidermis despite being thickened.

We observed that the wound epidermis of *amphiregulin* mis-expressing limbs had significantly more cells than the wound epidermis of control limbs (~1.6 fold more nuclei at 8 dpa, *p* < 0.01, Fig. 7b, c, f, g). These data suggested that increased proliferation of wound epidermal cells may be a major factor in the epidermal thickening that we observed. To test this, we performed proliferative studies on limbs that mis-expressed *areg* using the mitosis marker phospho-Histone H3 (ser10) (pH3). We observed an increase in the percentage of pH3 + nuclei in the wound epidermis of limbs treated with *areg* (Fig. 7b–d, *p* < 0.05), which is consistent with our observation that these limbs have thickened wound epidermis and more wound epidermal cells. In contrast, we found that the non-wound epidermal tissues of *areg*-treated limbs had a significantly lower percentage of pH3 + nuclei relative to controls (Fig. 7b, c, e, *p* < 0.01). Interestingly, we did not detect a significant difference in the percentage of pH3 + nuclei in internal and epidermal tissues in intact limbs that misexpress *areg* (Supplementary Fig. 6e, f), suggesting that *areg* misexpression may have distinct biological effects in regenerative and homeostatic contexts. Together, these data suggest that the formation of an abnormal wound epidermis and diminished proliferative capacity of non-wound epidermal tissues may contribute to the antagonistic effects of *areg* mis-expression on limb regeneration.

### *Amphiregulin* mis-expression increases mTOR signaling in the wound epidermis

We next aimed to identify potential downstream effectors that could be mediating the antagonistic effects of *areg* on limb regeneration. Mammalian Amphiregulin is known to bind the EGF Receptor (EGFR).^51^ A recent study in axolotls has shown that pharmacological inhibition of EGFR can lead to soft tissue regression at the amputation site; this effect is accompanied by a decrease in proliferative epidermal cells compared to controls.^52^ Thus, some aspects of blocking EGFR in limb regeneration are opposite of what we observe when we misexpress a putative activating ligand. It is therefore possible that EGFR may transduce the effect of Amphiregulin misexpression. However, many mediator pathways operate downstream of EGFR activation to elicit a variety of biological effects. We sought to investigate what intracellular mediator system might transduce the Amphiregulin signal in our experiment. Previous studies have shown that EGFR signaling can activate the mTOR pathway, and hyperactivation of PI3K/mTOR signaling has been shown to promote accelerated epithelial wound healing.^53,54^ Given the distinct effects of *amphiregulin* on the wound epidermis in limb regeneration, we focused our attention on the mTOR signaling pathway.

Phosphorylated ribosomal protein S6 (pS6) is a well-studied readout of active mTOR signaling.^55^ To determine whether *areg* mis-expression leads to perturbed mTOR signaling during limb regeneration, we examined the presence of pS6 in regenerating limbs. We found that mis-expression of *amphiregulin* did not result in a significant change in the percentage of non-wound epidermal cells that had active mTOR signaling (pS6 positive at 8 dpa) (Fig. 7f–h). In contrast, we observed a significant increase in mTOR signaling in the wound epidermis (Fig. 7i), suggesting that mTOR signaling may mediate the downstream effects of *amphiregulin* overexpression on the wound epidermis during limb regeneration.

## Discussion

The lack of regenerative capabilities in adult mammals underscores the importance of understanding how highly-regenerative organisms such as axolotls replace lost appendages. One effective approach to tackling this problem is by pushing regenerative programs in organisms such as axolotls to a non-regenerative state and identifying factors that may be related/altered in nonregenerative species. Gaining a greater understanding of the regenerative limitations of axolotls may provide insights critical for uncovering regenerative limitations in mammals.

Here, we probed the limits of axolotl limb regeneration by challenging them with repeated amputation. We observed both a decline in regenerative fidelity as well as ability to regenerate beyond the plane of amputation (Fig. 1). These findings suggest that there is indeed a limit to the ability of axolotl limbs to continue to regenerate with near perfection. Furthermore, our studies with repeated, serially distal amputations suggest that the decline may be due in part to recurrently injuring the same tissue instead of globally exhausting the regenerative cycle (Fig. 2). One longstanding hypothesis in the field of regenerative biology is that there is a “tug of war” between the scarring process and regenerative process, and humans may possess limited capabilities because the molecular programs that drive the former process win this competition following injury.^56,57^ In support of this, we found evidence of extensive collagen deposition in limbs that failed to regenerate after repeated amputation (Fig. 3, Supplementary Fig. 2). It is possible that the accumulation of fibrotic tissue could play a role in the failure of axolotl limbs to regenerate when subjected to repeated amputation, but future studies are needed to fully test this hypothesis. Future studies examining the consequences of repeated amputation in the completely adult context, starting when the animals are fully mature (~1 year old), may provide fruitful avenues for discovering additional limitations to the regeneration program. Another question worth exploring is whether any possible “recharging” effect following very lengthy periods between regeneration and re-amputation might allow for the program to recover. This will be an important future experiment that could reveal different outcomes from our existing findings. Our existing findings have proven fruitful for discovering molecular constraints on limb regeneration. However, if axolotls can engage in perfect repeated regeneration if they are given extended recovery times, contrasting that finding with our data could be important for understanding limitations. The opposite experiment, examining the consequences of shorter amputation-regeneration cycles, may also provide important clues for understanding what cellular and/or molecular factors may underlie success or failure. Future experiments may also focus more pointedly on individual tissue types—nerve, muscle, skin, et cetera—to determine how each might be impacted with successive amputations, and how specific tissues might contribute to regenerative outcomes.

We surmised that the failed regenerates generated in this study could provide valuable clues about roadblocks that could arise to limb regeneration. In line with this, our transcriptomic analyses of failed regenerates at an early stage in regeneration uncovered gene expression patterns that are known to disrupt regeneration (Fig. 4). Our data also suggested that dysregulation of the EGF family member *amphiregulin* could be antagonistic to limb regeneration, as increasing the expression of this gene during limb regeneration severely disrupted this process (Figs. 6, 7). Previous studies have implicated a role for *amphiregulin* in psoriasis, an autoimmune disease characterized by hyperproliferative epidermis.^47–49,58^ Our work with *amphiregulin* in axolotl limbs is in line with these findings as it is sufficient to promote epidermal thickening in intact limbs (Fig. 7a and Supplementary Fig. 6a–d) and promotes increased cell proliferation in wound epidermis (Fig. 7b–e). Intriguingly, while we detected a significant decrease in proliferation of internal tissues in regenerating limbs that misexpress *areg* (Fig. 7), we did not observe a decrease in proliferation of internal tissues in the intact state (Supplementary Figure 6a, b, e). These data suggest that *amphiregulin* could have different functions in homeostasis and regeneration. Future investigation of *amphiregulin*’s differential effects in homeostatic and regenerative contexts will yield valuable insight into the role that this factor plays in limb regeneration.

Given the linkage between *amphiregulin* and psoriasis, it is tempting to speculate that dysregulation of *amphiregulin* expression could promote a hyperactive wounding response. Previous research suggests that humans with psoriasis have an increased healing rate; in particular, this study found that individuals with psoriasis healed wounds created by skin biopsy more rapidly than individuals with normal skin.^59^ Our observations that *amphiregulin* mis-expression leads to increased mTOR signaling in the wound epidermis are also consistent with this hypothesis, as higher levels of PI3K/mTOR signaling promote a swifter healing response in mammals (Fig. 7f–h).^53^ Our data also suggest the possibility that the wound healing stage serves as a regenerative checkpoint following limb amputation and that resolution of this phase may be necessary to progress to later stages of regeneration. If this is the case, then failure to downregulate wound healing signals would be expected to slow or halt regeneration altogether. Thus, if Amphiregulin serves as a wound-healing signal during limb regeneration, then the prolonged presence of this molecule could potentially interfere with the progression to later regenerative stages, such as blastema formation. Although this is an exciting possibility with important implications for mammalian regeneration, further work is needed to test such a model.

Several studies involving skin suturing and intracoelomic insertion of limbs immediately after amputation have demonstrated that failure to form a wound epidermis is inhibitory to limb regeneration.^10–12^ Our studies with *amphiregulin* hint at the possibility that driving wound epidermis in the opposite direction (i.e., having too much wound epidermis) can also impede regeneration. Interestingly, the thickened skin in our study is reminiscent of previous research showing that frog limbs that fail to regenerate are covered by a thickened layer of skin.^60^ Future studies involving the transplantation of thickened skin to naïve limbs may shed additional insight on the possibility that thickened wound epidermis can impede limb regeneration. Future studies will also be important for addressing the molecular nature of wound epidermis in repeatedly-amputated limbs and in limbs overexpressing *areg* beyond the single WE3 marker we report here. Dysregulation of critical wound epidermis molecules remains an important possibility worth considering in either of these contexts.

Roles for *amphiregulin* in both fibrosis and regeneration in mammalian liver have been discovered. Mice with loss-of-function mutations in *areg* show decreased cellular proliferation following partial hepatectomy.^43^ In samples from both cirrhotic human livers and a rat model of liver cirrhosis, *amphiregulin* levels are elevated.^43^ Together, these data suggest that a balance between the need for *amphiregulin* in early healing and the pathological consequences of too much *amphiregulin* may exist across many species and organs. AREG has also been shown to mediate the fibrotic effects of TGF-β1 expression in mouse lungs.^36^ In the time frames examined to date, we have not yet observed mis-expression of *areg* to be sufficient to cause hallmarks of fibrosis in limbs; future work, perhaps aimed at extending the temporal window of *areg* expression, will be required to examine this possibility.

Recently, a report has found that newts are capable of efficiently clearing senescent cells after multiple rounds of limb amputation.^61^ Axolotls were examined after a single amputation and found to also successfully clear senescent cells through macrophage engulfment.^61^ While this study did not report on the patterning outcomes following full regeneration-amputation cycles, as we present here, it does provide a useful starting point for considering mechanisms at play following repeated injury. For instance, a simple model with accumulation of senescent cells over repeated deployment is not likely to be responsible for the severe regenerative outcomes following repeated regeneration-amputation cycles.

Our findings presented here indicate that even the highly-regenerative axolotl has limitations to its regenerative capabilities. We also show that these limits can be leveraged to discover factors that present obstacles to the regenerative process. While providing the right regenerative stimuli may be critical for promoting regeneration in humans, it may be just as important to remove or reduce antagonistic signals to improve the outcomes of regenerative therapies. The analyses and data that we provide will serve as a valuable foundation for identifying and studying processes that impede mammalian regeneration. Further exploration of the insights and gene expression relationships that we uncovered in this study have high potential for advancing our understanding of the regenerative roadblocks that mammals face after injury.

## Methods

### Animal experimentation

All animal experimentation was performed in accordance with Harvard Medical School’s Institutional Animal Care and Use Committee regulations and approved under animal experimentation protocol #04160. Leucistic axolotls were used for all animal experimentation and maintained as previously described.^27^ Due to the cannibalistic nature of axolotls, we began our study by separating a cohort of axolotls prior to hatching and placing them into individual containers. Because prior research has shown that bite injury can lead to poor regenerative outcomes, this early separation was crucial for avoiding confounding variables.^62^ The individualized housing also had the added benefit of allowing us to monitor the regenerative outcomes of each animal after successive rounds of amputation. Starting sample sizes were based on prior studies in our laboratory with survival requiring up to 1 year. Only animals with perfectly-formed limbs were included in the study. Animals were randomly assigned to experimental groups. Blinding was not performed when assigning animal groups, but blinding was performed for subsequent data analyses when possible.

For amputations and electroporations, axolotls were first anesthetized in 0.1% tricaine. After completion of the surgical procedure, axolotls were allowed to recover overnight in 0.5% sulfamerazine. For repeated amputations in the same plane, both forelimbs of axolotls were amputated at the mid-point between the girdle and mid-stylopodium (diagrammed in Fig. 1a). Following amputation, the bone was trimmed back to allow for efficient wound epidermis formation. Amputations were conducted in a similar manner for both forelimbs of animals undergoing repeated, serially distal amputations (amputation planes diagrammed in Fig. 2a). The first amputation (both same plane and serially distal planes) were performed on axolotls at approximately 2 months post-hatching (~3–4 cm in length). Limbs were allowed to fully regenerate before the next round of amputation (on average, every 13 weeks).

### Microscopy

A Leica M165 FC stereomicroscope was used to capture all whole mount images e.g., skeletal preparations). Skeletal preparations in Fig. 1b and Fig. 6e’–g’ were imaged in a 1:1 glycerol to 1% potassium hydroxide solution. For imaging of blastema in Fig. 6b, c”, animals were anesthetized in 0.1% tricaine and imaged ventrally. Tissue sections were imaged with a Nikon Eclipse Ni microscope using NIS-Elements software. ImageJ^63^ and Leica Application Suite software were used to make specimen measurements.

### Library preparation and RNA-sequencing

Limbs that failed to regenerate were amputated 1 mm proximal to the previous plane of amputation, and control limbs were amputated at the same anatomical location (Fig. 4a). At 3 dpa, the tissue 2 mm proximal to the amputation was harvested, and total RNA was purified from the tissue using the TRIzol reagent (Life Technologies, #15596018). Four biological specimens, from separate animals, were used to generate RNA and were separately processed as biological replicates for each of the two conditions. For each sample, 1 µg of total RNA was processed via the Illumina TruSeq v2 protocol to generate barcoded sequencing libraries. Paired-end, 50-bp sequencing was performed on an Illumina HiSeq 2500 sequencer at Harvard Medical School’s Biopolymers facility.

### RNA-sequencing analyses

Transcriptome assembly, annotation, and differential gene expression analyses were performed by Stirplate (http://stirplate.io/). Genes and transcripts were assembled from the RNA-sequencing data with Trinity^64,65^ and annotated with Trinotate (blastp and blastx were run against the SwissProt datablase, and Hmmer was run against the Pfam database)^66–68^ (http://hmmer.org/). RSEM software^69^ was used to quantify raw counts of RNA-Seq fragments mapping to transcripts for each sample, and an FPKM (Fragments Per Kilobase of transcript per Million mapped reads) threshold of two was applied to the initial assembly in order to generate the final transcriptome. The counts produced by RSEM were analyzed with edgeR^70^ to identify differentially expressed transcripts. A false discovery rate threshold of 0.05 was used to determine significance.

A pseudocount of “1” was applied to all TMM-normalized FPKMs of significantly differentially expressed transcripts. Transcripts were then log-transformed and median centered in Cluster 3.0.^71^ Cluster 3.0 was then used to perform k-means clustering on both genes (i.e., transcripts, *k* = 2) and arrays (i.e., samples, *k* = 2), using 1000 iterations and the Spearman Rank Correlation similarity metric for both. Clustering results were visualized using Java Treeview.^72^

The significantly upregulated and downregulated gene lists were tested for enrichment in relevant GO categories using BiNGO.^73^ Custom GO annotation reference libraries for “Biological Process”, “Cellular Component”, and “Molecular Function” were built using the GO terms provided by Trinotate. Enrichment in each reference ontology library was tested via a corrected hypergeometric test (Benjamini & Hochberg FDR correction) at the *p* = 0.05 level. Significantly enriched “Biological Process” GO terms were visualized using REViGO,^74^ with obsolete GO terms being removed prior to visualization.

For the analyses in Fig. 4g, data were obtained from a previously published transcriptomic study on axolotl limb regeneration (https://axolomics.org/sites/default/files/Stewart_Gene_Expression_Across_TimecourseTPMs_0.txt).^40^ A pseudocount of “1” was added to all TPMs (Transcripts per Kilobase Million) for each time point for all genes. Transformed TPMs from 3 h post-amputation to 3 days post-amputation were then averaged and then divided by average gene expression across all other time points (i.e., 0 dpa and 5–28 dpa) to generate a ratio of each gene’s early expression values to all other time points.

### Histology and immunohistochemistry

Tissues were fixed in 4% paraformaldehyde, taken through a series of sucrose solutions for cryopreservation (beginning with 5% sucrose in PBS and ending with 30% sucrose in PBS), and embedded in optimal cutting temperature compound (O.C.T). Samples were sectioned at a thickness of 16 µm and stored at −80 °C. For Masson’s Trichrome staining, samples were brought to room temperature, rehydrated in PBS, and then fixed for 10 min in 4% paraformaldehyde prepared in PBS. Following fixation, slides were rinsed in PBS and distilled water and then stained with Polysciences, Inc’s Masson’s Trichrome Stain kit (#25088-1).

For immunohistochemistry, slides were brought to room temperature, rehydrated in PBS, and then incubated with blocking solution (1X PBS with 0.1% Triton X-100 and 2% Bovine Serum Albumin) for 1 h at room temperature. Slides were incubated with rabbit anti-phospho Histone H3 (Ser10) (1:400, Millipore #06-570) overnight at 4 °C. Samples were washed and then incubated with Cy3-conjugated goat anti-rabbit IgG (H + L) (1:100, Jackson Immunoresearch # 111-165-003) for 1 h at room temperature. DAPI (1.4 µmol/L) in PBS was applied to slides for 10 min, and slides were mounted with Hydromount (National Diagnostics #HS-106). For detecting Collagen I, we used SC-59772 (Santa Cruz Biotech), 1:100. For detecting Collagen IV, we used ab6586 (Abcam), 1:100. For detecting AREG expression in fixed tissue following plasmid mis-expression, we used MAB262 (R&D Systems), 1:100. For wound epidemis, we used WE3 (DSHB), 1:10.

For *areg* overexpression studies, harvested tissues were sectioned through completely (Fig. 7a, cryosections, 16 μm). Sections from the middle of the specimens, as indicated by presence of bone, were used for further analyses (i.e., epidermal and wound epidermal thickening studies, proliferative studies, etc).

For mTOR signaling analyses, sections from regenerating limbs at 8 dpa (medium-bud-stage blastemas) were fixed with 4% paraformaldehyde for 20 min. Following post-fix, sections were rinsed with PBS and permeabilized with 0.5% Triton-X100 for 20 min. Following permeabilization, sections were rinsed in PBS and boiled in 0.1 M sodium citrate prior to blocking (2% BSA for 30 min at room temperature). Sections were incubated with rabbit anti-phospho-ribosomal protein S6 (Ser235/236, 1:200; Cell Signaling) followed by incubation with Cy3-conjugated secondary antibodies. Sections were then stained with DAPI (Roche) for 5 min before mounting. The percentage of cells exhibiting positive pS6 staining (defined as nuclei encompassed by pS6 staining in Fig. 7f–i) wound epidermis and internal tissues was quantified by a blinded observer.

### qRT-PCR

Tissue was extracted at 3 dpa and placed in TRIzol Reagent where it was homogenized using sterile pestles. RNA was extracted following the recommended TRIzol protocol or a combined TRIzol/RNeasy MinElute cleanup (Qiagen). One microgram RNA was used as input to generate cDNA using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). cDNA was diluted 1:20. qPCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad) in 20 μl total volume with 1 μl cDNA input following the recommended protocol in a CFX384 C1000 Touch Real-Time machine (Bio-Rad). qPCR settings for *ef1α*: 95 °C 30 s, and 40 cycles of 95 °C 10 s, 60 °C 40 s. qPCR settings for *areg*: 95 °C 30 s, and 40 cycles of 95 °C 10 s, 55.4 °C 10 s, 72 °C 20 s. Specificity was accessed using a melt curve analysis. Samples were run in technical triplicates; each group had 4–8 biological replicates. Expression was calculated by comparing *C*_t_ values to a standard curve. Technical replicates were averaged and *areg* expression per biological sample was corrected based on *ef1α* expression. One sample was excluded based on the Grubbs outlier test. Significance was determined by a homoscedastic two-tail *t*-test (Fig. 4e) and a one-way Analysis of Variance with Bonferroni’s multiple comparison post-hoc test (Fig. 4f) performed by GraphPad Prism 7 software. P-value less than 0.05 was considered significant. Primers used:

*areg* F: 5′–CTCCTCTTCCTCCGTCTTGC–3′

*areg* R: 5′–GCTGTGGTTTGCTGGGCTAG–3′

*ef1α* F: 5′–AACATCGTGGTCATCGGCCAT–3′

*ef1α* R: 5′–GGAGGTGCCAGTGATCATGTT–3′

### In situ hybridization

Sequences were amplified from cDNA and cloned into pGEM-T-easy vector and sequenced. The specific primers used for *amphiregulin* were 5′–GAAGGTGACAGTTTAAGATCG–3′ and 5′–CCACTTCAAAAATATAAGTGCTTGC–3′. Depending upon orientation in pGEM, T7 or Sp6 polymerase was used to perform in-vitro transcription of the probe. In situ hybridization was performed as previously described^75^ on stylopodial tissue sections collected from juvenile axolotls (approximately 9.5–11.5 c.m. in length) at the time points indicated in Fig. 5a–f. For the analyses in Fig. 5g, h, in situ hybridization was performed on sections of tissue harvested at 6 h following a 4 mm biopsy punch into the flank skin of axolotls. In situ hybridization was performed on tissue sections from adult axolotls at the time points indicated in Supplementary Fig. 4.

### Vector design and delivery

The *amphiregulin* ORF was amplified from cDNA using primers 5′–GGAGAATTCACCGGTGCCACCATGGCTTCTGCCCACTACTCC–3′ and 5′–GCCTGCGGCCGCTCACGCATAAACGTCTCC–3′ (underlined nucleotides bind *areg*’s open reading frame) and cloned into pCAG with EcoRI and NotI to create pCAG-*areg*. The CAG-GFP plasmid was a kind gift from Connie Cepko (Addgene plasmid #11150).^76^ For the *areg*-overexpression vector solution, both pCAG-*areg* and pCAG-*egfp* were diluted to a final concentration of 200 ng/µL in sterile PBS prior to injection (Fast Green dye was added to aid with visualization). The control vector solution consisted of pCAG-*egfp* (200 ng/µL) in sterile PBS (with Fast Green dye added for visualization). Approximately 1.5–2.0 µL of vector solution was injected into each forelimb of juvenile axolotls (4–6 cm in length). Both forelimbs of each axolotl were injected with either control vector solution or *areg*-overexpression solution. Animals were then submerged in 1x PBS, and limbs were electroporated using a NepaGene Super Electroporator NEPA21 Type II electroporator. The poring pulse of our electroporation consisted of 3 pulses at 150 Volts (5 ms pulse length per pulse), a 10 ms pulse interval, a 0% decay rate, and had a positive ( + ) polarity. Our transfer pulse consisted of 5 pulses at 50 Volts (50 ms pulse length per pulse), a 950 ms pulse interval, a 0% decay rate, and had a positive ( + ) polarity. The distance between electrodes was 3 mm for all electroporations. After 5 days of recovery, both forelimbs were amputated at the distal-most region of the stylopodium (just proximal to the elbow) as described above.

### Measuring blastemal length and epidermal/wound epidermal thickness

Animals were anesthetized in 0.1% tricaine and imaged with the ventral aspect of the body upwards. All photos were acquired at the same magnification. Images were quantified using Leica application suite software or ImageJ. Blastemas were measured from the center of the plane of amputation to their distal-most tip. To quantify wound epidermal thickness (Fig. 7a), we measured the width of the central-most part of a section’s wound epidermis using ImageJ. To facilitate comparisons between epidermal thickness in intact limbs (appears as two regions in longitudinal sections) to wound epidermal thickness (one region), we first averaged (mean) the two epidermal layers of longitudinal sections of intact limbs. In the context of limb thickening (Supplementary Fig. 6a–d), we calculated the sum of the two epidermal layers that appear in longitudinal section as both of these layers contribute to the overall width of the limb quantified in Supplementary Fig. 5.

### Skeletal preparations

Alcian blue/alizarin red staining was performed as described previously.^77^

### Statistical analyses

All data are presented as either mean ± sem (Fig. 6, Supplementary Fig. 4, Supplementary Fig. 6) or mean ± standard deviation (Fig. 7). A Fisher’s exact test was used to assess the statistical significance of categorical outcomes between two experiments. For the morphological phenotypic analysis of limbs mis-expressing *areg* (Fig. 6), Fisher’s exact test was performed on a 2 × 5 contingency table. All other analyses involving Fisher’s exact test were performed on 2 × 2 contingency tables. For Fig. 6d, the blastema lengths of the left and right forelimbs were averaged (statistical mean) for each animal at each time point. A two-way, repeated measures ANOVA was performed on the time course blastema data in Fig. 6d, followed by post-hoc pairwise *t*-tests with a Holm correction to adjust for multiple hypothesis testing (used for all pairwise comparisons in Fig. 6d). A two-way ANOVA was performed on the time course epidermal/wound epidermal thickness data in Fig. 7, followed by post-hoc pairwise *t*-tests with a Holm correction to adjust for multiple hypothesis testing. A two-tailed homoscedastic Student’s *t*-test was used to determine whether differences in the percentage of phospho-Histone H3 (ser10) positive nuclei in Fig. 7d, e, percentage of phospho-rpS6 cells in Fig. 7h, i, stylopodium thickness measurements in Supplementary Fig. 5, and measurements in Supplementary Fig. 6c–f were statistically significant. Statistical analyses involving Fisher’s Exact tests, two-way ANOVAs (including repeated measures), and post-hoc pairwise *t*-tests were performed using R; Student’s *t*-tests were performed using Microsoft Excel and Graphpad Prism 7.03. A *p*-value less than 0.05 was considered to be statistically significant.

### Data availability

All expression analysis data has been deposited at GEO, under the identifier GSE103087, for release on September 30, 2017.

## Electronic supplementary material

Supplementary Figure and Table Legends

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

## References

[1] Michalopoulos GK (2007). Liver regeneration. J. Cell. Physiol..

[2] Illingworth CM (1974). Trapped fingers and amputated finger tips in children. J. Pediatr. Surg..

[3] Tanaka EM (2016). The molecular and cellular choreography of appendage regeneration. Cell.

[4] Kragl M (2009). Cells keep a memory of their tissue origin during axolotl limb regeneration. Nature.

[5] Todd JT (1823). On the process of reproduction of the members of the aquatic salamander. Quart. J. Sci. Literature Arts.

[6] Kumar A, Brockes JP (2012). Nerve dependence in tissue, organ, and appendage regeneration. Trends Neurosci..

[7] Liversage RA, McLaughlin DS (1983). Effects of delayed amputation on denervated forelimbs of adult newt. J. Embryol. Exp. Morphol..

[8] Salley JD, Tassava RA (1981). Responses of denervated adult newt limb stumps to reinnervation and reinjury. J. Exp. Zool..

[9] Godwin JW, Pinto AR, Rosenthal NA (2013). Macrophages are required for adult salamander limb regeneration. Proc. Natl Acad. Sci. USA.

[10] Goss RJ (1956). Regenerative inhibition following limb amputation and immediate insertion into the body cavity. Anat. Rec..

[11] Mescher AL (1976). Effects on adult newt limb regeneration of partial and complete skin flaps over the amputation surface. J. Exp. Zool..

[12] Goss RJ (1956). The regenerative responses of amputated limbs to delayed insertion into the body cavity. Anat. Rec..

[13] Suetsugu-Maki R (2012). Lens regeneration in axolotl: new evidence of developmental plasticity. BMC Biol..

[14] Eguchi G (2011). Regenerative capacity in newts is not altered by repeated regeneration and ageing. Nat. Commun.

[15] Monaghan JR (2014). Experimentally induced metamorphosis in axolotls reduces regenerative rate and fidelity. Regeneration.

[16] Yun MH (2015). Changes in regenerative capacity through lifespan. Int. J. Mol. Sci..

[17] Uygur A, Lee RT (2016). Mechanisms of cardiac regeneration. Dev. Cell..

[18] Dearlove GE, Dresden MH (1976). Regenerative abnormalities in *Notophthalmus viridescens* induced by repeated amputations. J. Exp. Zool..

[19] Spallanzani, L. in *An Essay on Animal Reproductions [Prodromo di un opera da imprimersi sopra la riproduzioni anamali]* 68–72 (Becket and de Hondt, London, 1769 [Italian: 1768]).

[20] Bryant DM (2017). Repeated removal of developing limb buds permanently reduces appendage size in the highly-regenerative axolotl. Dev. Biol..

[21] Azevedo AS, Grotek B, Jacinto A, Weidinger G, Saude L (2011). The regenerative capacity of the zebrafish caudal fin is not affected by repeated amputations. PLoS ONE.

[22] Gonzalez-Estevez C (2012). SMG-1 and mTORC1 act antagonistically to regulate response to injury and growth in planarians. PLoS Genet..

[23] Azevedo AS, Sousa S, Jacinto A, Saude L (2012). An amputation resets positional information to a proximal identity in the regenerating zebrafish caudal fin. BMC Dev. Biol..

[24] Morgan, T. H. *Regeneration*. (The Macmillan Company, New York, 1901).

[25] Dalyell, J. G. *Observations on Planariae*. (Archibald Constable, Edinburgh, 1814).

[26] Johnson, J. R. *Further observations on the genus Planaria*. (Royal Society, London, 1825).

[27] Bryant DM (2017). A tissue-mapped axolotl de novo transcriptome enables identification of limb regeneration factors. Cell Rep.

[28] Sousounis K, Athippozhy AT, Voss SR, Tsonis PA (2014). Plasticity for axolotl lens regeneration is associated with age-related changes in gene expression. Regeneration (Oxf).

[29] Mannini L (2004). Djeyes absent (Djeya) controls prototypic planarian eye regeneration by cooperating with the transcription factor Djsix-1. Dev. Biol..

[30] Kawakami Y (2006). Wnt/beta-catenin signaling regulates vertebrate limb regeneration. Genes Dev..

[31] Whited JL, Lehoczky JA, Tabin CJ (2012). Inducible genetic system for the axolotl. Proc. Natl Acad. Sci. USA.

[32] Mahmoud AI (2015). Nerves regulate cardiomyocyte proliferation and heart regeneration. Dev. Cell..

[33] Lipson KE, Wong C, Teng Y, Spong S (2012). CTGF is a central mediator of tissue remodeling and fibrosis and its inhibition can reverse the process of fibrosis. Fibrogenesis Tissue Repair.

[34] Gressner OA, Gressner AM (2008). Connective tissue growth factor: a fibrogenic master switch in fibrotic liver diseases. Liver. Int..

[35] Ihn H (2002). Pathogenesis of fibrosis: role of TGF-beta and CTGF. Curr. Opin. Rheumatol..

[36] Zhou Y (2012). Amphiregulin, an epidermal growth factor receptor ligand, plays an essential role in the pathogenesis of transforming growth factor-beta-induced pulmonary fibrosis. J. Biol. Chem..

[37] Ding L (2016). Bone marrow CD11c+cell-derived Amphiregulin promotes pulmonary fibrosis. J. Immunol..

[38] Perugorria MJ (2008). The epidermal growth factor receptor ligand amphiregulin participates in the development of mouse liver fibrosis. Hepatology..

[39] Ojeh N (2016). The effects of caffeine on wound healing. Int. Wound J..

[40] Stewart R (2013). Comparative RNA-seq analysis in the unsequenced axolotl: the oncogene burst highlights early gene expression in the blastema. PLoS Comput. Biol..

[41] Dreux AC, Lamb DJ, Modjtahedi H, Ferns GA (2006). The epidermal growth factor receptors and their family of ligands: their putative role in atherogenesis. Atherosclerosis.

[42] Shao J, Sheng H (2010). Amphiregulin promotes intestinal epithelial regeneration: roles of intestinal subepithelial myofibroblasts. Endocrinology.

[43] Berasain C (2005). Amphiregulin: an early trigger of liver regeneration in mice. Gastroenterology.

[44] Schneider MR, Werner S, Paus R, Wolf E (2008). Beyond wavy hairs: the epidermal growth factor receptor and its ligands in skin biology and pathology. Am. J. Pathol..

[45] Liou A, Elias PM, Grunfeld C, Feingold KR, Wood LC (1997). Amphiregulin and nerve growth factor expression are regulated by barrier status in murine epidermis. J. Invest. Dermatol..

[46] Cook PW, Brown JR, Cornell KA, Pittelkow MR (2004). Suprabasal expression of human amphiregulin in the epidermis of transgenic mice induces a severe, early-onset, psoriasis-like skin pathology: expression of amphiregulin in the basal epidermis is also associated with synovitis. Exp. Dermatol..

[47] Bhagavathula N (2005). Amphiregulin and epidermal hyperplasia: amphiregulin is required to maintain the psoriatic phenotype of human skin grafts on severe combined immunodeficient mice. Am. J. Pathol..

[48] Li Y (2016). Transgenic expression of human amphiregulin in mouse skin: inflammatory epidermal hyperplasia and enlarged sebaceous glands. Exp. Dermatol..

[49] Cook PW (1997). Transgenic expression of the human amphiregulin gene induces a psoriasis-like phenotype. J. Clin. Invest..

[50] Tassava RA, Johnson-Wint B, Gross J (1986). Regenerate epithelium and skin glands of the adult newt react to the same monoclonal antibody. J. Exp. Zool..

[51] Shoyab M, Plowman GD, McDonald VL, Bradley JG, Todaro GJ (1989). Structure and function of human amphiregulin: a member of the epidermal growth factor family. Science.

[52] Farkas JE, Freitas PD, Bryant DM, Whited JL, Monaghan JR (2016). Neuregulin-1 signaling is essential for nerve-dependent axolotl limb regeneration. Development.

[53] Castilho RM, Squarize CH, Gutkind JS (2013). Exploiting PI3K/mTOR signaling to accelerate epithelial wound healing. Oral Dis..

[54] Zarogoulidis P (2014). mTOR pathway: a current, up-to-date mini-review (Review). Oncol. Lett..

[55] Hirose K, Shiomi T, Hozumi S, Kikuchi Y (2014). Mechanistic target of rapamycin complex 1 signaling regulates cell proliferation, cell survival, and differentiation in regenerating zebrafish fins. BMC Dev. Biol..

[56] Jazwinska A, Sallin P (2016). Regeneration versus scarring in vertebrate appendages and heart. J. Pathol..

[57] Gurtner GC, Werner S, Barrandon Y, Longaker MT (2008). Wound repair and regeneration. Nature.

[58] Chung E (2005). Amphiregulin causes functional downregulation of adherens junctions in psoriasis. J. Invest. Dermatol..

[59] Morhenn VB, Nelson TE, Gruol DL (2013). The rate of wound healing is increased in psoriasis. J. Dermatol. Sci..

[60] Skowron S, Komala Z (1957). Limb regeneration in postmetamorphic Xenopus laevis. Folia Biol Krakow.

[61] Yun, M. H., Davaapil, H. & Brockes, J. P. Recurrent turnover of senescent cells during regeneration of a complex structure. *Elife***4**, 10.7554/eLife.05505 (2015).10.7554/eLife.05505PMC443479625942455

[62] Thompson S, Muzinic L, Muzinic C, Niemiller ML, Voss SR (2014). Probability of regenerating a normal limb after bite Injury in the Mexican Axolotl (Ambystoma mexicanum). Regeneration.

[63] Schneider CA, Rasband WS, Eliceiri KW (2012). NIH Image to ImageJ: 25 years of image analysis. Nat. Methods.

[64] Grabherr MG (2011). Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat. Biotechnol..

[65] Haas BJ (2013). De novo transcript sequence reconstruction from RNA-seq using the Trinity platform for reference generation and analysis. Nat. Protoc..

[66] Camacho C (2009). BLAST+: architecture and applications. BMC Bioinformatics.

[67] Boeckmann B (2005). Protein variety and functional diversity: Swiss-Prot annotation in its biological context. C. R. Biol..

[68] Finn RD (2014). Pfam: the protein families database. Nucleic Acids Res..

[69] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform.

[70] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[71] de Hoon MJ, Imoto S, Nolan J, Miyano S (2004). Open source clustering software. Bioinformatics.

[72] Saldanha AJ (2004). Java Treeview–extensible visualization of microarray data. Bioinformatics.

[73] Maere S, Heymans K, Kuiper M (2005). BiNGO: a Cytoscape plugin to assess overrepresentation of gene ontology categories in biological networks. Bioinformatics.

[74] Supek F, Bosnjak M, Skunca N, Smuc T (2011). REVIGO summarizes and visualizes long lists of gene ontology terms. PLoS ONE.

[75] Whited JL, Lehoczky JA, Austin CA, Tabin CJ (2011). Dynamic expression of two thrombospondins during axolotl limb regeneration. Dev. Dyn..

[76] Matsuda T, Cepko CL (2004). Electroporation and RNA interference in the rodent retina in vivo and in vitro. Proc. Natl Acad. Sci. USA.

[77] Whited JL (2013). Pseudotyped retroviruses for infecting axolotl in vivo and in vitro. Development.

# Supplementary material for: Identification of regenerative roadblocks via repeat deployment of limb regeneration in axolotls
**Source:** NPJ Regen Med. 2017 Nov 6;2:30. doi: 10.1038/s41536-017-0034-z
**Supplement:** Supplementary file 1 — Supplementary Figure and Table Legends

**Supplementary Figure 1. Experimental design and digit distributions of regenerated limbs following repeated amputation in the same plane or repeated serially distal amputation.** Both forelimbs were amputated for each animal and allowed to fully regenerate. a) Schematic showing how the amputation plane was maintained as animals aged and grew. Red dotted line indicates amputation plane; arrowheads indicate the mid-humerus mark, evident by visible ossification center. b) Three representative samples partway through the amputation-regeneration protocol showing the boundary between stump skin and regenerate skin (asterisks), which is coincident with the future amputation plane. c) Quantification of the number of digits axolotl limbs were able to regenerate after each amputation round following repeated amputation in the same plane. d) Quantification of the number of digits axolotl limbs were able to regenerate after each amputation round following repeated, progressively distal amputations. Scale bars are 1 mm.

**Supplementary Figure 2. Aberrant expression of Collagen I and Collagen IV in stumps from failed regenerates.** Shown are tissue sections from controls/intact limbs and failed regenerate limbs. a-a’) α-Collagen I (green), DAPI (nuclei, blue), and phalloidin (F-actin, red) in control (a) and failed regenerates (a’). b-b’) α-Collagen IV (red) and DAPI (nuclei, blue) in control (b) and failed regenerates (b’). Epi is epidermis, sc is stratum compactum (arrowhead). Scale bars are 100 µm.

**Supplementary Figure 3. *Amphiregulin* is expressed early during normal limb regeneration.** Shown is a scatterplot of *areg*’s temporal expression pattern at different time points during axolotl limb regeneration. Data are expressed as Transcripts Per kilobase Million (TPM). Expression data was obtained from ^40^.

**Supplementary Figure 4. *Amphiregulin* expression in failed regenerates.** *In situ* hybridization analyses of *areg* expression in control limbs and failed regenerates of adult axolotls. a) Expression of *areg* in intact control limb, b) control limb at 12 hours post-amputation, and c) control limb at 3 days post-amputation. d) Expression of *areg* in failed regenerate limb prior to amputation, e) failed regenerate limb at 12 hours post-amputation, and f) failed regenerate limb at 3 days post-amputation. Arrowheads indicate expression of *areg* in the leading edge of the wound epidermis. Epi = epidermis; WE = wound epidermis; arrowhead indicates leading edge of wound epidermis. Double arrowheads indicate epidermal tongue. Scale bars are 100 µm.

**Supplementary Figure 5. Overexpression of *amphiregulin* leads to enlarged limbs.** Axolotl limbs with no prior injuries were electroporated with either plasmid encoding either GFP (control) or plasmids encoding GFP plus AREG. a) Representative whole mount images of GFP expression in the stylopodium of control limbs at 5 days post-electroporation. b) Representative whole mount images of GFP expression in the stylopodium of *areg* mis-expressing limbs at 5 days post-electroporation. c) Representative tissue section images of GFP expression in the stylopodium of control limbs at 5 days post-electroporation. Sections were stained with anti-AREG antibodies. “Epi” refers to epidermis. d) Representative tissue section images of GFP and *areg* expression in the stylopodium of *areg* mis-expressing limbs at 5 days post-electroporation. Sections were stained with anti-AREG antibodies. e) Representative images of control GFP overexpressing forelimbs and f) non-electroporated hindlimbs from the same animal at 5 days post-electroporation. g) Representative images of *areg* overexpressing forelimbs and h) non-electroporated hindlimbs from the same animal at 5 days post-electroporation. i) Quantification of stylopodial thickness and j) stylopodial index (ratio of forelimb stylopodium to hindlimb stylopodium; bottom graph) in panels e-h. ***indicates p<0.001. N=24 animals for control, and N=23 animals for *areg* overexpression. Scale bars in panels a,b and e-h are 1 mm. Scale bars in panels c and d are 100 µm.

**Supplementary Figure 6.** **Consequences of ectopic *areg* expression in intact limbs.** Intact, unamputated control limbs (electroporated with plasmid encoding GFP) and AREG-overexpressing limbs (electroporated with plasmids encoding AREG and GFP) were harvested and analyzed 5 days post-electroporation. a-b) Representative tissue sections stained with DAPI (nuclei) and α-pH3 (mitotically active cells). Scale bars are 200 µm. c-d) Quantification of thickness of internal tissues (c) and thickness of epidermis (d) in control versus AREG-overexpressing limbs (n=5 limbs per condition). e-f) Quantification of fraction of DAPI nuclei that are also pH3+ in internal tissues (e) and epidermis (f) in control versus AREG-overexpressing limbs (n=5 limbs per condition). *** denotes p<0.001; n.s. denotes not significant.

**Supplementary Figure 7.** **Expression of wound epidermis marker WE3 in epidermis covering limbs overexpressing *areg* at 8 dpa.** Limbs were electroporated with plasmids encoding GFP (control, panel a) or GFP plus AREG (+AREG, panel b), amputated 5 days later through the expression domain, and harvested 8 days post-amputation. DAPI is blue, WE3 is red. Scale bars are 100 µm.

**Supplementary Table 1.** FPKM matrix of transcripts differentially expressed between repeatedly amputated failed regenerates and sibling control limbs at 3 days post-amputation. Samples were processed as biological quadruplicates for each condition, and the FPKM values were averaged.

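The table gives a mean FPKM per group to which the authors added a pseudocount of 1, so that a transcript absent from a group is listed at 1. Of its 912 entries, 415 are named by contig and 497 by the protein they resemble. The deposited FPKM table carries contig names only. An entry was therefore matched to the transcript whose group means plus 1 equal both printed values within 1e-06. All 415 contig-named entries matched their own contig in this way. Over both kinds, 892 entries matched exactly 1 transcript and 20 matched 2. Because of the pseudocount, the fold changes of the table understate the change of weakly expressed transcripts. For *col9a1* the printed ratio is 4.61 (the paper's value), or 2.20 on the log2 scale, while the log2 fold change estimated from counts was 6.18, or 4.17 without MR5.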

**Supplementary Table 2.** Full list of significantly enriched Gene Ontology terms (Biological Processes) for comparisons between repeatedly amputated failed regenerates and sibling control limbs at 3 days post-amputation.

**Supplementary Table 3.** Full description of morphological outcomes at ~8 weeks post-amputation following *amphiregulin* mis-expression. Data for each group were sorted according to morphological outcome.

# Supplementary material for: Identification of regenerative roadblocks via repeat deployment of limb regeneration in axolotls
**Source:** NPJ Regen Med. 2017 Nov 6;2:30. doi: 10.1038/s41536-017-0034-z
**Supplement:** Supplementary file 9 — Supplementary Table 1

| Gene (contig or protein I.D.) | Single Amputation mean FPKM | Repeated Amputation mean FPKM | Fold Change (Repeated/Single) |
|-------------------------------|-----------------------------|-------------------------------|-------------------------------|
| TR29920 c0_g1_i1              | 1                           | 123.5985                      | 123.5985                      |
| TR6990 c0_g1_i1               | 1                           | 55.186                        | 55.186                        |
| TR15140 c17_g1_i1             | 5.4185                      | 190.341                       | 35.12798745                   |
| TELT_MOUSE                    | 3.3105                      | 95.39275                      | 28.81520918                   |
| TR15140 c16_g1_i1             | 3.81375                     | 106.39975                     | 27.89898394                   |
| TR29077 c20_g1_i1             | 1                           | 24.5315                       | 24.5315                       |
| TRI27_HUMAN                   | 1.01475                     | 23.8185                       | 23.47228381                   |
| TR387 c0_g1_i1                | 4.366                       | 89.62725                      | 20.52845854                   |
| MYH4_PIG                      | 10.64625                    | 211.721                       | 19.88690854                   |
| XIRP1_CHICK                   | 2.72975                     | 52.1575                       | 19.10706109                   |
| TR15140 c25_g1_i1             | 2.3635                      | 44.885                        | 18.99090332                   |
| MLRV_HUMAN                    | 4.365                       | 81.0995                       | 18.57949599                   |
| HSPBB_DANRE                   | 11.4255                     | 204.41475                     | 17.89109886                   |
| MYH7_PAPHA                    | 3.71                        | 64.67675                      | 17.43308625                   |
| MYH8_RAT                      | 4.02175                     | 66.25025                      | 16.47299061                   |
| MYSS_RABIT                    | 4.211                       | 65.969                        | 15.66587509                   |
| RAD_MOUSE                     | 2.4955                      | 38.6035                       | 15.46924464                   |
| GNA1_PONAB                    | 1                           | 15.44625                      | 15.44625                      |
| AT2A1_PELSES                  | 4.50375                     | 69.11025                      | 15.3450458                    |
| TELT_MOUSE                    | 8.85475                     | 135.54525                     | 15.3076315                    |
| MYH7_PIG                      | 2.85925                     | 41.53475                      | 14.52644924                   |
| TR3471 c0_g1_i1               | 1.33075                     | 19.24575                      | 14.46233327                   |
| TPM3_BOVIN                    | 7.41675                     | 106.6555                      | 14.38035528                   |
| TR15140 c19_g1_i1             | 1.3215                      | 18.88075                      | 14.28736285                   |
| TNNT3_RAT                     | 5.59675                     | 79.29825                      | 14.16862465                   |
| TNNT1_PIG                     | 6.17375                     | 86.0365                       | 13.93585746                   |
| TR20028 c2_g1_i1              | 1                           | 13.77925                      | 13.77925                      |
| MLEC_CHICK                    | 11.745                      | 159.57125                     | 13.58631332                   |
| MYH4_HUMAN                    | 2.6015                      | 35.2545                       | 13.55160484                   |
| CSRP3_MOUSE                   | 6.361                       | 85.86475                      | 13.49862443                   |
| MYH3_MOUSE                    | 2.7965                      | 37.3525                       | 13.35687466                   |
| MYH2_BOVIN                    | 3.7365                      | 49.75225                      | 13.31520139                   |
| TRI63_MOUSE                   | 2.5955                      | 34.312                        | 13.21980351                   |
| MURC_XENLA                    | 2.25325                     | 29.111                        | 12.91956063                   |
| ANKR1_XENLA                   | 13.13775                    | 169.583                       | 12.90807026                   |
| TNNI1_RABIT                   | 3.97925                     | 50.54875                      | 12.70308475                   |
| TPM3_BOVIN                    | 6.8615                      | 86.5865                       | 12.61917948                   |
| HSPB7_HUMAN                   | 3.7115                      | 46.591                        | 12.55314563                   |
| 2ABA_RABIT                    | 1                           | 12.514                        | 12.514                        |
| RGCC_RAT                      | 3.0525                      | 37.57075                      | 12.30819001                   |
| CK096_MOUSE                   | 4.30675                     | 52.5345                       | 12.19817728                   |
| TNNC1_PIG                     | 8.5615                      | 103.372                       | 12.07405244                   |
| SARCO_RAT                     | 2.18825                     | 26.3665                       | 12.04912601                   |
| PDLI7_BOVIN                   | 3.15                        | 37.373                        | 11.86444444                   |
| DESM_XENLA                    | 9.3535                      | 110.43825                     | 11.80715775                   |
| MYH7_PIG                      | 2.78575                     | 32.821                        | 11.78174639                   |

|                  |          |           |             |
|------------------|----------|-----------|-------------|
| TITIN_HUMAN      | 2.9885   | 34.47225  | 11.53496737 |
| NEBU_HUMAN       | 2.215    | 25.437    | 11.48397291 |
| DESM_XENLA       | 18.0285  | 206.7455  | 11.46770391 |
| MYH7_CANFA       | 2.58325  | 29.2745   | 11.33243008 |
| MLRB_CHICK       | 30.4405  | 344.2225  | 11.30804356 |
| TR8209 c0_g2_i1  | 3.08975  | 34.508    | 11.16854114 |
| FLNC_HUMAN       | 1.4615   | 15.98875  | 10.93995895 |
| GIMA4_HUMAN      | 1.98025  | 20.8895   | 10.54892059 |
| LMOD2_HUMAN      | 1.5435   | 15.76875  | 10.21622935 |
| TRFE_ANAPL       | 1.43675  | 14.2635   | 9.927614408 |
| TR2143 c0_g1_i1  | 1.076    | 10.192    | 9.472118959 |
| FLNC_HUMAN       | 4.13525  | 37.5825   | 9.088325978 |
| PRVB_XENLA       | 1.87675  | 16.667    | 8.880777941 |
| ADT1_RABIT       | 5.7165   | 50.483    | 8.831102948 |
| TR15147 c7_g1_i1 | 3.79575  | 33.03525  | 8.703220707 |
| FLNC_RAT         | 5.1295   | 44.02325  | 8.582366702 |
| MYH6_RAT         | 1.0215   | 8.73775   | 8.553842389 |
| KAD1_PIG         | 8.745    | 74.66675  | 8.538221841 |
| TR26647 c0_g1_i1 | 1.61775  | 13.655    | 8.44073559  |
| TPM1_XENLA       | 40.10925 | 327.23325 | 8.158548215 |
| F16P2_RABIT      | 1.5685   | 12.6675   | 8.07618744  |
| PFKAM_BOVIN      | 2.009    | 16.22375  | 8.075535092 |
| TR26414 c2_g2_i1 | 3.5735   | 28.81825  | 8.064432629 |
| MYH6_MOUSE       | 1        | 7.912     | 7.912       |
| MYPC1_HUMAN      | 1.31225  | 10.2855   | 7.838064393 |
| XIRP1_CHICK      | 1.24025  | 9.55075   | 7.700665188 |
| KLH34_HUMAN      | 1.258    | 9.5635    | 7.602146264 |
| LMOD3_HUMAN      | 1.43675  | 10.82175  | 7.532103706 |
| MYOTI_HUMAN      | 1.419    | 10.50825  | 7.405391121 |
| TR11059 c0_g1_i1 | 2.3285   | 17.15275  | 7.366437621 |
| MPSF_CHICK       | 1.1955   | 8.78325   | 7.346925972 |
| MYH6_MOUSE       | 1.09375  | 8.0265    | 7.338514286 |
| MUC5B_HUMAN      | 2.4015   | 17.48575  | 7.28117843  |
| TR5659 c26_g1_i1 | 1.5975   | 11.6155   | 7.271048513 |
| HARB1_HUMAN      | 2.141    | 14.97725  | 6.995446053 |
| TR24904 c0_g1_i1 | 1.4725   | 10.2945   | 6.991171477 |
| NEBU_HUMAN       | 1.6815   | 11.6595   | 6.933987511 |
| MUC5A_HUMAN      | 3.23775  | 22.441    | 6.931047796 |
| MLF1_BOVIN       | 2.146    | 14.8145   | 6.903308481 |
| TRI72_XENLA      | 2.3265   | 15.909    | 6.838168923 |
| TR26611 c9_g2_i1 | 1        | 6.74775   | 6.74775     |
| MYOZ2_HUMAN      | 1.3515   | 9.1145    | 6.743988161 |
| SRCA_CHICK       | 1.89975  | 12.7835   | 6.729043295 |
| MYH6_MESAU       | 1        | 6.66475   | 6.66475     |
| NRAP_HUMAN       | 1.84875  | 12.30875  | 6.657876944 |
| TRFEA_XENLA      | 11.04025 | 73.3885   | 6.647358529 |
| PURA1_XENTR      | 1.4015   | 9.2955    | 6.632536568 |

|                   |         |          |             |
|-------------------|---------|----------|-------------|
| TR29757 c1_g1_i1  | 3.7735  | 24.8985  | 6.598250961 |
| MYH6_HUMAN        | 1       | 6.5745   | 6.5745      |
| MYPC3_CHICK       | 1.60975 | 10.544   | 6.550085417 |
| MSTN1_BOVIN       | 3.7795  | 24.731   | 6.543458129 |
| NEBU_HUMAN        | 1.41675 | 9.21575  | 6.504852656 |
| TR15205 c7_g1_i1  | 2.926   | 19.02225 | 6.501110731 |
| MYH6_HUMAN        | 1.06125 | 6.8515   | 6.45606596  |
| MYSC_CHICK        | 1.3105  | 8.4475   | 6.446012972 |
| MYL4_HUMAN        | 2.12425 | 13.43725 | 6.325644345 |
| MYH7_BOVIN        | 1.083   | 6.83     | 6.306555863 |
| MYH6_MOUSE        | 1       | 6.28875  | 6.28875     |
| TR15205 c7_g2_i1  | 2.2685  | 14.13975 | 6.233083535 |
| NRAP_HUMAN        | 1.97575 | 12.30925 | 6.23016576  |
| TR1795 c0_g1_i1   | 1.505   | 9.35225  | 6.214119601 |
| TR20012 c3_g2_i1  | 1.13475 | 6.9485   | 6.123375193 |
| TR6410 c2_g1_i7   | 1.2965  | 7.89575  | 6.090050135 |
| TR5659 c23_g1_i1  | 1.531   | 9.161    | 5.983670803 |
| TR20012 c1_g1_i1  | 1       | 5.98225  | 5.98225     |
| TR5659 c3_g2_i1   | 1.40175 | 8.382    | 5.979668272 |
| PDLI3_XENLA       | 2.2905  | 13.6685  | 5.967474351 |
| SGCE_PONAB        | 1.61625 | 9.613    | 5.947718484 |
| TR2965 c1_g1_i1   | 1.87175 | 11.09325 | 5.9266729   |
| TR26411 c9_g1_i1  | 1.0515  | 6.0975   | 5.798858773 |
| TR24947 c0_g2_i1  | 1.187   | 6.81025  | 5.7373631   |
| TR26411 c20_g1_i1 | 1.11525 | 6.378    | 5.718897108 |
| TR16529 c6_g1_i1  | 2.75425 | 15.74975 | 5.718344377 |
| TELT_BOVIN        | 1.11275 | 6.3315   | 5.689957313 |
| SYP2L_MOUSE       | 1.084   | 6.154    | 5.677121771 |
| NEBU_HUMAN        | 1.38225 | 7.79875  | 5.64206909  |
| CASQ2_CHICK       | 1.27575 | 7.134    | 5.592004703 |
| NAR1_MOUSE        | 1.456   | 8.06275  | 5.537603022 |
| FUCL4_ANGJA       | 1.21975 | 6.643    | 5.446197991 |
| TR18740 c24_g1_i1 | 1       | 5.3965   | 5.3965      |
| TR26411 c24_g1_i1 | 1.0565  | 5.6905   | 5.386180786 |
| RTN2_MOUSE        | 1.94425 | 10.42475 | 5.361836184 |
| TR20012 c3_g1_i1  | 1.108   | 5.87875  | 5.305731047 |
| TR18710 c2_g1_i1  | 1.27325 | 6.7465   | 5.298645199 |
| KLH34_HUMAN       | 1.07675 | 5.6605   | 5.25702345  |
| TR30767 c0_g1_i1  | 1.12025 | 5.87875  | 5.247712564 |
| TR5653 c1_g1_i1   | 3.20375 | 16.72575 | 5.220678892 |
| TR11059 c1_g1_i1  | 1.703   | 8.883    | 5.216089254 |
| MLF1_PONAB        | 1.77625 | 9.26425  | 5.215622801 |
| VDHAP_CHICK       | 2.003   | 10.32175 | 5.153145282 |
| RYR1_RAT          | 1.125   | 5.79475  | 5.150888889 |
| TR10077 c22_g1_i1 | 1.0565  | 5.43125  | 5.140795078 |
| ACTN2_MOUSE       | 1.48375 | 7.60175  | 5.123336142 |
| PPR27_MOUSE       | 1.137   | 5.78575  | 5.088610378 |

|                   |         |          |             |
|-------------------|---------|----------|-------------|
| TR4340 c0_g2_i2   | 1.09325 | 5.557    | 5.083009376 |
| CAV3_MOUSE        | 1.40775 | 7.14875  | 5.078138874 |
| COX6A_ONCMY       | 1.5145  | 7.6445   | 5.047540442 |
| TR25406 c0_g1_i1  | 1       | 5.0435   | 5.0435      |
| TR29077 c3_g1_i2  | 1       | 5.04025  | 5.04025     |
| ACTN2_HUMAN       | 1.46225 | 7.3695   | 5.039835869 |
| SMTL2_BOVIN       | 1.7125  | 8.62475  | 5.036350365 |
| TR25198 c0_g1_i1  | 1.56875 | 7.8085   | 4.97752988  |
| NEBU_HUMAN        | 1.37125 | 6.8065   | 4.963719234 |
| MPSF_CHICK        | 1.3555  | 6.7245   | 4.960900037 |
| MYOG_CHICK        | 1.6065  | 7.95375  | 4.950980392 |
| TR1170 c1_g1_i1   | 1.18875 | 5.87475  | 4.941955836 |
| TR8074 c4_g1_i1   | 1       | 4.9095   | 4.9095      |
| DRS7C_XENTR       | 1.4125  | 6.86575  | 4.860707965 |
| TR23021 c2_g1_i1  | 1.6795  | 8.11825  | 4.833730277 |
| TPM1_LIZAU        | 1.55    | 7.45325  | 4.808548387 |
| MYH6_MOUSE        | 1.26125 | 6.0355   | 4.785332012 |
| OTOSP_HUMAN       | 1.5115  | 7.18825  | 4.755706252 |
| CO9A2_MOUSE       | 1.0215  | 4.82625  | 4.724669604 |
| TR18709 c0_g1_i1  | 1       | 4.67875  | 4.67875     |
| PBIP1_BOVIN       | 2.22675 | 10.35275 | 4.649264623 |
| TERA_XENTR        | 1.96625 | 9.135    | 4.645899555 |
| TR30024 c0_g3_i1  | 3.77925 | 17.45075 | 4.617516703 |
| CO9A1_MOUSE       | 1.0545  | 4.862    | 4.610715979 |
| TR5694 c2_g1_i1   | 1       | 4.591    | 4.591       |
| PHLA3_RAT         | 1       | 4.586    | 4.586       |
| CO9A2_MOUSE       | 1.14375 | 5.22375  | 4.567213115 |
| CDC16_HUMAN       | 1       | 4.563    | 4.563       |
| CO2A1_CHICK       | 1.2795  | 5.82825  | 4.555099648 |
| MUC5B_HUMAN       | 1.52775 | 6.8885   | 4.508918344 |
| TR15141 c16_g1_i1 | 1       | 4.493    | 4.493       |
| COF2_XENLA        | 7.94325 | 35.409   | 4.457747144 |
| MACD1_BOVIN       | 1.7635  | 7.84475  | 4.448398072 |
| CTNS_HUMAN        | 1       | 4.43725  | 4.43725     |
| TRDN_RAT          | 1.1645  | 5.16525  | 4.435594676 |
| TR18676 c11_g1_i1 | 1.0325  | 4.57225  | 4.428329298 |
| MYH7B_HUMAN       | 1.1715  | 5.1805   | 4.422108408 |
| SDHL_MOUSE        | 1.54125 | 6.80225  | 4.413463098 |
| TERA_XENTR        | 2.11875 | 9.27175  | 4.376047198 |
| TR26614 c1_g1_i1  | 1.30525 | 5.67825  | 4.350316031 |
| TM182_XENTR       | 1.4965  | 6.47975  | 4.329936519 |
| KITH_CHICK        | 1       | 4.317    | 4.317       |
| TR24947 c2_g1_i1  | 1.28925 | 5.55875  | 4.31161528  |
| TR3033 c4_g2_i1   | 1.14225 | 4.923    | 4.309914642 |
| TR24348 c1_g1_i1  | 1       | 4.29975  | 4.29975     |
| SRCH_HUMAN        | 1.32825 | 5.68725  | 4.281761717 |
| TR22643 c2_g2_i1  | 5.4325  | 23.22275 | 4.274781408 |

|                   |          |          |             |
|-------------------|----------|----------|-------------|
| KLH31_HUMAN       | 1.17725  | 4.99675  | 4.244425568 |
| TR30024 c0_g2_i1  | 3.377    | 14.26975 | 4.225570033 |
| TR8322 c0_g2_i1   | 1.233    | 5.19325  | 4.21188159  |
| RYR1_MOUSE        | 1.19825  | 4.9975   | 4.170665554 |
| PLEK2_MOUSE       | 12.36725 | 51.5425  | 4.167660555 |
| MYH7B_HUMAN       | 1.0735   | 4.4435   | 4.139264089 |
| FABPH_RAT         | 4.224    | 17.4405  | 4.12890625  |
| MYBPH_CHICK       | 1.29425  | 5.312    | 4.104307514 |
| DUPD1_XENTR       | 1.155    | 4.72175  | 4.088095238 |
| CORO6_RAT         | 2.03725  | 8.318    | 4.082954964 |
| TERA_DANRE        | 1.86325  | 7.586    | 4.071380652 |
| MYH7B_MOUSE       | 1.12825  | 4.58275  | 4.061821405 |
| TR5093 c1_g2_i1   | 1.53275  | 6.186    | 4.035883216 |
| TR29029 c15_g1_i1 | 1.1125   | 4.47675  | 4.024044944 |
| XIRP2_HUMAN       | 1.09325  | 4.3685   | 3.995883833 |
| FHL1_RAT          | 8.70525  | 34.77075 | 3.994227621 |
| TR1193 c1_g1_i1   | 1.6025   | 6.38625  | 3.985179407 |
| CTGF_BOVIN        | 12.157   | 48.41825 | 3.982746566 |
| MYPC1_HUMAN       | 1.19275  | 4.731    | 3.966464054 |
| CASQ2_MOUSE       | 1.29925  | 5.11725  | 3.938618434 |
| TR10851 c6_g1_i1  | 1        | 3.933    | 3.933       |
| CO9A3_CHICK       | 1.0185   | 3.9775   | 3.905252823 |
| AREG_HUMAN        | 8.683    | 33.78625 | 3.891080272 |
| TR22602 c10_g1_i1 | 1.0565   | 4.10775  | 3.888073829 |
| MYH7B_MOUSE       | 1.12375  | 4.348    | 3.869187987 |
| TR11743 c4_g1_i1  | 1.331    | 5.1195   | 3.846356123 |
| MAON_MOUSE        | 1        | 3.843    | 3.843       |
| LFG1_HUMAN        | 1.20375  | 4.6005   | 3.821806854 |
| SMYD1_MOUSE       | 1.1005   | 4.15525  | 3.775783735 |
| AIF1L_MOUSE       | 5.523    | 20.80025 | 3.766114431 |
| TR18692 c32_g1_i1 | 1.67725  | 6.316    | 3.765687882 |
| TR29748 c1_g1_i1  | 2.1075   | 7.919    | 3.757532622 |
| CD109_HUMAN       | 1        | 3.713    | 3.713       |
| OBSCN_HUMAN       | 1.199    | 4.45175  | 3.712885738 |
| TR15121 c23_g1_i1 | 1.3      | 4.82425  | 3.710961538 |
| TR10008 c3_g1_i1  | 1.3965   | 5.16925  | 3.701575367 |
| TR16116 c0_g4_i1  | 4.131    | 15.2875  | 3.700677802 |
| DS22A_DANRE       | 1.1235   | 4.15075  | 3.694481531 |
| TR24046 c3_g1_i1  | 1.58975  | 5.85175  | 3.680924674 |
| TR20012 c2_g1_i1  | 1.054    | 3.8795   | 3.680740038 |
| TR26330 c2_g2_i1  | 1.081    | 3.948    | 3.652173913 |
| TR2965 c3_g1_i1   | 1.3055   | 4.74475  | 3.634431252 |
| HACD1_HUMAN       | 1.7105   | 6.2015   | 3.625548085 |
| ABRA_HUMAN        | 1.152    | 4.15925  | 3.610460069 |
| MSS51_HUMAN       | 1.2885   | 4.648    | 3.607295305 |
| TR16212 c0_g1_i1  | 1.16125  | 4.18875  | 3.607104413 |
| LRRN1_BOVIN       | 1.01875  | 3.6685   | 3.600981595 |

|                   |          |           |             |
|-------------------|----------|-----------|-------------|
| CTDS2_HUMAN       | 1        | 3.59375   | 3.59375     |
| TR12405 c4_g1_i1  | 1.3235   | 4.7455    | 3.585568568 |
| TXLNB_CHICK       | 1.19625  | 4.28625   | 3.5830721   |
| GPM6B_HUMAN       | 1        | 3.57225   | 3.57225     |
| KLH31_DANRE       | 1.0785   | 3.85125   | 3.57093185  |
| HSP70_PLEWA       | 11.1625  | 39.7995   | 3.565464726 |
| TR21479 c4_g1_i2  | 1        | 3.54475   | 3.54475     |
| TR25198 c1_g1_i1  | 1.62325  | 5.7515    | 3.54320037  |
| TR22602 c18_g1_i1 | 1.108    | 3.919     | 3.53700361  |
| XIRP2_HUMAN       | 1.118    | 3.94575   | 3.529293381 |
| LRRN1_BOVIN       | 1.078    | 3.789     | 3.514842301 |
| TR9684 c2_g1_i1   | 1.03675  | 3.62825   | 3.499638293 |
| TGM1_CANFA        | 7.1735   | 25.07     | 3.494807277 |
| TRDN_CANFA        | 1.259    | 4.3845    | 3.482525814 |
| TR29054 c5_g1_i1  | 1.1225   | 3.9035    | 3.477505568 |
| TR5030 c2_g1_i1   | 1.287    | 4.47475   | 3.476884227 |
| TR29959 c1_g1_i1  | 1.18475  | 4.09425   | 3.455792361 |
| MPSF_CHICK        | 1.08575  | 3.748     | 3.451991711 |
| TR26396 c26_g1_i1 | 1        | 3.391     | 3.391       |
| LAMA3_HUMAN       | 6.97025  | 23.48475  | 3.369283742 |
| ENOB_BOVIN        | 64.35575 | 215.97475 | 3.3559511   |
| ABEC2_BOVIN       | 1.01025  | 3.3865    | 3.352140559 |
| DXO_HUMAN         | 1        | 3.3315    | 3.3315      |
| TR9684 c0_g1_i1   | 1.086    | 3.60975   | 3.323895028 |
| TR21776 c16_g1_i1 | 10.64125 | 34.893    | 3.279032069 |
| TR31042 c4_g1_i1  | 1.1515   | 3.77375   | 3.277247069 |
| MXRA5_HUMAN       | 1.33775  | 4.37275   | 3.268734816 |
| TR16522 c24_g1_i1 | 9.28775  | 30.35425  | 3.26820274  |
| FKBP5_HUMAN       | 2.4225   | 7.90675   | 3.263880289 |
| TR5659 c20_g1_i1  | 1.06425  | 3.47175   | 3.262156448 |
| LORF2_HUMAN       | 1.44525  | 4.6835    | 3.24061581  |
| TR25410 c0_g1_i1  | 4.73175  | 15.32975  | 3.239763301 |
| TR6481 c2_g1_i1   | 4.25925  | 13.79575  | 3.239009215 |
| TR27931 c2_g1_i1  | 1.07225  | 3.47275   | 3.238750291 |
| TR26352 c8_g1_i1  | 1.1515   | 3.72125   | 3.231654364 |
| TM182_DANRE       | 1.128    | 3.6405    | 3.227393617 |
| RYP3_HUMAN        | 1.2075   | 3.89525   | 3.225879917 |
| LAMB3_HUMAN       | 21.29225 | 68.565    | 3.220185748 |
| LECT1_BOVIN       | 1.076    | 3.43425   | 3.191682156 |
| TR20819 c22_g1_i1 | 1.08575  | 3.463     | 3.189500345 |
| TR20819 c26_g1_i1 | 1.103    | 3.5125    | 3.184496827 |
| TR1315 c1_g1_i1   | 1        | 3.1835    | 3.1835      |
| TR22581 c4_g1_i1  | 1.8205   | 5.79125   | 3.181131557 |
| TR27931 c3_g1_i1  | 1.19575  | 3.80225   | 3.179803471 |
| ZN185_MOUSE       | 6.40325  | 20.3595   | 3.179557256 |
| YIPF7_BOVIN       | 1.13475  | 3.606     | 3.177792465 |
| TR29201 c1_g1_i1  | 1.15775  | 3.66325   | 3.164111423 |

|                   |          |           |             |
|-------------------|----------|-----------|-------------|
| PGAP3_HUMAN       | 1        | 3.16375   | 3.16375     |
| TXLNB_MOUSE       | 1.14225  | 3.59925   | 3.151017728 |
| HEMO_PONAB        | 2.67575  | 8.42925   | 3.150238251 |
| TR17589 c0_g1_i1  | 3.172    | 9.94475   | 3.135167087 |
| UN45B_XENLA       | 1.20675  | 3.7695    | 3.123679304 |
| NUD22_BOVIN       | 2.862    | 8.90975   | 3.113120196 |
| TR6481 c0_g1_i1   | 4.83525  | 15.02725  | 3.107853782 |
| XIRP2_RAT         | 1.08825  | 3.3715    | 3.098093269 |
| TR3033 c21_g1_i1  | 1.1005   | 3.3975    | 3.087233076 |
| TR29689 c19_g1_i1 | 1        | 3.058     | 3.058       |
| TR16529 c15_g1_i1 | 1.1055   | 3.38      | 3.057440072 |
| TR25821 c2_g1_i1  | 1.022    | 3.12275   | 3.055528376 |
| ANXA6_HUMAN       | 5.17825  | 15.71725  | 3.035243567 |
| PACN3_HUMAN       | 5.58675  | 16.923    | 3.029131427 |
| TR16116 c1_g1_i1  | 1        | 3.026     | 3.026       |
| TR15930 c0_g1_i1  | 1.07375  | 3.24375   | 3.020954598 |
| CALM_MYXGL        | 76.051   | 228.71625 | 3.007406214 |
| TR25585 c1_g1_i1  | 1        | 2.9925    | 2.9925      |
| PGCA_BOVIN        | 1.024    | 3.06325   | 2.991455078 |
| TR26338 c7_g1_i1  | 1.28825  | 3.85225   | 2.990296914 |
| TR9684 c4_g1_i1   | 1.081    | 3.23175   | 2.989592969 |
| TR25198 c1_g2_i1  | 1.36825  | 4.08675   | 2.986844509 |
| TR28797 c3_g1_i1  | 1.054    | 3.14225   | 2.98126186  |
| TR17724 c1_g1_i1  | 1.05375  | 3.1415    | 2.981257414 |
| MPSF_CHICK        | 1.027    | 3.05425   | 2.973953262 |
| TR28084 c2_g1_i1  | 1        | 2.9675    | 2.9675      |
| OBSCN_MOUSE       | 1.1155   | 3.304     | 2.961900493 |
| RYR1_MOUSE        | 1.08825  | 3.2115    | 2.951068229 |
| KCC2A_RAT         | 1.09375  | 3.2165    | 2.9408      |
| SMTL1_MOUSE       | 1.5865   | 4.663     | 2.939174283 |
| PDK2_MOUSE        | 4.01175  | 11.77275  | 2.934567209 |
| TR10851 c2_g1_i1  | 1        | 2.93125   | 2.93125     |
| TR25821 c1_g1_i1  | 1.015    | 2.96625   | 2.922413793 |
| MYH7_PAPHA        | 1        | 2.92225   | 2.92225     |
| TR645 c2_g1_i1    | 1        | 2.92125   | 2.92125     |
| RYR1_RABIT        | 1.12875  | 3.29475   | 2.918936877 |
| CIRBP_PONAB       | 17.2725  | 50.215    | 2.907222463 |
| TR25842 c2_g1_i1  | 1.03925  | 3.0045    | 2.891027183 |
| KEAP1_PIG         | 13.40225 | 38.529    | 2.874815796 |
| TR25842 c3_g1_i1  | 1.04425  | 3.00075   | 2.873593488 |
| TR5659 c22_g1_i1  | 2.43275  | 6.98925   | 2.872983249 |
| TR17724 c3_g1_i1  | 1.0785   | 3.096     | 2.870653686 |
| TR23021 c17_g1_i1 | 1.5975   | 4.58525   | 2.870266041 |
| TR21782 c14_g1_i1 | 1.17675  | 3.377     | 2.86976843  |
| IP6K3_HUMAN       | 1.03925  | 2.9805    | 2.867933606 |
| TITIN_HUMAN       | 1.06625  | 3.05325   | 2.863540445 |
| TR22581 c5_g1_i2  | 1.50675  | 4.3125    | 2.862120458 |

|                   |          |          |             |
|-------------------|----------|----------|-------------|
| TR15118 c10_g1_i1 | 2.53475  | 7.24325  | 2.857579643 |
| TR17724 c2_g1_i1  | 1.07375  | 3.0625   | 2.852153667 |
| TR25266 c4_g1_i1  | 1.04425  | 2.97225  | 2.846301173 |
| TITIN_MOUSE       | 1.06375  | 3.0235   | 2.842303173 |
| TR13692 c0_g1_i1  | 154.1545 | 438.0665 | 2.841736699 |
| MYOM3_MOUSE       | 2.598    | 7.38025  | 2.840742879 |
| ACHD_CHICK        | 1.1495   | 3.257    | 2.833405829 |
| DPYS_HUMAN        | 1.11025  | 3.14225  | 2.830218419 |
| TR1315 c2_g1_i1   | 1.03675  | 2.934    | 2.829997589 |
| TR24098 c2_g1_i1  | 1.03675  | 2.92775  | 2.823969134 |
| NEST_HUMAN        | 6.3765   | 17.9765  | 2.819179801 |
| TR4957 c7_g1_i1   | 1.103    | 3.10275  | 2.813009973 |
| FOSB_MOUSE        | 1.2805   | 3.59725  | 2.809254198 |
| MYOM3_HUMAN       | 1.066    | 2.99425  | 2.808864916 |
| TR7273 c0_g1_i1   | 1.2875   | 3.61575  | 2.808349515 |
| PACN3_HUMAN       | 2.0755   | 5.82475  | 2.806432185 |
| IL8_CHICK         | 2.0475   | 5.74075  | 2.803785104 |
| ARP21_HUMAN       | 1.20625  | 3.3755   | 2.798341969 |
| TR4376 c0_g1_i1   | 1.37775  | 3.853    | 2.796588641 |
| TR21772 c10_g2_i1 | 2.70375  | 7.5335   | 2.786315303 |
| AT1A2_BOVIN       | 1.2165   | 3.389    | 2.785861077 |
| TR4957 c6_g1_i1   | 1.0735   | 2.981    | 2.776897997 |
| XIRP2_HUMAN       | 1.03425  | 2.87125  | 2.776166304 |
| TR6410 c7_g1_i1   | 1        | 2.77475  | 2.77475     |
| CJ071_HUMAN       | 1.172    | 3.25125  | 2.774104096 |
| TR28114 c2_g1_i1  | 1.1255   | 3.11225  | 2.76521546  |
| GUAD_HUMAN        | 1        | 2.761    | 2.761       |
| TR29201 c2_g1_i1  | 1.1005   | 3.03575  | 2.758518855 |
| TR9245 c0_g2_i1   | 1.823    | 5.0185   | 2.752879868 |
| TR18582 c1_g1_i1  | 1.1165   | 3.0725   | 2.751903269 |
| MYOM3_MOUSE       | 1.027    | 2.82575  | 2.751460565 |
| IBP5_BOVIN        | 6.99125  | 19.18175 | 2.743679599 |
| TR18539 c1_g1_i1  | 1.044    | 2.863    | 2.742337165 |
| TR11059 c1_g1_i2  | 1.41725  | 3.88225  | 2.739283824 |
| ADIPO_MOUSE       | 1.16025  | 3.17675  | 2.737987503 |
| TR25519 c0_g1_i1  | 1.0465   | 2.86025  | 2.733158146 |
| TR22563 c0_g1_i1  | 1.411    | 3.8455   | 2.725372077 |
| TR1107 c0_g1_i1   | 1.0195   | 2.76875  | 2.715792055 |
| TR28797 c1_g1_i1  | 1.044    | 2.822    | 2.703065134 |
| TR21538 c14_g1_i1 | 1.3955   | 3.76275  | 2.696345396 |
| TR9698 c0_g1_i1   | 1.2025   | 3.23625  | 2.691268191 |
| TR29201 c0_g1_i1  | 1.0565   | 2.841    | 2.689067676 |
| TITIN_HUMAN       | 1.071    | 2.8765   | 2.685807656 |
| TR20819 c10_g1_i1 | 1.1005   | 2.95175  | 2.682189914 |
| PCOC2_HUMAN       | 4.3305   | 11.6075  | 2.68040642  |
| TR22563 c0_g2_i1  | 1        | 2.67675  | 2.67675     |
| IOD3_XENLA        | 8.31975  | 22.2625  | 2.675861654 |

|                   |         |          |             |
|-------------------|---------|----------|-------------|
| TR4657 c2_g1_i1   | 1.1785  | 3.15275  | 2.675222741 |
| TITIN_MOUSE       | 1       | 2.66975  | 2.66975     |
| TR9519 c9_g1_i1   | 1       | 2.66725  | 2.66725     |
| ACHA_CHICK        | 1.333   | 3.5515   | 2.664291073 |
| PTPRV_RAT         | 1       | 2.6585   | 2.6585      |
| RYR3_RABIT        | 1.11225 | 2.94125  | 2.644414475 |
| TR5061 c5_g1_i1   | 1.1155  | 2.948    | 2.642761094 |
| DUS27_MOUSE       | 1.06375 | 2.80775  | 2.639482961 |
| TR21538 c32_g1_i1 | 1.5965  | 4.21325  | 2.639054181 |
| DUS5_HUMAN        | 8.66225 | 22.85425 | 2.638373402 |
| TR21814 c25_g1_i1 | 1.06    | 2.7955   | 2.637264151 |
| TR3032 c7_g1_i1   | 1       | 2.63725  | 2.63725     |
| TR5735 c10_g1_i1  | 2.93675 | 7.7365   | 2.634374734 |
| TR25263 c31_g1_i1 | 1.0835  | 2.84675  | 2.627365021 |
| TITIN_MOUSE       | 1.025   | 2.6925   | 2.626829268 |
| TR14056 c4_g1_i1  | 1.055   | 2.76675  | 2.622511848 |
| ARHL1_MOUSE       | 1.03675 | 2.7165   | 2.620207379 |
| TITIN_HUMAN       | 1.09825 | 2.8765   | 2.619166856 |
| TR11764 c6_g1_i1  | 1.0875  | 2.8455   | 2.616551724 |
| TR4259 c3_g1_i1   | 1       | 2.61575  | 2.61575     |
| TR26671 c0_g1_i1  | 1.29125 | 3.3775   | 2.615682478 |
| TR19944 c3_g1_i1  | 2.43775 | 6.371    | 2.613475541 |
| TR4291 c1_g1_i1   | 1.05875 | 2.7565   | 2.603541913 |
| TR4195 c0_g1_i1   | 1.33675 | 3.47675  | 2.6008977   |
| POPD1_CHICK       | 2.10125 | 5.4645   | 2.600594884 |
| TR16445 c0_g1_i1  | 4.1055  | 10.66275 | 2.597186701 |
| TR15142 c9_g2_i1  | 1       | 2.5965   | 2.5965      |
| TR1779 c0_g1_i1   | 1.118   | 2.901    | 2.594812165 |
| TR16631 c2_g1_i1  | 3.30675 | 8.57     | 2.591668557 |
| KLH31_DANRE       | 1.1425  | 2.96025  | 2.591028446 |
| CHRD1_PIG         | 1.1975  | 3.10125  | 2.589770355 |
| XIRP2_HUMAN       | 1.0245  | 2.65225  | 2.588823816 |
| PTG3L_MOUSE       | 1.1665  | 3.012    | 2.582083155 |
| TR5571 c7_g2_i1   | 5.039   | 12.99125 | 2.578140504 |
| TR18727 c4_g1_i1  | 1.261   | 3.251    | 2.578112609 |
| VGLL3_HUMAN       | 1.34475 | 3.466    | 2.577430749 |
| LECT1_BOVIN       | 1.0375  | 2.673    | 2.576385542 |
| TR7504 c0_g2_i1   | 1       | 2.574    | 2.574       |
| TR5493 c2_g1_i1   | 1.2885  | 3.3145   | 2.572370974 |
| OBSCN_HUMAN       | 1.03175 | 2.6515   | 2.5699055   |
| TR16811 c0_g1_i1  | 2.366   | 6.06525  | 2.563503804 |
| TITIN_MOUSE       | 1.12975 | 2.8945   | 2.562071255 |
| TITIN_MOUSE       | 1.0785  | 2.759    | 2.558182661 |
| TR28755 c1_g1_i1  | 1.044   | 2.6695   | 2.556992337 |
| TR21782 c18_g1_i1 | 1.553   | 3.969    | 2.555698648 |
| TITIN_HUMAN       | 1.044   | 2.664    | 2.551724138 |
| TR31042 c1_g1_i1  | 1.14125 | 2.9055   | 2.545892662 |

|                   |          |          |             |
|-------------------|----------|----------|-------------|
| FOSL2_CHICK       | 4.26425  | 10.8485  | 2.544058158 |
| SEM3A_CHICK       | 3.71225  | 9.42925  | 2.540036366 |
| TR25654 c0_g1_i1  | 1        | 2.5385   | 2.5385      |
| TR11764 c2_g2_i1  | 1        | 2.536    | 2.536       |
| MYSS_CYPCA        | 1.0245   | 2.59475  | 2.532698878 |
| TR22643 c2_g3_i1  | 4.87525  | 12.34075 | 2.531306087 |
| S22AH_RAT         | 1        | 2.528    | 2.528       |
| UBP13_HUMAN       | 1.085    | 2.7405   | 2.525806452 |
| TR5493 c0_g1_i1   | 1.125    | 2.841    | 2.525333333 |
| AKAP6_HUMAN       | 1.022    | 2.58     | 2.52446184  |
| SDF1_XENLA        | 2.003    | 5.05575  | 2.524088867 |
| XIRP2_HUMAN       | 1.0985   | 2.7665   | 2.518434228 |
| RYR3_HUMAN        | 1.087    | 2.737    | 2.517939282 |
| PO21_NASVI        | 1        | 2.5145   | 2.5145      |
| TR21044 c0_g1_i1  | 1.68975  | 4.24725  | 2.513537506 |
| TR4259 c0_g1_i1   | 1.018    | 2.555    | 2.509823183 |
| TR16151 c0_g2_i1  | 1.1055   | 2.771    | 2.506558118 |
| TR9684 c3_g1_i1   | 1.06375  | 2.6655   | 2.505757932 |
| RYR1_MOUSE        | 1.18425  | 2.96525  | 2.503905425 |
| HSPB2_RAT         | 1.0375   | 2.59775  | 2.503855422 |
| MYOME_HUMAN       | 2.52225  | 6.315    | 2.503716919 |
| TITIN_HUMAN       | 1.08625  | 2.716    | 2.500345224 |
| PGCA_HUMAN        | 1        | 2.49925  | 2.49925     |
| TR24098 c27_g1_i1 | 1.1035   | 2.75675  | 2.498187585 |
| CALM_XENLA        | 15.75375 | 39.25775 | 2.491962231 |
| TR17970 c2_g1_i1  | 1        | 2.48725  | 2.48725     |
| TR16632 c2_g1_i1  | 1.682    | 4.1805   | 2.485434007 |
| TR4333 c10_g1_i1  | 1.217    | 3.02425  | 2.485004108 |
| TR5320 c1_g1_i1   | 1.044    | 2.58875  | 2.479645594 |
| TR19659 c0_g1_i1  | 1.475    | 3.651    | 2.475254237 |
| MY18B_HUMAN       | 1.042    | 2.57775  | 2.473848369 |
| MXRA5_HUMAN       | 1.0735   | 2.65525  | 2.473451327 |
| TR24297 c1_g1_i1  | 1.1085   | 2.738    | 2.470004511 |
| TITIN_HUMAN       | 1.15475  | 2.8495   | 2.467633687 |
| AKAP6_HUMAN       | 1.022    | 2.51775  | 2.463551859 |
| TR28794 c3_g1_i1  | 1        | 2.463    | 2.463       |
| TR18694 c9_g1_i1  | 1.25225  | 3.0805   | 2.45997205  |
| SYNP2_HUMAN       | 1.327    | 3.26225  | 2.458364732 |
| TSP4_XENLA        | 1.61675  | 3.972    | 2.456780578 |
| PUA1A_XENLA       | 1.6295   | 3.99975  | 2.454587297 |
| BAG3_HUMAN        | 6.21175  | 15.2225  | 2.450597658 |
| TR26390 c12_g1_i1 | 1        | 2.4355   | 2.4355      |
| TR23021 c10_g1_i1 | 1.441    | 3.503    | 2.430950729 |
| AZIN2_XENLA       | 1.1155   | 2.7075   | 2.427162707 |
| TR26388 c25_g1_i1 | 1.0685   | 2.59225  | 2.426064577 |
| TAL2_TACTR        | 1.308    | 3.165    | 2.419724771 |
| TR26721 c2_g1_i1  | 1.081    | 2.6155   | 2.419518964 |

|                   |          |         |             |
|-------------------|----------|---------|-------------|
| TR12205 c1_g1_i1  | 1        | 2.4165  | 2.4165      |
| TR24745 c1_g1_i1  | 1.12875  | 2.72575 | 2.414839424 |
| TR7846 c0_g1_i1   | 1        | 2.41275 | 2.41275     |
| TR24093 c1_g1_i1  | 1.09325  | 2.6355  | 2.410702035 |
| TR30482 c0_g1_i1  | 1.0785   | 2.5985  | 2.409364859 |
| ACHB_XENLA        | 1.17425  | 2.82425 | 2.405152225 |
| TR30036 c6_g1_i1  | 1.2755   | 3.06325 | 2.401607213 |
| TR18814 c2_g1_i1  | 1.20075  | 2.883   | 2.400999375 |
| TR16151 c3_g1_i1  | 1.13775  | 2.72925 | 2.398813448 |
| TR26390 c4_g1_i1  | 1.1275   | 2.69975 | 2.394456763 |
| CCG6_RAT          | 1.054    | 2.52275 | 2.393500949 |
| TR5735 c11_g1_i1  | 1.97625  | 4.727   | 2.391903858 |
| ACHD_XENLA        | 1.025    | 2.44825 | 2.388536585 |
| UACA_HUMAN        | 2.95175  | 7.041   | 2.385364614 |
| TR10651 c1_g2_i1  | 2.16475  | 5.154   | 2.38087539  |
| TR20035 c6_g1_i1  | 2.1405   | 5.0905  | 2.378182668 |
| TR10851 c1_g1_i1  | 1.0465   | 2.48675 | 2.376254181 |
| FGFR4_PLEWA       | 1.12475  | 2.66475 | 2.369193154 |
| OBSCN_HUMAN       | 1.0955   | 2.58825 | 2.362619808 |
| TR19037 c0_g1_i1  | 1.3825   | 3.2655  | 2.362025316 |
| AKAP6_HUMAN       | 1        | 2.36175 | 2.36175     |
| AKAP6_HUMAN       | 1.0295   | 2.43    | 2.360369111 |
| TR26388 c21_g1_i1 | 1.17025  | 2.7605  | 2.358897671 |
| TR18727 c29_g1_i1 | 1.588    | 3.74525 | 2.358469773 |
| CLC3A_XENLA       | 1        | 2.354   | 2.354       |
| TR23021 c5_g2_i1  | 1.62325  | 3.8155  | 2.350531341 |
| TR19100 c1_g1_i1  | 1.0195   | 2.39525 | 2.349435998 |
| MSS51_HUMAN       | 1.298    | 3.0475  | 2.347842835 |
| TR28797 c5_g1_i1  | 1.06625  | 2.50125 | 2.345838218 |
| MXRA5_HUMAN       | 1.174    | 2.754   | 2.345826235 |
| TR19100 c2_g1_i1  | 1        | 2.34425 | 2.34425     |
| TR27931 c5_g1_i1  | 1.119    | 2.61875 | 2.34025916  |
| OBSCN_HUMAN       | 1.069    | 2.49675 | 2.335594013 |
| CRIP2_RAT         | 1.8485   | 4.316   | 2.334866108 |
| TR9910 c1_g1_i1   | 1        | 2.334   | 2.334       |
| AKAP6_HUMAN       | 1        | 2.332   | 2.332       |
| TR27931 c0_g1_i1  | 1.10175  | 2.56925 | 2.331971863 |
| TR11572 c0_g1_i1  | 1.1155   | 2.601   | 2.331689825 |
| MY18B_HUMAN       | 1        | 2.33075 | 2.33075     |
| TPPP3_XENLA       | 14.64875 | 34.099  | 2.327775407 |
| TRDN_RAT          | 1        | 2.327   | 2.327       |
| TR8295 c0_g1_i1   | 1.16875  | 2.716   | 2.323850267 |
| TR28051 c1_g1_i1  | 1        | 2.323   | 2.323       |
| TR12590 c1_g1_i1  | 1.1875   | 2.75625 | 2.321052632 |
| OBSCN_MOUSE       | 1.044    | 2.421   | 2.318965517 |
| SEM3B_HUMAN       | 3.3295   | 7.70225 | 2.313335336 |
| ABEC2_BOVIN       | 1.2655   | 2.927   | 2.312919795 |

|                   |         |          |             |
|-------------------|---------|----------|-------------|
| GLSL_MOUSE        | 1.0565  | 2.44175  | 2.311168954 |
| TR12391 c16_g1_i1 | 1.5945  | 3.681    | 2.308560677 |
| TR5634 c5_g1_i1   | 1.7095  | 3.9325   | 2.300380228 |
| DKK1_HUMAN        | 1.89375 | 4.35575  | 2.300066007 |
| TR4957 c4_g1_i1   | 1.0515  | 2.4155   | 2.297194484 |
| TR25254 c3_g1_i1  | 1       | 2.2965   | 2.2965      |
| TR27723 c0_g1_i1  | 1.11525 | 2.561    | 2.296346111 |
| TR5822 c0_g1_i1   | 1.32725 | 3.039    | 2.289696741 |
| FBN1_BOVIN        | 5.4     | 12.348   | 2.286666667 |
| ZN185_MOUSE       | 9.093   | 20.7765  | 2.284889475 |
| TR20003 c8_g1_i1  | 1.1325  | 2.587    | 2.284326711 |
| ABC3G_MACMU       | 1       | 2.2805   | 2.2805      |
| ASPN_BOVIN        | 1.08975 | 2.484    | 2.279421886 |
| TITIN_MOUSE       | 1.12    | 2.5525   | 2.279017857 |
| RABP1_CHICK       | 1.13025 | 2.56675  | 2.270957753 |
| TR18587 c1_g1_i1  | 1.23525 | 2.7995   | 2.266342846 |
| TR8594 c0_g1_i1   | 1       | 2.26575  | 2.26575     |
| OBSCN_MOUSE       | 1.03675 | 2.3485   | 2.265251989 |
| TR20542 c0_g1_i1  | 1.049   | 2.376    | 2.265014299 |
| ABLM2_MOUSE       | 1       | 2.26475  | 2.26475     |
| MY18B_HUMAN       | 1       | 2.2635   | 2.2635      |
| ALKB8_BOVIN       | 1       | 2.2635   | 2.2635      |
| SIA7B_MOUSE       | 3.0755  | 6.94675  | 2.258738417 |
| LDB3_MOUSE        | 1.09825 | 2.4785   | 2.256772137 |
| PERI_XENLA        | 1       | 2.246    | 2.246       |
| DUS14_MOUSE       | 1.1295  | 2.536    | 2.245241257 |
| TR21646 c4_g1_i1  | 2.09125 | 4.68325  | 2.23945009  |
| TR14056 c5_g1_i1  | 1.27875 | 2.8565   | 2.233822092 |
| HIF3A_HUMAN       | 7.87    | 17.49875 | 2.223475222 |
| HGFL_BOVIN        | 6.062   | 13.4665  | 2.221461564 |
| TR13778 c0_g1_i1  | 1.03425 | 2.29675  | 2.220691322 |
| WNT5A_RABIT       | 1.96675 | 4.3565   | 2.215075632 |
| TR23769 c1_g1_i1  | 1.044   | 2.31175  | 2.214319923 |
| NEUL2_HUMAN       | 1.15475 | 2.5565   | 2.213899112 |
| TR24421 c1_g1_i1  | 1.49725 | 3.31475  | 2.213892136 |
| TR9896 c1_g1_i1   | 1.081   | 2.3925   | 2.213228492 |
| FA76B_HUMAN       | 1       | 2.20975  | 2.20975     |
| TITIN_MOUSE       | 1.0245  | 2.2595   | 2.205466081 |
| ANPRB_ANGJA       | 1       | 2.1985   | 2.1985      |
| PAX1_MOUSE        | 2.13875 | 4.69625  | 2.195791935 |
| ALPK2_HUMAN       | 1.0295  | 2.26     | 2.195240408 |
| TR18443 c1_g1_i1  | 1.24575 | 2.726    | 2.188240016 |
| TR28051 c0_g1_i1  | 1.01225 | 2.21425  | 2.187453692 |
| TR25842 c1_g1_i1  | 1       | 2.18675  | 2.18675     |
| YLAT2_XENTR       | 1.061   | 2.31825  | 2.184967012 |
| AKAP6_HUMAN       | 1.03425 | 2.256    | 2.18129079  |
| TR21780 c2_g1_i1  | 1       | 2.18125  | 2.18125     |

|                   |          |           |             |
|-------------------|----------|-----------|-------------|
| TR15477 c1_g1_i1  | 1.19125  | 2.5965    | 2.179643232 |
| TMOD1_BOVIN       | 1.1025   | 2.4025    | 2.179138322 |
| TOR3A_HUMAN       | 1.88525  | 4.10775   | 2.178888742 |
| TITIN_HUMAN       | 1.0245   | 2.23075   | 2.177403612 |
| TRI55_HUMAN       | 1.09975  | 2.39425   | 2.177085701 |
| TR15492 c2_g1_i1  | 1        | 2.176     | 2.176       |
| TR27786 c0_g1_i1  | 1.39     | 3.0235    | 2.175179856 |
| RHG24_HUMAN       | 2.88925  | 6.283     | 2.174612789 |
| CNN2_MOUSE        | 74.28375 | 161.09675 | 2.168667441 |
| UBP13_HUMAN       | 1.06375  | 2.3065    | 2.16827262  |
| TR18745 c10_g1_i2 | 1        | 2.16575   | 2.16575     |
| TR21782 c9_g1_i1  | 1.19475  | 2.58425   | 2.163004813 |
| TR5634 c6_g1_i1   | 1.313    | 2.839     | 2.162223915 |
| LAMA2_MOUSE       | 1.54525  | 3.33925   | 2.160977188 |
| TR30753 c0_g2_i1  | 1.2135   | 2.622     | 2.160692213 |
| PINLY_HUMAN       | 1.936    | 4.18075   | 2.159478306 |
| TR6826 c4_g1_i1   | 1.07075  | 2.3115    | 2.158767219 |
| RYR3_RABIT        | 1.09375  | 2.36      | 2.157714286 |
| STEA4_HUMAN       | 1.64375  | 3.5325    | 2.14904943  |
| SHC4_HUMAN        | 1.342    | 2.884     | 2.149031297 |
| TR30181 c0_g1_i1  | 1        | 2.1455    | 2.1455      |
| P3H2_HUMAN        | 1.91     | 4.09775   | 2.145418848 |
| RYR3_MOUSE        | 1.1395   | 2.4425    | 2.143483984 |
| TR21776 c19_g1_i1 | 1.28275  | 2.7465    | 2.141103099 |
| TR22825 c0_g1_i1  | 1.059    | 2.2625    | 2.136449481 |
| RUSC2_HUMAN       | 1.31125  | 2.795     | 2.131553861 |
| PGCA_PIG          | 1        | 2.1285    | 2.1285      |
| YLAT2_XENTR       | 1.05475  | 2.242     | 2.125622185 |
| TR23769 c0_g1_i1  | 1.1085   | 2.3525    | 2.122237258 |
| CA2D1_MOUSE       | 1.071    | 2.272     | 2.121381886 |
| MYLK2_BOVIN       | 1.1025   | 2.329     | 2.112471655 |
| TR26674 c1_g1_i1  | 1.03175  | 2.177     | 2.110007269 |
| TSN7_HUMAN        | 2.4725   | 5.2085    | 2.106572295 |
| S38A3_MOUSE       | 1.11275  | 2.3415    | 2.104246237 |
| MYCD_PIG          | 1.069    | 2.24825   | 2.10313377  |
| TR6453 c11_g1_i1  | 1.07175  | 2.25275   | 2.101936086 |
| TR20890 c1_g1_i1  | 1.213    | 2.5495    | 2.101813685 |
| SEM3C_CHICK       | 1.449    | 3.04475   | 2.101276743 |
| TR16129 c0_g1_i1  | 1.54875  | 3.2495    | 2.098143664 |
| TENS_CHICK        | 2.67225  | 5.59175   | 2.092525026 |
| MYLK2_RABIT       | 1.16575  | 2.435     | 2.088784045 |
| TR8625 c0_g1_i1   | 1        | 2.0805    | 2.0805      |
| TR20035 c1_g1_i1  | 1.63575  | 3.39075   | 2.072902338 |
| DREB_HUMAN        | 2.05025  | 4.24575   | 2.070845019 |
| OBSCN_MOUSE       | 1.03925  | 2.14925   | 2.068077941 |
| TR23064 c2_g1_i1  | 1.064    | 2.19475   | 2.062734962 |
| MY18B_HUMAN       | 1.079    | 2.22375   | 2.060936052 |

|                   |         |         |             |
|-------------------|---------|---------|-------------|
| TR2981 c10_g1_i1  | 1.0565  | 2.1685  | 2.052531945 |
| RYR3_MOUSE        | 1.076   | 2.20825 | 2.052276952 |
| TR21646 c3_g1_i1  | 1.5565  | 3.19275 | 2.051236749 |
| TR24821 c0_g1_i1  | 1.044   | 2.141   | 2.050766284 |
| TR28722 c0_g1_i1  | 1.1345  | 2.3235  | 2.048038784 |
| RUSC2_HUMAN       | 1.1845  | 2.42225 | 2.044955678 |
| TR8074 c0_g1_i1   | 1.069   | 2.1825  | 2.041627689 |
| BIG1_HUMAN        | 2.353   | 4.795   | 2.037824054 |
| RBM43_HUMAN       | 1       | 2.0375  | 2.0375      |
| TR5493 c1_g1_i1   | 1.2575  | 2.5595  | 2.035387674 |
| PTGIS_MOUSE       | 1.86375 | 3.7825  | 2.029510396 |
| FLIP1_HUMAN       | 1.077   | 2.177   | 2.021355617 |
| LORF2_HUMAN       | 1       | 2.01925 | 2.01925     |
| SPTB2_MOUSE       | 1.71875 | 3.46975 | 2.018763636 |
| GPC5B_HUMAN       | 1.48975 | 2.9995  | 2.013425071 |
| SCN1B_CANFA       | 1.044   | 2.0965  | 2.008141762 |
| CAN5_MOUSE        | 1.295   | 2.59875 | 2.006756757 |
| FA32A_PONAB       | 1       | 2.00425 | 2.00425     |
| TR12590 c0_g1_i1  | 1.34525 | 2.689   | 1.998884966 |
| TR25527 c0_g1_i1  | 1.153   | 2.3025  | 1.996964441 |
| TR22796 c1_g1_i1  | 1.08575 | 2.1665  | 1.995394888 |
| SEM3C_PONAB       | 1.44425 | 2.8765  | 1.991691189 |
| PE2R3_HUMAN       | 1.75625 | 3.4975  | 1.991459075 |
| FLIP1_MOUSE       | 1.08375 | 2.149   | 1.982929642 |
| SIX1B_DANRE       | 1       | 1.9815  | 1.9815      |
| TRDN_RAT          | 1       | 1.97925 | 1.97925     |
| SRBS1_MOUSE       | 1.74175 | 3.43475 | 1.972010909 |
| CIO72_HUMAN       | 1       | 1.95425 | 1.95425     |
| TR119 c1_g1_i1    | 1.022   | 1.992   | 1.949119374 |
| TR12391 c20_g1_i1 | 1.28725 | 2.508   | 1.948339483 |
| HS3SA_HUMAN       | 1.1925  | 2.323   | 1.948008386 |
| TR5675 c6_g2_i1   | 1       | 1.9475  | 1.9475      |
| RTJK_DROFU        | 1.3565  | 2.6395  | 1.945816439 |
| TRDN_RAT          | 1       | 1.94475 | 1.94475     |
| TR7446 c1_g1_i1   | 1       | 1.94425 | 1.94425     |
| TR19736 c1_g1_i1  | 1.30175 | 2.52825 | 1.942193201 |
| RYR3_HUMAN        | 1.15225 | 2.2145  | 1.921891951 |
| CR021_HUMAN       | 1.09475 | 2.102   | 1.920073076 |
| TRDN_RAT          | 1       | 1.92    | 1.92        |
| TR13892 c0_g2_i1  | 1.015   | 1.94475 | 1.916009852 |
| DYST_HUMAN        | 2.39725 | 4.591   | 1.915111065 |
| BORG1_RAT         | 1.4945  | 2.84825 | 1.905821345 |
| TR20003 c3_g1_i1  | 1.1335  | 2.15175 | 1.898323776 |
| NEBU_HUMAN        | 1.005   | 1.90075 | 1.891293532 |
| C2CD3_XENTR       | 1       | 1.89075 | 1.89075     |
| MY18B_HUMAN       | 1.081   | 2.03975 | 1.886910268 |
| TR5634 c26_g1_i1  | 1       | 1.8855  | 1.8855      |

|                   |         |         |             |
|-------------------|---------|---------|-------------|
| TR17498 c1_g1_i3  | 1       | 1.882   | 1.882       |
| TR9886 c0_g1_i1   | 1.35175 | 2.54275 | 1.881080081 |
| MEOX1_PONPY       | 1.2025  | 2.25325 | 1.873804574 |
| TR5641 c8_g2_i1   | 1.6795  | 3.13775 | 1.868264364 |
| TR11082 c22_g1_i1 | 1.27875 | 2.38775 | 1.867253177 |
| ATS8_HUMAN        | 1.477   | 2.74725 | 1.860020311 |
| TR23171 c0_g1_i1  | 1.2245  | 2.27075 | 1.85443038  |
| CILP1_PIG         | 1.2715  | 2.3545  | 1.851749902 |
| KBTB2_PONAB       | 1       | 1.8445  | 1.8445      |
| BCL6_CHICK        | 1.548   | 2.84775 | 1.839631783 |
| TR17998 c1_g1_i1  | 1.45375 | 2.6725  | 1.838349097 |
| TR18716 c2_g2_i1  | 1       | 1.838   | 1.838       |
| TR23084 c0_g1_i1  | 1.26975 | 2.327   | 1.832644221 |
| TR20035 c4_g1_i1  | 1.279   | 2.337   | 1.827208757 |
| TR17753 c6_g1_i5  | 1       | 1.819   | 1.819       |
| WNT9A_CHICK       | 1.5175  | 2.7515  | 1.813179572 |
| MET25_HUMAN       | 1       | 1.813   | 1.813       |
| EPHA3_HUMAN       | 1.1385  | 2.044   | 1.795344752 |
| S6A14_HUMAN       | 1       | 1.7825  | 1.7825      |
| SPTN5_HUMAN       | 1.5945  | 2.83875 | 1.780338664 |
| RYR1_MOUSE        | 1       | 1.7795  | 1.7795      |
| TR19244 c1_g2_i1  | 1.0805  | 1.918   | 1.775104118 |
| ARHGP_HUMAN       | 1.8745  | 3.3085  | 1.765004001 |
| CONA1_HUMAN       | 1       | 1.7535  | 1.7535      |
| PPR3A_RABIT       | 1       | 1.75275 | 1.75275     |
| TR21463 c3_g3_i1  | 1       | 1.7515  | 1.7515      |
| RUN3A_HUMAN       | 1.1115  | 1.94375 | 1.748762933 |
| TR29089 c0_g1_i1  | 1       | 1.734   | 1.734       |
| G2E3_CHICK        | 1       | 1.7335  | 1.7335      |
| TR4474 c2_g1_i1   | 1.392   | 2.406   | 1.728448276 |
| LAMB1_HUMAN       | 1.4255  | 2.461   | 1.726411785 |
| TR11103 c16_g1_i1 | 1.2615  | 2.17575 | 1.724732461 |
| IL6RB_HUMAN       | 1       | 1.714   | 1.714       |
| PKHS1_MOUSE       | 1       | 1.70875 | 1.70875     |
| NTNG1_HUMAN       | 1.269   | 2.16225 | 1.703900709 |
| TR26688 c0_g1_i1  | 1.2505  | 2.124   | 1.698520592 |
| GLPC_HUMAN        | 1       | 1.69325 | 1.69325     |
| GPC5_HUMAN        | 1.1805  | 1.94075 | 1.644006777 |
| MYSS_CYPCA        | 1.00975 | 1.6595  | 1.643476108 |
| TR22868 c1_g1_i1  | 1.293   | 2.112   | 1.633410673 |
| TRDN_RAT          | 1.0395  | 1.68375 | 1.61976912  |
| TR29829 c1_g1_i1  | 1       | 1.59175 | 1.59175     |
| TR18902 c0_g1_i1  | 1.015   | 1.60925 | 1.58546798  |
| TR11714 c3_g1_i1  | 1       | 1.579   | 1.579       |
| TR15158 c6_g3_i1  | 1       | 1.57125 | 1.57125     |
| MAP4_MOUSE        | 1.156   | 1.80875 | 1.56466263  |
| TR12437 c0_g1_i1  | 1       | 1.55175 | 1.55175     |

|                  |         |         |             |
|------------------|---------|---------|-------------|
| TR16463 c1_g5_i1 | 1       | 1.545   | 1.545       |
| TR26568 c3_g2_i1 | 1       | 1.54425 | 1.54425     |
| NEXN_HUMAN       | 1.5085  | 2.32675 | 1.542426251 |
| TR20867 c0_g3_i1 | 1.0675  | 1.6435  | 1.539578454 |
| OCTC_HUMAN       | 1       | 1.5385  | 1.5385      |
| E41L2_HUMAN      | 1       | 1.5215  | 1.5215      |
| KI26B_HUMAN      | 1       | 1.514   | 1.514       |
| TR19795 c1_g1_i1 | 1       | 1.50425 | 1.50425     |
| TR16609 c4_g1_i1 | 1       | 1.4765  | 1.4765      |
| TR9614 c1_g2_i1  | 1       | 1.45375 | 1.45375     |
| QORX_HUMAN       | 1       | 1.4355  | 1.4355      |
| TR11115 c2_g1_i1 | 1       | 1.42675 | 1.42675     |
| TR3020 c2_g1_i1  | 1       | 1.3965  | 1.3965      |
| TR15182 c4_g1_i7 | 1       | 1.39575 | 1.39575     |
| TR3002 c3_g2_i1  | 1       | 1.339   | 1.339       |
| GALT6_HUMAN      | 1       | 1.338   | 1.338       |
| F214B_BOVIN      | 1       | 1.32825 | 1.32825     |
| TP4AP_HUMAN      | 1       | 1.2985  | 1.2985      |
| TR10063 c5_g2_i1 | 1.00975 | 1.2765  | 1.264174301 |
| C1GLC_HUMAN      | 1       | 1.08075 | 1.08075     |
| STML1_HUMAN      | 1.114   | 1       | 0.897666068 |
| TR21471 c0_g1_i4 | 1.261   | 1       | 0.793021412 |
| PCF11_HUMAN      | 1.3675  | 1       | 0.731261426 |
| GNA12_HUMAN      | 1.5075  | 1.00725 | 0.668159204 |
| NGAP_HUMAN       | 1.5925  | 1.0345  | 0.649607535 |
| TR5640 c1_g1_i1  | 1.6205  | 1.04425 | 0.644399877 |
| TF211_SCHPO      | 1.557   | 1       | 0.642260758 |
| CNRP1_MOUSE      | 1.58025 | 1       | 0.632811264 |
| TR21759 c5_g1_i1 | 1.58075 | 1       | 0.632611102 |
| TAOK1_HUMAN      | 1.626   | 1       | 0.61500615  |
| GTR12_XENLA      | 1.80675 | 1.10725 | 0.612840736 |
| TR5576 c1_g2_i1  | 1.64975 | 1       | 0.606152447 |
| STAU1_HUMAN      | 1.65    | 1       | 0.606060606 |
| TR19472 c0_g2_i1 | 1.6625  | 1       | 0.601503759 |
| TR29693 c6_g1_i6 | 1.67525 | 1       | 0.596925832 |
| TR3951 c0_g2_i1  | 1.6765  | 1       | 0.596480763 |
| TR3049 c2_g2_i1  | 1.69725 | 1       | 0.589188393 |
| B4GT4_HUMAN      | 1.7525  | 1       | 0.570613409 |
| SEPT5_HUMAN      | 1.764   | 1       | 0.566893424 |
| LORF2_HUMAN      | 1.91975 | 1.0535  | 0.548769371 |
| TR22454 c4_g1_i1 | 1.89    | 1.03175 | 0.545899471 |
| TR1643 c0_g1_i1  | 2.77975 | 1.50175 | 0.540246425 |
| TR4094 c3_g1_i1  | 2.10225 | 1.127   | 0.536092282 |
| TR180 c4_g1_i1   | 2.5035  | 1.3155  | 0.52546435  |
| TR17352 c2_g1_i1 | 2.113   | 1.10775 | 0.524254614 |
| TR180 c8_g1_i1   | 2.39175 | 1.23025 | 0.514372322 |
| YRD6_CAEEL       | 1.99975 | 1.027   | 0.513564196 |

|                   |         |         |             |
|-------------------|---------|---------|-------------|
| TR26590 c7_g1_i1  | 3.03225 | 1.54775 | 0.510429549 |
| TR7506 c0_g1_i1   | 2.071   | 1.05425 | 0.509053597 |
| TR5551 c9_g1_i1   | 1.9845  | 1       | 0.503905266 |
| PSIP1_FELCA       | 1.9895  | 1       | 0.502638854 |
| TR23244 c0_g1_i1  | 2.48225 | 1.2425  | 0.500553933 |
| TR8241 c1_g2_i2   | 2.46775 | 1.23025 | 0.498531051 |
| TR4752 c2_g1_i1   | 2.0065  | 1       | 0.498380264 |
| TR16528 c24_g1_i1 | 2.49125 | 1.22975 | 0.493627697 |
| TR12812 c2_g1_i1  | 2.03375 | 1       | 0.49170252  |
| GRP75_CHICK       | 2.047   | 1       | 0.488519785 |
| PKHS1_MOUSE       | 2.06075 | 1.00525 | 0.487807837 |
| TR15112 c1_g2_i1  | 2.178   | 1.06125 | 0.487258953 |
| TR15139 c15_g1_i1 | 3.94575 | 1.901   | 0.481784198 |
| DHR11_CHICK       | 3.2885  | 1.5815  | 0.480918352 |
| TR23918 c0_g1_i1  | 2.233   | 1.0715  | 0.479847738 |
| NETO2_RAT         | 2.4955  | 1.18775 | 0.475956722 |
| TR9219 c0_g1_i1   | 2.2665  | 1.0775  | 0.475402603 |
| TR5551 c3_g3_i1   | 2.10925 | 1       | 0.474102169 |
| TR18204 c0_g1_i1  | 2.11125 | 1       | 0.473653049 |
| TR180 c2_g1_i1    | 2.77925 | 1.31475 | 0.473059279 |
| TR19991 c1_g1_i1  | 2.1145  | 1       | 0.472925041 |
| TR27454 c0_g1_i1  | 2.273   | 1.056   | 0.46458425  |
| CP2G1_RABIT       | 2.15625 | 1       | 0.463768116 |
| WNT3_MOUSE        | 2.26875 | 1.044   | 0.460165289 |
| TR12182 c3_g1_i1  | 2.617   | 1.17825 | 0.45022927  |
| TR5577 c5_g1_i2   | 2.22275 | 1       | 0.44989315  |
| TR5287 c0_g1_i1   | 2.5995  | 1.165   | 0.448163108 |
| TR12182 c0_g1_i1  | 2.632   | 1.17675 | 0.447093465 |
| TR15200 c18_g4_i1 | 3.19075 | 1.4265  | 0.447073572 |
| TR16442 c3_g1_i1  | 2.238   | 1       | 0.446827525 |
| TR19244 c1_g1_i1  | 2.24025 | 1       | 0.446378752 |
| TR11564 c0_g1_i1  | 2.24925 | 1       | 0.444592642 |
| MBL2_MOUSE        | 2.36025 | 1.04175 | 0.441372736 |
| TR18897 c1_g1_i1  | 2.26725 | 1       | 0.441062962 |
| S29A3_BOVIN       | 2.3025  | 1       | 0.434310532 |
| S6A14_HUMAN       | 2.69425 | 1.16725 | 0.43323745  |
| TR6443 c6_g1_i1   | 2.33725 | 1       | 0.427853246 |
| F199X_XENTR       | 2.3385  | 1       | 0.427624546 |
| TR9312 c0_g1_i1   | 2.34325 | 1       | 0.426757708 |
| TR29005 c26_g1_i1 | 2.815   | 1.1965  | 0.425044405 |
| TR30099 c0_g3_i1  | 2.35425 | 1       | 0.424763725 |
| TR9989 c4_g2_i1   | 2.53575 | 1.0685  | 0.421374347 |
| PIGW_BOVIN        | 2.554   | 1.0715  | 0.41953798  |
| MAST2_HUMAN       | 2.39875 | 1       | 0.416883794 |
| TR5675 c19_g1_i1  | 2.60325 | 1.08275 | 0.415922405 |
| UDB17_RAT         | 3.046   | 1.24525 | 0.408814839 |
| LFG1_HUMAN        | 11.424  | 4.669   | 0.40870098  |

|                   |           |           |             |
|-------------------|-----------|-----------|-------------|
| TR15532 c2_g1_i1  | 2.6885    | 1.07525   | 0.399944207 |
| TR16600 c13_g1_i1 | 3.74775   | 1.47575   | 0.393769595 |
| TR18673 c5_g1_i1  | 2.7225    | 1.071     | 0.39338843  |
| DHRS4_RABIT       | 2.651     | 1.0325    | 0.38947567  |
| TR5675 c5_g1_i1   | 2.5935    | 1         | 0.385579333 |
| TR6443 c13_g1_i1  | 2.655     | 1.02325   | 0.385404896 |
| TR29078 c0_g1_i1  | 2.8055    | 1.08025   | 0.385047229 |
| TR21503 c5_g2_i1  | 2.63675   | 1         | 0.379254764 |
| RND1_HUMAN        | 3.49175   | 1.32425   | 0.379251092 |
| RGPS2_HUMAN       | 2.64725   | 1         | 0.377750496 |
| TR26072 c0_g1_i1  | 2.6675    | 1         | 0.374882849 |
| TR20142 c1_g1_i1  | 2.793     | 1.044     | 0.373791622 |
| FUCL4_ANGJA       | 2.735     | 1.02225   | 0.373765996 |
| TR29324 c1_g1_i1  | 3.03725   | 1.13375   | 0.373281752 |
| EGLN3_MOUSE       | 2.69475   | 1         | 0.371091938 |
| TR20142 c0_g1_i1  | 3.16975   | 1.154     | 0.364066567 |
| LORF1_MOUSE       | 2.7535    | 1         | 0.363174142 |
| LAAT1_RAT         | 2.772     | 1         | 0.360750361 |
| EYA2_HUMAN        | 6.146     | 2.217     | 0.360722421 |
| LPCT4_XENTR       | 2.78825   | 1         | 0.358647897 |
| LORF2_HUMAN       | 2.9855    | 1.06775   | 0.357645286 |
| CAN7_MOUSE        | 2.8635    | 1         | 0.349222979 |
| TR20866 c7_g1_i1  | 2.8635    | 1         | 0.349222979 |
| MUC3A_HUMAN       | 2.88225   | 1         | 0.346951167 |
| TR23909 c0_g1_i1  | 3.922     | 1.34475   | 0.342873534 |
| TR23085 c1_g2_i1  | 2.9205    | 1         | 0.342407122 |
| MYO5B_HUMAN       | 2.94725   | 1         | 0.339299347 |
| TR20346 c0_g1_i1  | 3.553     | 1.19275   | 0.335702223 |
| TR21763 c41_g1_i1 | 2.9815    | 1         | 0.335401643 |
| LIN1_NYCCO        | 3.05075   | 1.01475   | 0.332623125 |
| TR5547 c5_g1_i1   | 3.03125   | 1         | 0.329896907 |
| GNA1_PONAB        | 22.2535   | 7.20275   | 0.323668187 |
| PIGR_BOVIN        | 4.99125   | 1.59825   | 0.320210368 |
| DOCK1_HUMAN       | 3.13675   | 1         | 0.318801307 |
| TR21763 c17_g1_i1 | 3.14175   | 1         | 0.318293944 |
| TR9857 c1_g1_i1   | 3.20975   | 1.01975   | 0.317703871 |
| KV403_HUMAN       | 14.86875  | 4.675     | 0.314417823 |
| TR18703 c4_g1_i1  | 24.52075  | 7.668     | 0.312714742 |
| LITAF_HUMAN       | 5.269     | 1.6335    | 0.310020877 |
| TR16714 c2_g1_i1  | 3.638     | 1.10925   | 0.304906542 |
| TR16442 c20_g1_i1 | 3.31325   | 1         | 0.301818456 |
| IGHM_SUNMU        | 382.52675 | 113.83525 | 0.297587685 |
| TR15821 c0_g1_i1  | 3.37175   | 1         | 0.296581894 |
| TR25885 c0_g6_i1  | 3.379     | 1         | 0.295945546 |
| TR19965 c1_g1_i1  | 6.61325   | 1.8895    | 0.285714286 |
| BICD2_HUMAN       | 3.50625   | 1         | 0.285204991 |
| LECA_PLEWA        | 3.52875   | 1         | 0.283386468 |

|                   |           |          |             |
|-------------------|-----------|----------|-------------|
| RDH7_RAT          | 12.091    | 3.38975  | 0.280353155 |
| TR24287 c0_g1_i1  | 3.577     | 1        | 0.27956388  |
| ST2B1_RAT         | 3.733     | 1.02575  | 0.274778998 |
| TR23697 c0_g1_i1  | 114.8035  | 31.54025 | 0.274732478 |
| TR24294 c0_g1_i1  | 6.49525   | 1.64125  | 0.252684654 |
| COR1B_MOUSE       | 4.0235    | 1        | 0.248539829 |
| MUC5B_HUMAN       | 4.1945    | 1.01725  | 0.242519967 |
| TR18673 c3_g1_i5  | 4.847     | 1.164    | 0.240148545 |
| GRAA_HUMAN        | 5.006     | 1.202    | 0.240111866 |
| ARHGG_MOUSE       | 4.25325   | 1.013    | 0.238170811 |
| RN213_HUMAN       | 4.2135    | 1        | 0.237332384 |
| TR16442 c16_g1_i1 | 4.3115    | 1        | 0.231937841 |
| OTX5_XENTR        | 4.383     | 1        | 0.228154232 |
| UBP19_MOUSE       | 4.39475   | 1        | 0.227544229 |
| TR21763 c36_g1_i1 | 4.402     | 1        | 0.227169468 |
| TR2977 c20_g1_i1  | 4.4115    | 1        | 0.226680267 |
| CTDS2_HUMAN       | 4.51675   | 1        | 0.221398129 |
| ZC3HA_MOUSE       | 4.6375    | 1        | 0.215633423 |
| LV302_HUMAN       | 19.48725  | 4.197    | 0.215371589 |
| MSMB_STRCA        | 4.99825   | 1        | 0.200070025 |
| TR5076 c0_g1_i1   | 9.83725   | 1.93275  | 0.196472591 |
| TRI17_BOVIN       | 5.1035    | 1        | 0.19594396  |
| TR5675 c34_g1_i1  | 5.10775   | 1        | 0.195780921 |
| VPI1_SCOJE        | 25.02925  | 4.869    | 0.194532397 |
| ZC3HA_MOUSE       | 5.21675   | 1.00975  | 0.193559208 |
| CQ059_BOVIN       | 5.29025   | 1        | 0.189026984 |
| TR11085 c1_g1_i1  | 5.48      | 1.0195   | 0.186040146 |
| TR10050 c16_g1_i1 | 5.459     | 1        | 0.183183733 |
| FUCL5_ANGJA       | 300.59175 | 54.04825 | 0.179806166 |
| FUCL5_ANGJA       | 5.5875    | 1        | 0.178970917 |
| TR16442 c34_g1_i1 | 5.65825   | 1        | 0.176733089 |
| TR21543 c6_g3_i1  | 8.12625   | 1.4015   | 0.172465774 |
| TR339 c0_g1_i1    | 5.849     | 1        | 0.170969396 |
| TGM3_BOVIN        | 5.89075   | 1        | 0.169757671 |
| TRI39_MOUSE       | 15.303    | 2.58625  | 0.16900281  |
| TR16442 c16_g2_i1 | 6.27625   | 1.00975  | 0.160884286 |
| LV603_HUMAN       | 121.301   | 19.419   | 0.160089364 |
| FBX36_MOUSE       | 6.83425   | 1.0935   | 0.160002926 |
| RN125_MOUSE       | 8.615     | 1.3625   | 0.158154382 |
| MUC2L_RAT         | 6.44425   | 1.0175   | 0.157892695 |
| TR18673 c3_g1_i1  | 6.63325   | 1.03425  | 0.155919044 |
| TR5581 c0_g1_i2   | 6.43575   | 1        | 0.155382046 |
| ADH1_PELPE        | 1194.877  | 183.6615 | 0.153707453 |
| TR18673 c3_g1_i3  | 7.3065    | 1.10525  | 0.151269418 |
| HVM46_MOUSE       | 40.617    | 5.63825  | 0.138815028 |
| TR18673 c3_g1_i2  | 9.58575   | 1.3065   | 0.136296064 |
| PAX6_MOUSE        | 8.18325   | 1.112    | 0.135887331 |

|                   |           |          |             |
|-------------------|-----------|----------|-------------|
| RETN_BOVIN        | 7.64375   | 1        | 0.130825838 |
| HVM46_MOUSE       | 89.03575  | 11.113   | 0.124815032 |
| TR29027 c20_g1_i1 | 11.2915   | 1.28725  | 0.114001683 |
| HV02_XENLA        | 19.59425  | 2.22775  | 0.113694068 |
| K2C5_XENLA        | 370.1925  | 39.193   | 0.105871945 |
| TGM4_HUMAN        | 12.23     | 1.206    | 0.098609975 |
| MUC5B_HUMAN       | 10.1825   | 1        | 0.098207709 |
| TR29027 c16_g1_i1 | 12.2055   | 1.1415   | 0.093523412 |
| PINLY_HUMAN       | 18.023    | 1.638    | 0.090883871 |
| TR29027 c0_g1_i1  | 12.913    | 1.1415   | 0.088399288 |
| TR29916 c0_g2_i1  | 13.51225  | 1.15     | 0.085107958 |
| TR17495 c15_g1_i1 | 27.635    | 2.12325  | 0.076831916 |
| TR26416 c14_g1_i1 | 19.643    | 1.4815   | 0.07542127  |
| TR17495 c5_g2_i1  | 18.36125  | 1.34725  | 0.073374634 |
| BPIB2_HUMAN       | 17.50175  | 1.02775  | 0.058722699 |
| K2C6A_MOUSE       | 203.88475 | 11.77475 | 0.05775199  |
| TR29027 c11_g1_i1 | 22.2005   | 1.27875  | 0.057600054 |
| TR29916 c0_g1_i1  | 23.603    | 1.3335   | 0.056497055 |
| LECA_PLEWA        | 22.22575  | 1.018    | 0.045802729 |
| TKTL2_MOUSE       | 54.728    | 1        | 0.018272182 |

# Supplementary material for: Identification of regenerative roadblocks via repeat deployment of limb regeneration in axolotls
**Source:** NPJ Regen Med. 2017 Nov 6;2:30. doi: 10.1038/s41536-017-0034-z
**Supplement:** Supplementary file 11 — Supplementary Table 3

Morphological outcomes following *areg* misexpression (8 weeks post-amputation)

| Forelimb specimen (limb)              | Classification | Description                           |
|---------------------------------------|----------------|---------------------------------------|
| pCAG- <i>egfp</i> control specimen 35 | Mild           | Carpal fusion                         |
| pCAG- <i>egfp</i> control specimen 37 | Mild           | Carpal fusions; truncation in digit 4 |
| pCAG- <i>egfp</i> control specimen 19 | Mild           | Extra digit; carpal fusion            |
| pCAG- <i>egfp</i> control specimen 38 | Mild           | Extra digit; truncation in digit 4    |
| pCAG- <i>egfp</i> control specimen 13 | Mild           | Truncation in digit 4                 |
| pCAG- <i>egfp</i> control specimen 22 | Mild           | Truncation in digit 4                 |
| pCAG- <i>egfp</i> control specimen 24 | Mild           | Truncation in digit 4                 |
| pCAG- <i>egfp</i> control specimen 29 | Mild           | Truncation in digit 4                 |
| pCAG- <i>egfp</i> control specimen 32 | Mild           | Truncation in digit 4                 |
| pCAG- <i>egfp</i> control specimen 1  | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 2  | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 3  | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 4  | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 5  | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 6  | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 7  | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 8  | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 9  | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 10 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 11 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 12 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 14 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 15 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 16 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 17 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 18 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 20 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 21 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 23 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 25 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 26 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 27 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 28 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 30 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 31 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 33 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 34 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 36 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 39 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 40 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 41 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 42 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 43 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 44 | Normal         |                                       |
| pCAG- <i>egfp</i> control specimen 45 | Normal         |                                       |

|                                                   |                 |                                                                                      |
|---------------------------------------------------|-----------------|--------------------------------------------------------------------------------------|
| pCAG- <i>egfp</i> control specimen 46             | Normal          |                                                                                      |
| pCAG- <i>egfp</i> control specimen 47             | Normal          |                                                                                      |
| pCAG- <i>egfp</i> control specimen 48             | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 7  | Mild            | Carpal fusion                                                                        |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 19 | Mild            | Carpal fusion                                                                        |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 29 | Mild            | Carpal fusion                                                                        |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 41 | Mild            | Carpal fusion                                                                        |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 14 | Mild            | Digital outgrowth                                                                    |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 4  | Mild            | Truncation in digit 1; carpal fusion                                                 |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 35 | Mild            | Truncation in digit 1; carpal fusion                                                 |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 18 | Moderate        | Fusion of radius and ulna                                                            |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 21 | Moderate        | Fusion of radius and ulna                                                            |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 30 | Moderate        | Fusion of radius and ulna; digital outgrowth                                         |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 9  | Moderate        | Fusion of radius and ulna; truncation in digit 4                                     |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 31 | Moderate        | Fusion of radius and ulna; truncation in digit 4                                     |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 44 | Severe          | Loss of digit 4 and carpal element                                                   |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 38 | Severe          | Loss of ulna; loss of digits 1 - 3; loss of several carpals                          |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 46 | Severe          | Near-complete loss of radius and ulna; carpal fusion and loss; truncation in digit 1 |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 42 | Severe          | Spike                                                                                |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 34 | No regeneration | Stump; little to no regeneration                                                     |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 36 | No regeneration | Stump; little to no regeneration                                                     |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 40 | No regeneration | Stump; little to no regeneration                                                     |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 1  | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 2  | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 3  | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 5  | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 6  | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 8  | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 10 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 11 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 12 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 13 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 15 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 16 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 17 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 20 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 22 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 23 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 24 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 25 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 26 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 27 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 28 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 32 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 33 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 37 | Normal          |                                                                                      |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 39 | Normal          |                                                                                      |

|                                                   |        |  |
|---------------------------------------------------|--------|--|
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 43 | Normal |  |
| pCAG- <i>egfp</i> + pCAG- <i>areg</i> specimen 45 | Normal |  |

How the deposited data were processed for this re-analysis (not part of the article)

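RNA was sequenced from the local tissue of 8 axolotl limbs at 3 days post-amputation, 4 control limbs after their first amputation and 4 repeatedly amputated limbs after 5 earlier rounds and a 6th amputation. The authors assembled the reads de novo with Trinity, annotated the transcripts with Trinotate, estimated fragments per transcript with RSEM and tested the counts with edgeR at a false discovery rate of 0.05. The paper's text does not name the edgeR test or a filter on low counts. No genome was used for mapping, so transcripts are identified by the contig names of the assembly, and no genome positions are given.

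The authors deposited RSEM's expected counts per transcript and library, without normalization. They also deposited FPKM values that they had scaled between libraries with TMM. Both tables have 91843 transcripts and the same 8 columns. The column names give the group of each library but no animal, so columns were assigned to groups only. The methods state that an FPKM threshold of 2 was applied to the initial assembly, and 49.7% of the deposited transcripts reach an FPKM of 2 in at least 1 library. A count of 0 in all 8 libraries was found for 924 transcripts.

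Summed counts per library ranged from 15596527 to 18437103, with a median of 17938313 in control limbs and 16377094 in repeatedly amputated limbs. One count is therefore a small share of a library, and transcripts with at most 3 counts in every library of a group were treated as at the limit of detection. Fold changes against such a group were computed against 3 counts and are lower bounds. These bounds cover counting error only. Libraries of the same group were compared by a chi-square of their counts over transcripts, and none differed by so little that they were counted as one.

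From the deposited values, expected counts were rounded to whole numbers. Transcripts were kept by edgeR's filterByExpr with the group design (32757 transcripts), scaled by TMM and compared with edgeR's quasi-likelihood F-test with robust estimation and Benjamini-Hochberg adjustment over all transcripts tested. Log2 fold changes are those of repeatedly amputated against control limbs. Their standard errors were derived from the F statistic. CPM values are counts per 1000000 of the TMM-scaled library size. Values per list of transcripts are CPM of the summed counts, without TMM scaling, compared on the log2 scale by an exact two-sided permutation test over the 70 arrangements of the libraries, with Benjamini-Hochberg adjustment over 6 lists. Principal components and Spearman correlations used log2 CPM with a prior count of 2.

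Transcripts named in the text follow a rule set before the data were examined. It takes every gene the paper names in its text or in Fig. 4b as differing between the groups, and up to 5 transcripts with the largest rise and 5 with the largest fall among those with FDR under 0.05, no overlap between groups and a protein name. Only 4 transcripts met the second part. Other transcripts named in the closing section were chosen after their values were seen. The lists (muscle, cartilage, immunoglobulin and complement, transposable element, mucin and keratin, and the genes of Fig. 4g that are in Supplementary Table 1) were drawn from protein names in that table before the data were examined. The table was made by the study from these libraries, so a difference in a list is not independent evidence.

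Protein names were taken from Supplementary Table 1 by matching its mean FPKM values to the deposited ones, with a tolerance of 1e-06. A separate table of axolotl gene symbols was not used, since the contig names do not occur in it.

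The alternatives set before the data were examined were DESeq2's size factors, upper-quartile normalization and TMM computed without the muscle transcripts, edgeR's exact test with the same filter and with at least 10 summed counts, DESeq2's Wald test, limma-voom with sample quality weights, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), no filter, a filter of at least 10 summed counts, counts summed per assembled gene, an added requirement of a 2-fold change, and each library left out in turn. Adjusted p-values that DESeq2 gave as missing were kept as missing. The quasi-likelihood fit without robust estimation and the exact test with tagwise dispersions and at least 10 summed counts were added after the data were seen.

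The tests on counts named here were tested on simulated data first, while limma on the 2 FPKM scales was not. Counts for the 32757 transcripts were drawn from the means, dispersions and library sizes of these libraries. Of these transcripts, 200 were changed 4-fold, taken only from those above a minimum mean count. At an FDR of 0.05 the quasi-likelihood test recovered 73.5% of the 200 with 9 false calls, the exact test 90% with 74, DESeq2's Wald test 90.5% with 105, limma-voom 73% with 7 and the exact test with tagwise dispersions 87.5% with 138. With no transcript changed, the same tests made 0, 34, 40, 0 and 100 calls.

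Gene Ontology enrichment was not recomputed, because the annotation of the transcripts was not used here. The qRT-PCR, in situ hybridization, histology and overexpression experiments and the published time course behind Fig. 4g were not analysed here. Computations used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.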

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

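The tests on cartilage, *eya2*, *pax6* and the mucins of 1 assembly cluster, and the count of other splits for transcripts absent from one group, were chosen only after the result was seen, and how to read the count of mucin and keratin transcripts was settled after it was known. Among 23 named transcripts and 6 lists in 2 groups of 4 libraries, 58 groups were examined for a library lying far from the other three, and 16 had one. A chance rate of about 1 in 20, or 2.9 groups, would hold only for independent and normally distributed values. The values compared were untransformed CPM, all 16 far libraries lay on the high side, and some of them rest on few counts. The collagens also vary together and are not independent. Whether 16 is more than chance gives therefore cannot be judged from the 2.9. MR5 was the far library in 7 groups, Control6 in 3, and Control1, Control3 and MR6 in 2 each.

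MR5 stood far above the other repeatedly amputated limbs at CO9A1 (37.8 CPM, next 3.73), CO9A2 (18.1 CPM at TR112 c0_g1_i1 and 15.9 CPM at TR112 c0_g2_i1, next 1.86 at each), CO9A3 (25.0 CPM, next 2.56) and CO2A1 (70.5 CPM, next 10.7), at the cartilage list as a whole (176 CPM of the summed counts, others 11.9 to 22.4) and at CTGF (222 CPM, next 82.7). The whole difference in cartilage transcripts does not come from this library. Without MR5 the mean log2 share was still higher by 3.21 (4.05 with it), with every repeatedly amputated limb above every control limb (exact permutation test, p = 0.0286, the smallest it can give). Without MR5 the log2 fold change of CTGF was 1.62. Depth is no explanation for the height of MR5, since its 16953644 counts lie between those of the other libraries. MR5 was the highest of its group at 12 of 12 transcripts of the cartilage list and by a median of 7.27 times over the next library. At 520 other higher entries of the table outside the lists, MR5 was the highest at 56.0%, by a median ratio of 1.06 (at most 2.30 in 1000 random lists of 12, of which 1 had MR5 highest at all 12). A larger amount of cartilage in the piece sampled is a candidate explanation, found and tested on the same libraries. The most abundant transcript of the list, CO2A1, was also detected in every control limb. All 12 entries were picked by the study from these libraries, and higher transcription in the same amount of cartilage would look alike. The design gives no condition that sets MR5 apart, so no biological explanation for this library was tested.

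Control6 stood far above the other control limbs at EYA2 (28.4 CPM, next 9.25), PAX6 (63.8 CPM, next 4.20) and WNT3 (1.06 CPM, next 0.229). Without Control6 the log2 fold change of EYA2 was -1.31 and the groups still did not overlap (exact permutation test, p = 0.0286), so this library does not carry the whole difference, although its FDR over all transcripts was then 0.491. For PAX6 the log2 fold change without Control6 was -3.00, the groups overlapped (exact permutation test, p = 0.257), and Control1 had 0 counts, so the difference may rest on 1 library. WNT3 was at least 2.25-fold lower in repeatedly amputated limbs, or at least 1.08-fold without Control6. Control6 had the fewest counts of the control limbs (16765785), so its high values are not due to depth. No condition in the design separates Control6 from its group, and no biological explanation was tested.

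The other 4 far values rest on few counts. They are CO9A2 in Control1 (0.106 CPM, 2 counts against 0 in the other control limbs), WNT3 in MR6 (0.0591 CPM, 1 count against 0) and TRI27 in Control3 (0.0525 CPM, 1 count against 0), where 1 or 2 counts cannot be separated from counting noise, and SEM3C at TR27786 c3_g1_i1 in Control1 (0.635 CPM, 12 counts against 5 or 6). No biological explanation was tested for these.

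On the transposable element list MR6 held 91.8 CPM of the summed counts and the next repeatedly amputated limb 15.2. Of its counts, 98.2% lay on 1 transcript named LORF2, so the height of MR6 is that of a single transcript and not of the list. On the mucin and keratin list Control3 held 4095 CPM and the next control limb 1372, and 77.2% of the counts of Control3 on this list lay on the keratin K2C5. That Control3 alone carries the lower share of the whole list in repeatedly amputated limbs is argued against. This share reads keratins more than mucins, since K2C5 and K2C6A together held 96.8% to 99.5% of it in the control limbs. Without Control3 the difference in mean log2 share was -2.45 (exact permutation test, p = 0.0571, against -2.91 and 0.0286 with it), and the lowest control limb, at 913, stayed above the highest repeatedly amputated limb, at 434. This holds for the sum. K2C5 alone overlapped, at 52.1 CPM in Control4 against 76.8 to 131 in repeatedly amputated limbs. K2C6A did not overlap, with Control6 lowest at 102 CPM and MR6 highest at 89.7 CPM. For the 3 mucins of assembly cluster TR26098, 85.1% of the CPM of the control limbs lay in Control3, so their lower level may rest mainly on that library. With or without Control3 the groups overlapped (0, 0.0571 and 18.7 CPM in Control1, Control4 and Control6, up to 0.413 in repeatedly amputated limbs). Whether such tissue explains the height of Control3 cannot be told apart from a rise of single transcripts, because Control3 was the highest control limb at 5 of 9 transcripts, and at 3 mucins of 1 assembly cluster (TR26414) it was the lowest or near the lowest. All 9 entries come from a table that the study drew from these libraries. No biological explanation was tested for MR6 or Control3.

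Among entries of Supplementary Table 1 that the paper does not discuss, TRI27 and GPM6B had a signal in every repeatedly amputated limb, at no less than 11.6 CPM and 2.84 CPM, while all control limbs together had 1 count and 0 counts. These belong to 20 transcripts with at least 10 counts in every library of one group and at most 3 in every library of the other, 10 in each direction. Of the 35 splits of the 8 libraries, 3 gave 20 or more such transcripts, so the number of them is not beyond what regrouping gives. Sequence variants that differ between animals and were assembled as separate contigs would give a partner in the same assembly cluster that changes the opposite way. Such a partner was found for 33.3% of these transcripts and 17.4% of others (Fisher's exact test, p = 0.161). Variants and a response to repeated amputation therefore cannot be told apart, since only 15 of the 20 had a tested partner. For GPM6B the sum with TR16168 c0_g2_i1 of the same component overlapped between the groups, at 3.52 ± 1.01 and 5.66 ± 2.49 CPM (SD, n = 4 each), while TRI27 has no other transcript in its component. The response to repeated amputation itself remains open for both transcripts.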

How the results depend on the processing

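In this part, the test on *areg* at a fixed muscle content was chosen only after the result was seen. The quasi-likelihood fit without robust estimation and the exact test with tagwise dispersions were added after the data were seen. No paired analysis was possible, because the columns of the 2 groups share only 1 number.

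The number of transcripts with FDR under 0.05 was 4 (2 higher, 2 lower, 4 shared with Supplementary Table 1). DESeq2's size factors, upper-quartile normalization, TMM without the muscle list, an added 2-fold requirement and the fit without robust estimation all gave 4, with 2 in each direction. EdgeR's exact test gave 374 (280 higher, 94 lower, 227 shared), the exact test with at least 10 summed counts 592 (457, 135, 489) and, with tagwise dispersions, 1015 (809, 206, 891). DESeq2's Wald test gave 768 (571, 197, 301). Limma gave 11 on log2(FPKM + 1) (5, 6, 11) and 10 on log2(FPKM + 0.1) (4, 6, 10), and limma-voom 3 (1, 2, 3). The quasi-likelihood test gave 21 with no filter (14, 7, 19), 9 with at least 10 summed counts (5, 4, 9) and 3 per assembled gene (2, 1, 3). With no filter 90843 transcripts were tested in place of 32757, with at least 10 summed counts 71366. The cause of the other changes was not tested. Across the 8 fits that each left out 1 library, calls ran from 2 (without MR5) to 14 (without Control1), higher ones from 1 to 7, lower ones from 1 to 7 and shared ones from 2 to 8, and the cause was not tested. At an unadjusted p under 0.05 there were between 2632 and 7266 transcripts over all settings. The percent of these that were higher was 58.1, but 51.0 under upper-quartile normalization, 42.2 on log2(FPKM + 1) and 42.0 on log2(FPKM + 0.1), so the excess of higher over lower transcripts at this threshold nearly vanished with 1 other scaling and turned around in the limma fits, which change the test and the values together. The cause was not tested.

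For the 18 named transcripts with enough counts, the 12 alternatives set before the data were examined gave 216 values. None reversed, 176 kept direction and side of the threshold, 2 kept direction without an adjusted p (CO9A1 and CO9A3 with DESeq2's Wald test), 36 newly passed an adjusted p of 0.05 (12 with the exact test, 11 with DESeq2's Wald test, 12 with the exact test and at least 10 summed counts, 1 with no filter) and 2 no longer passed (TRI27 with limma-voom, 0.252, and LFG1 per assembled gene, 0.247). In 144 values with 1 library left out, none reversed and 14 no longer passed (TRI27 3, GPM6B 4, LFG1 7). The 2 added settings gave 22 unchanged and 14 newly passing.

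For the lists, the transposable element share was higher by 1.03 on the log2 scale but changed direction as an FPKM share (-0.079, p = 0.914), and the median log2 fold change of this list, positive over its 2 tested transcripts, was -4.54 with no filter and -4.53 with at least 10 summed counts, whether by the quasi-likelihood test (-4.53), the exact test (-4.53) or the exact test with tagwise dispersions (-4.53), because more of its transcripts were then tested. Leaving out 1 library at a time gave 0.22 (without MR6) to 1.60. The mucin and keratin difference ran from -3.26 to -2.45, where p rose to 0.0571 without Control3, a fit that also has fewer libraries. The ranges were 2.94 to 4.36 for muscle, 3.21 to 4.50 for cartilage, -1.99 to -1.67 for immunoglobulin and complement, 1.58 to 2.03 for the early genes and 1.63 to 2.59 for *areg* at fixed muscle content. With the FPKM share or a library total without muscle, the direction and side of the threshold held for cartilage, immunoglobulin and complement, mucin and keratin, and the early genes. Of 132 list medians under alternatives, 113 moved by less than the spread, 15 moved and 4 reversed, the transposable element medians above. Of 138 counts of calls in lists, 114 stayed within 1.5 times and 24 did not.

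Depth limits the weakly expressed transcripts. Of the 19 transcripts of genes named in the paper, 5 had too few counts for the filter, among them both of CO9A2 and that of WNT3, and for these only lower bounds or counts are given.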

Differences from the paper's values

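In this part, only the exact test with tagwise dispersions and at least 10 summed counts was chosen after the result was seen. The number of transcripts with FDR under 0.05 was 4, against the paper's 912. Of the alternatives set before the data were examined, DESeq2's Wald test came within 1.5 times of it (768, of which 301 are entries of Supplementary Table 1) and none of the others did. The exact test with tagwise dispersions and at least 10 summed counts, which was chosen after seeing the values, gave 1015, of which 891 are among the 892 entries matched to 1 transcript.

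For transcripts higher in repeatedly amputated limbs the number was 2, against the paper's 724. DESeq2's Wald test gave 571, and none of the other alternatives set before the data were examined closed the gap. With tagwise dispersions and at least 10 summed counts, a setting chosen after seeing the values, the exact test gave 809. For transcripts lower in repeatedly amputated limbs it was 2, against the paper's 188. DESeq2's Wald test (197) and the exact test with at least 10 summed counts (135) came within 1.5 times of it and the other alternatives set before the data were examined did not. Tagwise dispersions in the exact test, chosen after seeing the values, gave 206.

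Of the 4 calls, 50.0% were higher in repeatedly amputated limbs (95% interval 15.0% to 85.0%), against the paper's nearly 80%. The interval treats the 4 transcripts as independent, although they come from the same libraries. Among the alternatives set before the data were examined, values within 1.5 times of it came from the exact test (74.9%), the exact test with at least 10 summed counts (77.2%), DESeq2's Wald test (74.3%), no filter (66.7%), at least 10 summed counts (55.6%), counts summed per assembled gene (66.7%), and the fits without Control3 (60.0%) and without MR2 (75.0%). Apart from the exact and Wald tests, these percentages rest on few calls. There were 21 with no filter, 9 with at least 10 summed counts in the quasi-likelihood test, 3 per assembled gene, 5 without Control3 and 4 without MR2. The remaining alternatives did not come that close. The exact test with tagwise dispersions, chosen after seeing the values, gave 79.7%.

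The paper lists every gene it names here as differentially expressed, while the quasi-likelihood test called 0 of their 14 tested transcripts, with FDR values between 0.161 and 0.358 and an unadjusted p under 0.05 for all 14. With the exact test 12 of them had an FDR under 0.05, all except PAX6 and thrombospondin 4 (TSP4). DESeq2's Wald test gave 11, all except CO9A1 and CO9A3, which have no adjusted p there, and PAX6 (0.0905). The exact test with at least 10 summed counts also called CO9A2 (0.00534 and 0.00510) and CONA1 at TR22247 c0_g2_i1 (0.0105). The exact test with tagwise dispersions, chosen after seeing the values, called 18 of the 19 transcripts, PAX6 (0.0147) and WNT3 (0.0233) among them, and not CONA1 at TR29769 c10_g1_i1. Over the alternatives set before the data were examined, libraries left out included, adjusted p-values ran up to 0.863 for PAX6, 0.491 for CO9A2, 0.624 for CONA1 at TR22247 c0_g2_i1 and 0.335 for WNT3.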

Other observations

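The tests on muscle transcripts and on *areg* at a fixed muscle share were chosen only after the result was seen. Each split of the 8 libraries into 2 groups of 4 was fitted once, 35 in all with the real one. The real split gave 4 calls of the quasi-likelihood test, and 9 of the 35 splits gave as many (median 1 over the others, up to 19), so the number of calls of this test is not beyond what regrouping gives. At an unadjusted p under 0.05 the real split gave 3648 transcripts, more than any other (up to 3346), so 1 of 35. For the exact test it gave 374 calls, also 1 of 35, with a median of 21 and a maximum of 276 over the others. The groups therefore differ by more than regrouping gives, although the quasi-likelihood test makes few calls. The maximum of 276 came from Control1, Control3 and Control6 with MR6, the 4 libraries with the fewest counts on muscle transcripts, and 61 of those calls were muscle transcripts, against 15 in the real split. The percent higher among transcripts at an unadjusted p under 0.05 was 58.1, and 15 of the 35 splits gave as large a share in one direction. Normalization moved by the muscle transcripts is argued against as the reason for it, since the percent was also 58.1 with TMM computed without them.

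In simulated counts with the dispersions of these libraries the quasi-likelihood test recovered 73.5% of 200 transcripts changed 4-fold. These were drawn only from transcripts above a minimum mean count, and the counts followed the fitted model. In the real libraries the test called 0 of the 85 tested muscle transcripts, whose median log2 fold change was 4.12. The simulation therefore does not settle whether 4 libraries per group are too few for large changes. The exact test made a median of 21 calls over the other splits, so false calls may account for a part of its 374. How large a part was not determined, since the other splits mix the 2 groups and 1 of them gave 276 calls.

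Muscle transcripts were higher in repeatedly amputated limbs, with a difference of 3.52 in mean log2 share whose groups overlapped (exact permutation test, p = 0.0571, and from 2.94 without MR5 to 4.36 without MR6). Whether a loss of another cell type that raises every remaining transcript alike is the cause cannot be decided with these lists. The mean log2 ratio of muscle to immunoglobulin and complement transcripts was higher by 5.36 in repeatedly amputated limbs, without overlap (exact permutation test, p = 0.0286, and 4.61 to 6.33 with 1 library left out). The study picked all muscle entries as higher and all immunoglobulin and complement entries as lower from these libraries, so this ratio had to rise. A loss of immune cells would raise it as well, and stays open with or without a separate change in muscle. A different amount of muscle in the sampled pieces is a candidate explanation. Of the 85 tested muscle transcripts, 80.0% ranked the repeatedly amputated limbs in the same order, MR6, MR2, MR14 and MR5 from low to high. For the 226 other higher entries of the table this order was also the most frequent, but held for 28.3% of them, and no order held for more than 40.0% in any of 1000 random lists of 85 drawn from them. A shared change of expression in an equal amount of muscle would give the same order, and the impaired breakdown of muscle that the paper discusses was not tested.

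The amount of muscle was not seen to account for the higher *areg*, since the estimate for *areg* was nearly unchanged at a fixed muscle share. With the log2 muscle share as a covariate its log2 fold change was 2.20 (SE 0.793, FDR = 0.818), against 2.19 without the covariate, and every repeatedly amputated limb lay above every control limb. With this covariate 0 transcripts had an FDR under 0.05 and 1970 an unadjusted p under 0.05. A direct effect of repeated amputation on *areg* remains a hypothesis. The log2 fold change at fixed muscle share was 1.63 (SE 0.882) without Control4, with an FDR of 0.909. It was 2.45 (SE 1.43) without MR6, the repeatedly amputated limb with the lowest muscle share. These fits are too imprecise to exclude that muscle accounts for a part of the difference.

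Values of the lists not reported at a claim are as follows. Cartilage transcripts held 1.93 ± 0.548 CPM of the summed counts (SD, n = 4) in control limbs and 57.5 ± 79.2 (SD, n = 4) in repeatedly amputated limbs, of which 176 in MR5 and 11.9 to 22.4 in the others, a difference of 4.05 in mean log2 share (exact permutation test, p = 0.0286, or 0.0429 adjusted over 6 lists), or 3.21 without MR5. The median log2 fold change of the 3 tested was 6.18, or 5.51 with 1 of them at its lower bound, and 4.17 without MR5. Transposable element transcripts held 9.64 ± 5.29 (SD, n = 4) and 30.9 ± 40.8 (SD, n = 4), a difference of 1.03 (exact permutation test, p = 0.4) that was 0.22 without MR6 and -0.079 as an FPKM share. Mucin and keratin transcripts held 1888 ± 1483 (SD, n = 4) and 236 ± 140.0 (SD, n = 4), a difference of -2.91 (exact permutation test, p = 0.0286, or 0.0429 adjusted), or -2.45 without Control3, with a median log2 fold change of -3.20 over 5 tested (3 lower, 2 higher), or -1.67 without Control3. The 4 early genes of Fig. 4g that are in Supplementary Table 1 held 23.7 ± 7.04 (SD, n = 4) and 88.2 ± 40.1 (SD, n = 4), a difference of 1.84 (exact permutation test, p = 0.0286, or 0.0429 adjusted). Their log2 fold changes were 3.51 (SDHL, groups overlapping), 2.19 (AREG), 2.25 (IL8) and 1.59 (DUS5), each with an FDR of 0.281.

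OTX5 (TR9857 c0_g1_i1), chosen after its values were seen, had 7, 4 and 20 counts in Control1, Control3 and Control4, far more in Control6 and 0 in every repeatedly amputated limb, at least 16.9-fold lower, or at least 3.11-fold without Control6, which held 86.1% of the CPM of its group.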
